# Long-Term Overconsumption of Fat and Sugar Causes a Partially Reversible Pre-inflammatory Bowel Disease State

**DOI:** 10.3389/fnut.2021.758518

**Published:** 2021-11-18

**Authors:** Djésia Arnone, Marie Vallier, Sébastien Hergalant, Caroline Chabot, Ndeye Coumba Ndiaye, David Moulin, Anda-Maria Aignatoaei, Jean-Marc Alberto, Huguette Louis, Olivier Boulard, Camille Mayeur, Natacha Dreumont, Kenneth Peuker, Anne Strigli, Sebastian Zeissig, Franck Hansmannel, Matthias Chamaillard, Tunay Kökten, Laurent Peyrin-Biroulet

**Keywords:** diet-induced, IBD-inflammatory bowel diseases, colitis, gut homeostasis, high-fat high-sucrose diet

## Abstract

Nutrition appears to be an important environmental factor involved in the onset of inflammatory bowel diseases (IBD) through yet poorly understood biological mechanisms. Most studies focused on fat content in high caloric diets, while refined sugars represent up to 40% of caloric intake within industrialized countries and contribute to the growing epidemics of inflammatory diseases. Herein we aim to better understand the impact of a high-fat-high-sucrose diet on intestinal homeostasis in healthy conditions and the subsequent colitis risk. We investigated the early events and the potential reversibility of high caloric diet-induced damage in mice before experimental colitis. C57BL/6 mice were fed with a high-fat or high-fat high-sucrose or control diet before experimental colitis. In healthy mice, a high-fat high-sucrose diet induces a pre-IBD state characterized by gut microbiota dysbiosis with a total depletion of bacteria belonging to Barnesiella that is associated with subclinical endoscopic lesions. An overall down-regulation of the colonic transcriptome converged with broadly decreased immune cell populations in the mesenteric lymph nodes leading to the inability to respond to tissue injury. Such *in-vivo* effects on microbiome and transcriptome were partially restored when returning to normal chow. Long-term consumption of diet enriched in sucrose and fat predisposes mice to colitis. This enhanced risk is preceded by gut microbiota dysbiosis and transcriptional reprogramming of colonic genes related to IBD. Importantly, diet-induced transcriptome and microbiome disturbances are partially reversible after switching back to normal chow with persistent sequelae that may contribute to IBD predisposition in the general population.

**Graphical Abstract:**
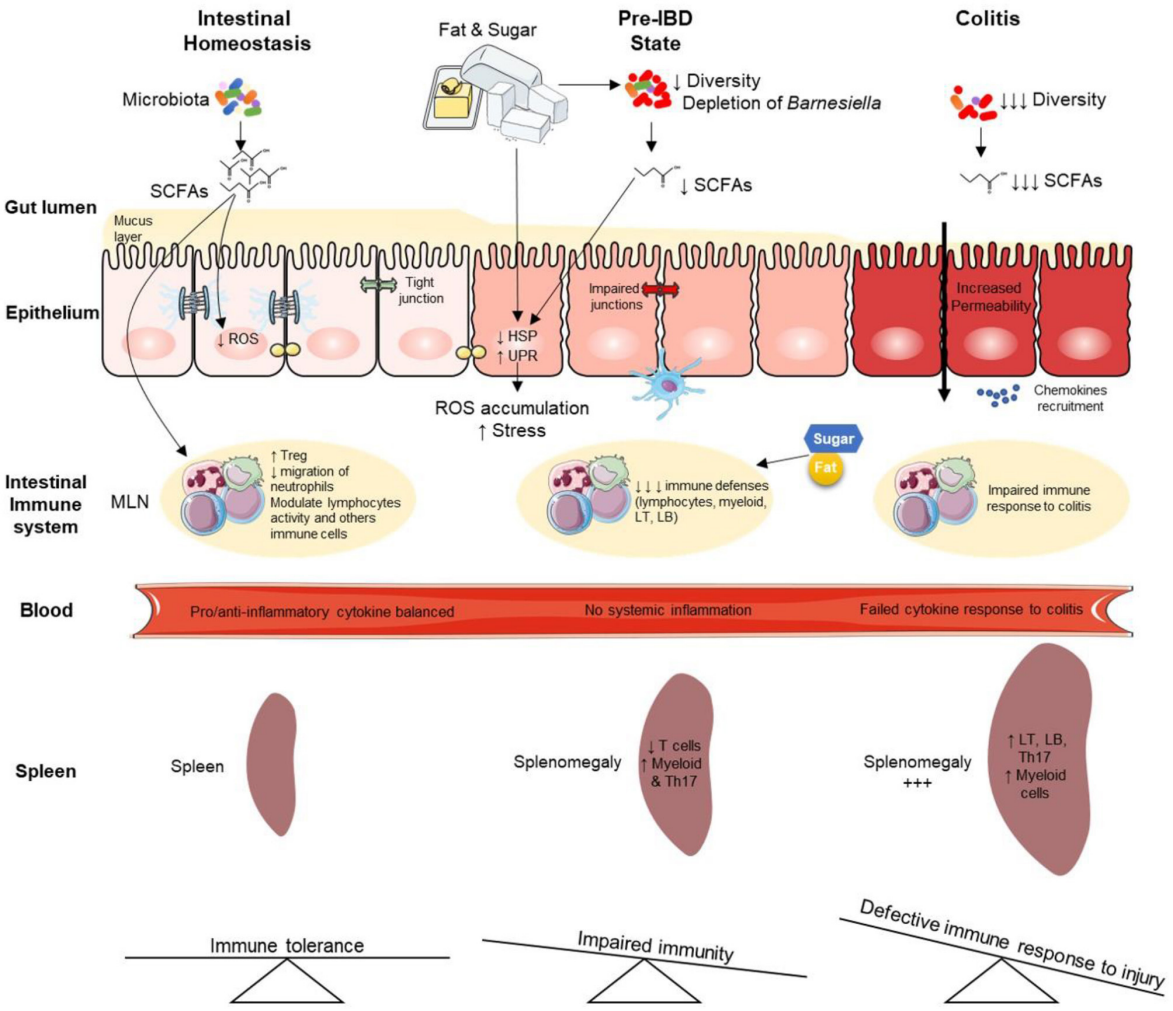
Overview of high-fat high-sucrose-mediated predisposition to colitis and aggravating effects during established colitis. IBD, Inflammatory Bowel Disease; LT, lymphocyte T; LB, lymphocyte B; HSP, heat shock proteins; MLN, mesenteric lymph node; ROS, reactive oxygen species; UPR, unfolded protein response; SCFAs, Short Chain Fatty Acids.

## Introduction

Inflammatory Bowel Diseases (IBD) are chronic inflammatory diseases of the gastrointestinal tract with increasing incidence worldwide (1). Dietary patterns in industrialized countries are characterized by overconsumption of fats and sugars in the total caloric availability (2), the so-called Western Diet (WD). This consumption has increased by about 10-fold over the last century in industrialized countries (3–5). Many epidemiological studies concluded that WD is associated with an increased risk of developing several human diseases, including inflammatory conditions such as IBD (2, 6). Recent international recommendations expressed concerns about sugar consumption in Westernized societies as they represent quantities with no precedent during hominin evolution (3, 4). In both adults and children, the World Health Organization (WHO) strongly recommends reducing the intake of free sugars to less than 10% of total energy intake and suggests a further reduction to below 5% (3–5).

Animal studies have shown that WD is responsible for deleterious effects on intestinal permeability, gut microbiota, risk of infection, and experimental colitis (7–9). While the consequences of high-fat (HF) diets on gut microbiota dysbiosis are well studied, few studies focused on sugar's specific role on intestinal homeostasis (10). A landmark study showed that experimental type 2 diabetes drives intestinal barrier dysfunction by transcriptional reprogramming of intestinal epithelial cells and alteration of tight and adherens junctions integrity (11). A high sucrose diet (enriched with 55% sucrose) was shown to enhance the susceptibility to experimental colitis, but experiments were performed over a very short period (only a few days) and at a very high dose (12). More recently, investigated sugar-induced exacerbation of colitis when adding 10% glucose or fructose in drinking water (mimicking sugar-sweetened beverages), dietary sugars quickly altered gut microbial ecology (13). In agreement with these findings, rectal insulin instillation inhibited inflammation in chemically-induced colitis in mice (14). Although growing evidence underpins the pro-inflammatory effect of sugars (15, 16), the long-term impact of combined excessive intake of dietary sugar and fat due to ultra-processed food overconsumption (enriched in added sugars) on healthy intestine and the underlying molecular mechanisms remain poorly described (9). Also, the potential reversibility of high caloric diet-induced damage is unknown. Here we investigated the effects of long-term exposure to both dietary sugar and fat at a moderate dose (30% sucrose, 25% fat) on the healthy intestine. We showed that combined sugar and fat in diet induces a pre-IBD state characterized by decreased immune cell population in the mesenteric lymph nodes (MLNs) and associated with a gut microbiota dysbiosis, with total depletion of bacteria belonging to *Barnesiella* [a genus hinted to be protective against colitis (17)] associated with subclinical endoscopic lesions.

Furthermore, disease risk was heightened in Germ-Free (GF)-mice that were colonized with microbiota from high-fat high-sucrose (HFHS)-fed mice, demonstrating that gut microbiota dysbiosis played a critical role in the diet-induced colitis predisposition. This pre-IBD state is also associated with an overall down-regulation of the colonic transcriptome characterized by differential expression of stress and autophagy-related genes. Both transcriptome and microbiome alterations induced by HFHS were partially reversible, with persistent sequelae when mice were refeeding with the normal chow diet.

Our results are in line with the beneficial effect of reducing dietary sugars (10, 18–22). These findings support WHO recommendations about the urgent need to reduce sugar consumption in the general population, e.g., by limiting processed food consumption (23).

## Results

### High-Fat High-Sucrose Diet Causes a Pre-inflammatory Bowel Disease State

Mice were fed with a Normal Chow diet (NC), High Fat (HF, 25% fat) or High-Fat High-Sucrose diet (HFHS, 25% fat, 30% sucrose) for 8 weeks (Figure 1A). No differences were observed in food and water consumption, but weight gain were increased in HFHS-fed mice and blood glucose were increased in both HFHS and HF-fed compared to NC-fed mice (Figures 1B–D). Dietary intake was quite stable (2–4 g/day) under ad libitum conditions, whereas energy intake was higher after HFHS (4,775.7 kcal/kg) and HF (4,649 kcal/kg) than NC (3,339 kcal/kg), as expected. Consequently, body weight over the 8-week dietary intervention was significantly higher in HFHS-fed mice than NC-fed mice or the HF (Figure 1B). Blood glucose levels were measured after eight weeks of diets and 12-h fasting (Figure 1C), and metabolic tests (oGTT and ITT) confirmed that only HFHS diet induced prediabetes characterized by reduced impaired glucose tolerance by insulin resistance (Figures 1D,E).

**Figure 1:**
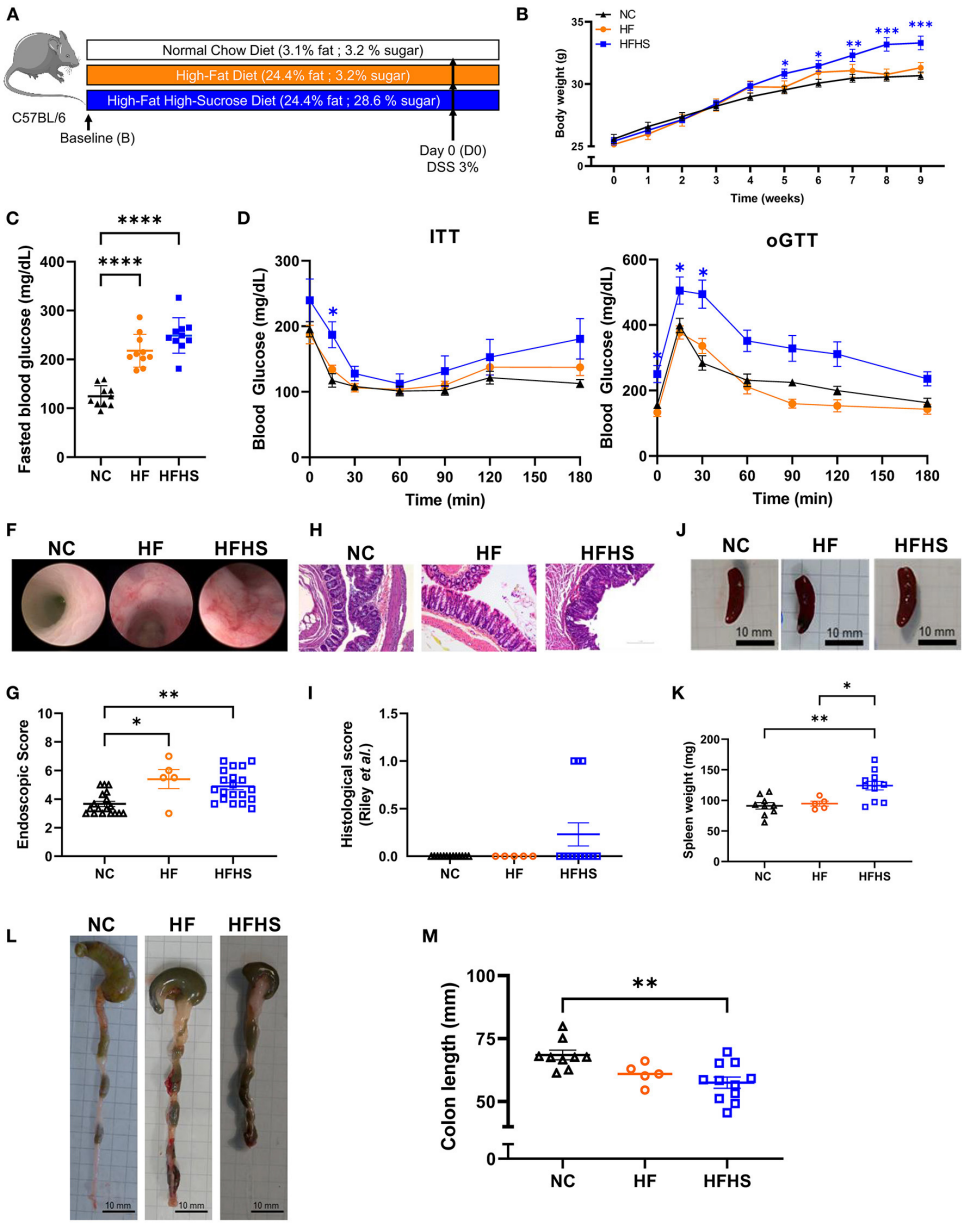
Additive effects of sucrose and fat in healthy mice. **(A)** Experimental design. Mice were fed 8 weeks with normal chow diet (NC) or High-Fat (HF) diet or High-Fat High-Sucrose (HFHS). **(B)** Body weight of HSHF-fed mice (*N* = 40) was higher than HF-fed mice (*N* = 10) or NC-fed mice (*N* = 36). **(C)** Fasting blood glucose levels in HFHS, HF and NC-fed mice (*N* = 10 /group). **(D)** Insulin tolerance test (ITT) after 8 weeks of diet (0.75 U/kg insulin, ip). **(E)** Oral glucose tolerance test (oGGT) after 8 weeks of diet (2 g/kg per os) for HFHS, HF and NC-fed mice (*N* = 5/group). **(F)** Representative colonoscopy images **(G)** Ulcerative colitis endoscopic index of severity (UCEIS) **(H)** Representative sections of colon, arrows show epithelial dystrophies. Scale bars, 0.10 mm. **(I)** Histological scores. **(J)** Gross pictures of spleens, scale bars: 10 mm. **(K)** Spleen weight to body weight ratio. **(L)** Gross pictures of colons. Scale bars, 10 mm. **(M)** Colon lengths. Data are given as means +/- SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by ANOVA (two-way for B, D and E) for parametric data or Kruskal-Wallis if not.

Unexpectedly, endoscopic lesions were observed in the colonic mucosa of HFHS-fed and HF-fed mice not treated with Dextran-sulfate sodium (DSS) (Figure 1F), and the endoscopic score (Figure 1G, Supplementary Table 1) was significantly higher (1.4-fold increase; *p* = 0.0089) than in NC-fed mice not treated with DSS. These endoscopic lesions were associated with a thinning and shortening of the colon length (-10.9 mm; *p* = 0.012) (Figures 1L,M). At the histological level (Figures 1H,I, Supplementary Table 2), some HFHS-fed animals showed a chronic inflammatory cell infiltrate (lymphoplasmacytic, Supplementary Table 3), with no significant increase in the global score (Figure 1I).

Then we used DSS colitis as a control and we confirmed that clinical manifestations of colitis appeared earlier in HFHS-fed mice (day 3) and that the colitis was more severe, as reflected by decreased body weight (Supplementary Figure 1A) and the higher Disease Activity Index (DAI) in the HFHS DSS^+^ group compared with NC DSS^+^ animals (3.8 vs. 2.7 at day 10, respectively; *p* < 0.0001) (Supplementary Figure 1B). Likewise, the endoscopic score indicated a severe colonic inflammation (Supplementary Figures C,D) that was also confirmed histologically (Supplementary Figures 1E,F, Supplementary Table 1). This was further supported by the thinning and shortening of the colon length (Supplementary Figures 1G,H). In agreement with these findings, an enlarged spleen was observed in either HFHS DSS^+^ mice (about larger 3-fold maximum size compared to NC DSS^+^; *p* = 0.0001) (Supplementary Figures 1K,L) or HFHS DSS^−^ mice (1.5-fold on average compared to NC DSS^−^; *p* = 0.11; Figures 1J,K). In contrast, no significant decrease of colon length was observed in HF-fed mice, even with colitis (Supplementary Figures 1I,J). On day 5 of DSS-treatment, intestinal permeability was measured by FITC-Dextran, showing that only HFHS-fed mice treated with DSS had increased permeability compared to both NC or HF DSS^+^ group (Supplementary Figure 1D). Furthermore, HFHS increased early mortality during DSS-colitis whereas HF-fed mice have similar mortality to NC-fed (30% of HFHS-fed mice from the 3rd day; *p* = 0.0066 vs. 20% of NC or HF-fed mice died after 7 days; Supplementary Figure 1C).

Altogether, these data showed that sucrose added to fat (rather than fat alone) aggravates the severity of DSS-induced colitis clinically, endoscopically, and histologically. Under physiological conditions, such diet induces a pre-IBD state characterized by endoscopic lesions, reduced colon length, and inflammatory cell infiltration in the colonic mucosa.

### Specific Effects of Sucrose on the Intestinal and Systemic Immune Homeostasis of Healthy Mice

To determine the respective impact of fat *vs*. sugar on the immune system, we first performed cytometry analysis on the spleen and MLNs of mice. Interestingly, we observed that all studied immune cells population were decreased in MLNs of HFHS-fed mice, whereas they were increased in HF-fed mice compared to NC-fed mice (Figures 2A–F). Specifically, numbers of leukocytes, myeloid cells, and lymphocytes, including B and T cells, were decreased in HFHS-fed mice, whereas they were increased in HF-fed mice compared to NC-fed mice (Figures 2A–F). However, these cells were not significantly disturbed in the spleen (Figures 2G–K) except myeloid cells representing 8.5% of leukocytes in HFHS-fed mice, while they only represented 2.1% in NC-fed mice (Figure 2H, Supplementary Figure 2A). Likewise, T-cells represented 25.9% of lymphocytes in HFHS-fed mice vs. 31.9% in control animals (Figure 2J, Supplementary Figure 2A). Among the lymphocytes in the MLNs, while NK cells amounted to an average of 18.7% CD45+CD3- cells in NC-fed mice, they expanded to 24.6% in HFHS-fed mice and 45.8% in HFD-fed mice (Supplementary Figure 2A). Likewise, T-cell subpopulations, including CD4+ and CD8+ cells, were strongly decreased in HFHS-fed mice MLNs but not significantly in the spleen, compared to control animals (Figures 2L–O). Significantly, Th17 cells were strongly decreased in MLNs of HFHS-mice and slightly increased in the spleen than NC-fed animals (Figures 2P,U).

**Figure 2:**
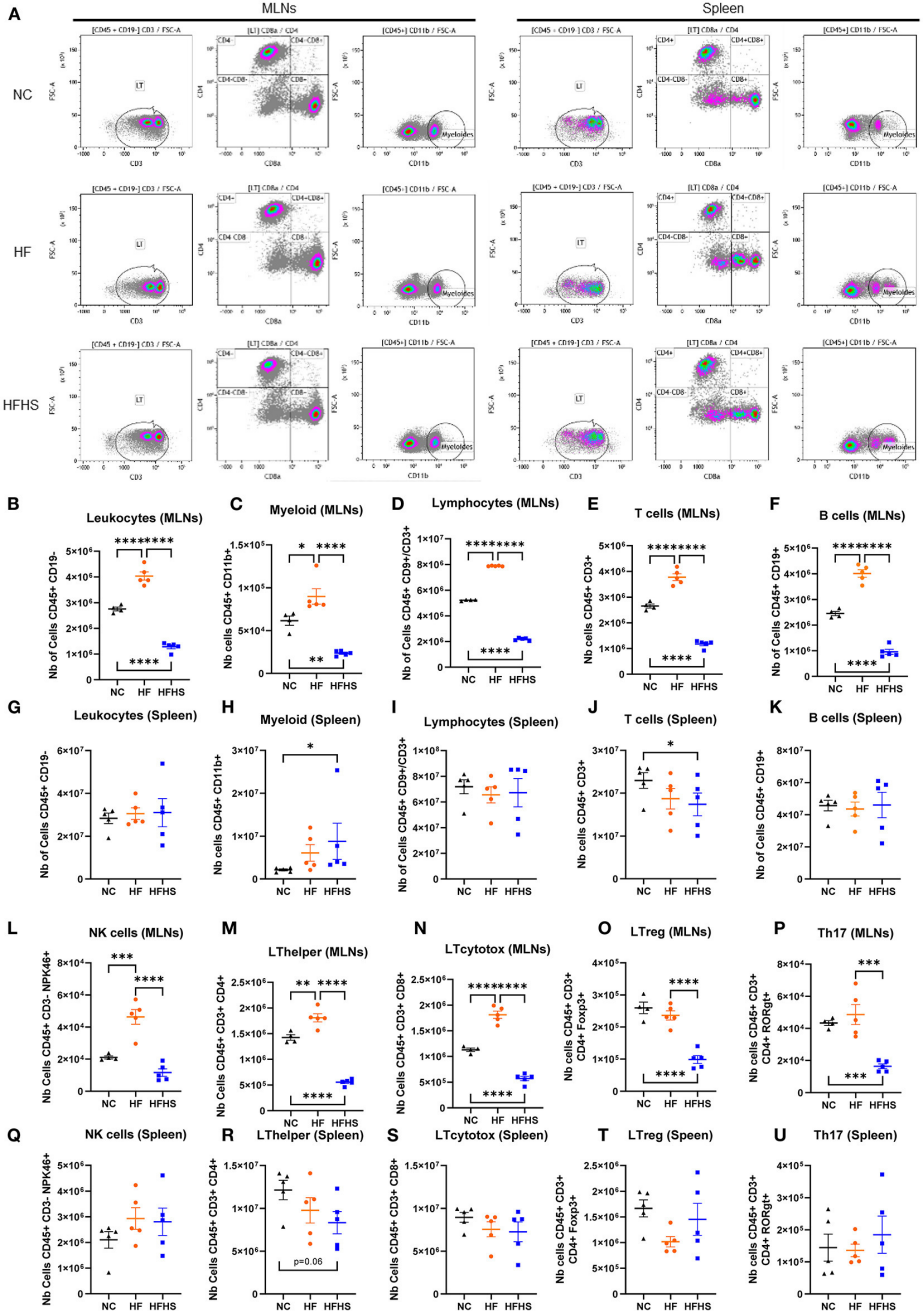
Sucrose repressed immune cell levels in mesenteric lymph nodes and spleen. **(A)** Representative flow cytometry recording mesenteric lymph nodes (MLNs) and spleen. **(B–U)** Relative abundance of indicated immune cell populations MLNs or spleen for mice fed with normal chow diet (NC, *N* = 5), high-fat diet (HF, *N* = 5), or high-fat high-sucrose (HFHS, *N* = 5). Means +/- SEM are plotted. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by ANOVA for parametric data or Kruskal-Wallis if not.

We next focused on HFHS-fed mice, and to further dissect the local and systemic immune response, we measured cytokine levels in plasma and colonic tissues. As expected, cytokines levels in plasma (Supplementary Figures 2B–D) were significantly increased in DSS-treated mice fed with NC compared to untreated animals (IL-1β: +25.39 pg/mL, *p* = 0.0212; IL-6: +77.34 pg/mL, *p* = 0.0005; TNF-α: +108.8 pg/mL, *p* = 0.0351). Unexpectedly, these cytokines were not increased in plasma of colitic HFHS-fed mice compared to not-treated HFHS-fed animals excepted for IL-6 (+75.56 pg/mL, *p* = 0.0002; Supplementary Figure 2C). Then we measured levels of several chemokines in the colonic tissues of HFHS-fed mice. In contrast to plasma, chemokine levels were higher in colonic tissues of HFHS-fed colitic mice compared to DSS-untreated animals (RANTES: +295.0 pg/mL, *p* = 0.015; Eotaxins: +760.7 pg/mL, *p* = 0.037 and KC: +55.67 pg/mL, *p* = 0.026; Supplementary Figures 2E–G).

In summary, these findings indicate that fat and sugar induced similar intestinal lesions but have a differential effect on the immune system. In contrast to HF that increased immune cells, sucrose enrichment decreases the number of immune cells in both MLNs and the spleen. While HFHS causes impaired systemic cytokine response, chemokines recruitment is maintained in the colon of these animals.

### High-Fat High-Sucrose Diet Induces an Overall Down-Regulation of the Colonic Transcriptome of Healthy Mice

To better understand how HFHS may predispose to disease risk in later life, transcriptomic analyses were performed on colonic tissues of DSS-untreated mice. 

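Colonic RNA of 20 mice that received no DSS was hybridized to Clariom S mouse arrays, 1 array per mouse: 5 mice fed NC, 5 fed HFHS for 8 weeks, 5 fed HFHS for 16 weeks, and 5 fed HFHS and then NC (HFHS+NC). The labels give an age of 18 weeks for the mice fed HFHS for 8 weeks and of 26 weeks for the other groups, so age and diet are not separated in comparisons with the 8-week group. This paragraph of the paper does not name the HFHS group. Of the authors' table of fold changes, the first 1999 of 21881 rows could be read, and across 1696 genes they correlated at r = 0.991 with the fold changes of HFHS 8 weeks versus NC and at r = 0.825 with those of HFHS 16 weeks versus NC (across genes, which are not independent replicates). The values of HFHS 8 weeks versus NC are therefore given first at each claim, and those of HFHS 16 weeks versus NC after them. The deposited values are log2 intensities of 22142 probe sets, of which 19527 carry 1 gene symbol; the authors made them with the oligo package, and their methods also name a ComBat correction without naming its batches. Nothing in the files shows whether that correction is part of the deposited values. Over all 37 arrays of the deposit, the array medians ran from 7.71 to 8.79 on the log2 scale, and in the groups used here from 7.86 to 8.56 in NC, 7.99 to 8.39 in HFHS 8 weeks, 7.91 to 8.66 in HFHS 16 weeks and 8.04 to 8.66 in HFHS+NC. The arrays were therefore quantile-normalized together, which brought every median to 8.30. This makes the distributions equal and removes a shift that most genes share. The shares of lower genes given here therefore do not measure a fall of the whole transcriptome. On the values as deposited, where array brightness differs, the median log2 fold change of all probe sets was −0.052 for HFHS 8 weeks versus NC. For HFHS 16 weeks versus NC it was 0.064. Genes were compared with limma on the 20 arrays, with 1 mean per group, and adjusted p are Benjamini-Hochberg values over all 22142 probe sets. A search that did not use the diets, and that always gives 2 sets, parted the 37 arrays into set 1 with 18 and set 2 with 19. Counted on these same arrays, 4077 probe sets follow the sets, which does not show that the sets are real. Sets 1 and 2 hold 2 and 3 of the NC arrays, 4 and 1 of HFHS 8 weeks, 3 and 2 of HFHS 16 weeks, and 2 and 3 of HFHS+NC, and values with the set as a block or within each set are given for the main results. The number of arrays, 5 per group, limits the precision.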

Interestingly, in healthy mice, HFHS caused a strong gene down-regulation compared to NC-fed mice (Figure 3A). 

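After 8 weeks of HFHS, Cyp2c55, a fatty acid monooxygenase of the colon epithelium, was lower than in NC-fed mice, at a log2 value of 10.63 ± 0.42 (SD, n = 5) against 12.11 ± 0.19 (SD, n = 5). The log2 fold change of Cyp2c55 was −1.48 (standard error 0.31, adjusted p = 0.0329). The uncharacterized gene 2310079G19Rik fell with it, by a log2 fold change of −1.35 (standard error 0.24, adjusted p = 0.0171). Among the genes that rose were the clock output factor Dbp, with 1.04 (standard error 0.24, adjusted p = 0.0466), and the monocyte antigen gene Ly6c2, with 0.96 (standard error 0.17, adjusted p = 0.0125). They also included the amino acid transporter gene Slc7a8, with 0.89 (standard error 0.19, adjusted p = 0.0338), and the transcription factor gene Zbtb16, with 0.83 (standard error 0.11, adjusted p = 0.000626). The splicing factor gene Srsf5 had a log2 value of 11.61 ± 0.17 (SD, n = 5) against 10.87 ± 0.15 (SD, n = 5) on NC, a log2 fold change of 0.74 (standard error 0.092, adjusted p = 0.000626). With 16 weeks of HFHS, Cyp2c55 was lower than in NC-fed mice by a log2 fold change of −1.95 (standard error 0.31, adjusted p = 0.0111), and the sulfotransferase gene Sult2b1 by −0.96 (standard error 0.16, adjusted p = 0.0139). Also lower were the carboxylesterase gene Ces1f by −1.05 (standard error 0.20, adjusted p = 0.0281) and Slc26a3, the chloride and bicarbonate exchanger of colonocytes, by −0.64 (standard error 0.11, adjusted p = 0.0204). Gnpda1, an enzyme of amino sugar metabolism, was higher after 16 weeks, with 0.68 (standard error 0.086, adjusted p = 0.000985), as was Aspa, which encodes aspartoacylase, with 0.71 (standard error 0.098, adjusted p = 0.00274). With the array set as a block, the 8-week log2 fold changes were −1.47 for Cyp2c55 (−1.48 within set 1 and −1.54 within set 2), 0.84 for Zbtb16 (0.83 and 0.70) and 0.67 for Srsf5 (0.74 and 0.61). That of Dbp, 0.92 (1.17 and 0.56), no longer passed the test. Leaving out 1 array at a time ended the 8-week call of Cyp2c55 in 7 of 10 fits (adjusted p up to 0.0982, without HFHS 8 weeks replicate 4). It ended those of Dbp (up to 0.144, without HFHS 8 weeks replicate 4) and Slc7a8 (up to 0.105, without NC replicate 4) in 8 each, while Zbtb16 and Srsf5 passed in all 10. At 16 weeks Cyp2c55, Gnpda1 and Aspa passed in all 10 such fits, Sult2b1 in 8 (up to 0.0653, without NC replicate 3). Ces1f and Slc26a3 passed in 5 each (up to 0.0804, without HFHS 16 weeks replicate 1, and 0.0839, without NC replicate 3).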

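Of the 22142 probe sets, 160 differed between mice fed HFHS for 8 weeks and NC-fed mice at an adjusted p under 0.05 from limma, 52 higher and 108 lower. With a fold change over 1.3 as well, 138 remained, of which 40 were higher and 98 lower, so that 71.0% were lower on HFHS. After 16 weeks of HFHS, 33 probe sets differed from NC, 8 higher and 25 lower, and 30 with a fold change over 1.3, of which 73.3% were lower. Among the 160 were the heat shock genes Dnajb1, Hsph1 and Chordc1, which were lower, and Zbtb16 and Slamf7, which were higher. Of the genes of both HFHS groups, 19 passed in the same direction, 6 higher and 13 lower, among them Dnajb1, Cyp2c55 and Ly6c2. Both comparisons share their NC mice. Simulated data with shared controls and no diet effect gave a median of 0 such genes and at most 1. Those data held no changed genes, so they do not show how many of the 19 the shared NC mice alone would give. No probe set passed between 16 and 8 weeks of HFHS (limma; 1464 at an unadjusted p under 0.05), but 25 did with the array set as a block, 42 within set 1, 22 with array weights, 48 with the first residual component as a covariate, and 2, 1, 14 and 25 without HFHS 16 weeks replicate 1, 4 or 5 or HFHS 8 weeks replicate 1. The count of 160 was 236 with the array set as a block (76 higher and 160 lower, 135 of them shared with the 160). It was 0 within set 1 and 1 within set 2, and 9 on the values as deposited, all of them lower. At 16 weeks the count was 68 with the block (33 shared), 0 within set 1, and 4 on the values as deposited, 2 higher and 2 lower, against 35 with the array medians subtracted, of which 85.7% were lower. Leaving out 1 array moved the 8-week count by more than 1.5 times in all 10 fits, to 470, 49, 26, 35 and 32 without HFHS 8 weeks replicates 1 to 5 and to 243, 80, 38, 19 and 25 without NC replicates 1 to 5. The 16-week count became 17 without HFHS 16 weeks replicate 4, 127 without its replicate 5, and 12 without NC replicate 3 or NC replicate 4.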

Statistical analyses identified 154 differentially expressed genes, 86% (132) being under-expressed in HFHS-fed mice (FDR <0.05; fold change > 30%) (Supplementary Dataset 1). These genes were predominantly involved in response to diverse cellular stresses such as HSF1-mediated heat-shock, external stimuli, unfolded protein stress *via* HSP90 chaperone complex, and to a lesser extent in the regulation of transcription and translation, as well as in Class I MHC mediated antigen processing and presentation (Figure 3B). 

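Genes of the heat shock response, which are targets of HSF1 or chaperones of the HSP70 and HSP90 families, had a lower median after 8 weeks of HFHS, a group call that an estimated correlation ends (adjusted p = 0.219). Of the 29 measured, 5 fell and none rose over all genes tested (10 fell and 1 rose when adjusted over the list alone), with a median log2 fold change of −0.12. Among those that fell were Hsph1, Chordc1 and Cacybp, which encode a large HSP70, an HSP90 co-chaperone and an HSP90-binding protein. Cacybp had a log2 fold change of −0.85 (standard error 0.18, adjusted p = 0.0326). As a group, the list was lower than the other genes (camera adjusted p = 2.03e-07). The 5 that fell are all among the genes the paper names or plots from these same mice. The test of this list is therefore not independent of the paper's choice. Of 30 measured genes of the unfolded protein response, 1, the ER chaperone gene Hspa5, was lower and 29 did not pass (4 lower when adjusted over the list alone; camera adjusted p = 0.140). Of 24 translation initiation factors, 1, Eif3e, fell, with −0.53 (standard error 0.11, adjusted p = 0.0283), and 3 did when adjusted over the list alone. The initiation factors were lower as a group (median −0.050, camera adjusted p = 0.00511, and adjusted p = 0.219 with an estimated correlation). Of 38 splicing factors, 1 rose, Srsf5, and 2 fell, Srsf10, with −0.59 (adjusted p = 0.0338), and Tra2b, with −0.44 (adjusted p = 0.0348). The splicing list as a group did not pass (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.554). Of 32 proteasome subunits, 1, Psmc6, fell, with −0.56 (adjusted p = 0.0354), also when adjusted over the list alone. The subunits were lower as a group (median −0.075, camera adjusted p = 0.0144, and adjusted p = 0.648 with an estimated correlation). Of 14 genes of class I MHC antigen processing, none passed over all genes tested and 1 was higher and 1 lower when adjusted over the list alone (median 0.029, camera adjusted p = 0.961). All these lists were fixed beforehand and are not the Reactome pathways of the paper. The paper's enrichment was not rerun, so the lists do not test it. After 16 weeks of HFHS, 1 heat shock gene, Dnajb1, fell (4 when adjusted over the list alone; median −0.13, camera adjusted p = 7.91e-05, and adjusted p = 0.305 with an estimated correlation). The heat shock median after 8 weeks was −0.13 with the array set as a block, −0.17 within set 1 and −0.037 within set 2. That of the initiation factors was −0.084 with the array set as a block, −0.10 within set 1 and −0.080 within set 2. For the proteasome subunits it was −0.085 with the array set as a block, −0.036 within set 1 and −0.022 within set 2. The 16-week heat shock median was −0.15 with the array set as a block, −0.12 within set 1 and −0.18 within set 2. Leaving out 1 array ended the call of the proteasome list in 2 of 10 fits (adjusted p up to 0.0717, without NC replicate 5). Without 1 array, the adjusted p rose to 0.0910 for Eif3e (HFHS 8 weeks replicate 3), 0.112 for Srsf10 (NC replicate 4), 0.106 for Tra2b (HFHS 8 weeks replicate 3), 0.113 for Psmc6 (NC replicate 4) and 0.0935 for Cacybp (HFHS 8 weeks replicate 4).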

Functional annotations with OpenTargets confirmed an association between the HFHS gene signature and nutritional and metabolic diseases such as diabetes (62 targets), abnormalities of the immune system (75 targets), and infectious diseases (104 targets). Interestingly, they also unraveled an association between HFHS and “colitis” (37 targets) or IBD (47 targets) despite the absence of DSS treatment, which is consistent with the pre-IBD state observed at the endoscopic and histologic levels (all *p-*values < 0.001) (Supplementary Table 4). 

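Plasma cell genes were higher as a group after 8 weeks of HFHS. Of 10 measured, 1, Slamf7, rose over all genes tested (6 when adjusted over the list alone), with a median log2 fold change of 0.23 (camera adjusted p = 0.00032, and adjusted p = 0.219 with an estimated correlation). The list holds Slamf7 and Jchain, which the paper names or plots from these mice, so its test is not independent of the paper. Genes of B cells were also higher as a group, with a median of 0.18, although none of the 12 measured passed over all genes tested (2 higher when adjusted over the list alone; camera adjusted p = 0.0144, and adjusted p = 0.648 with an estimated correlation). Of the 10 measured neutrophil genes and the 33 measured inflammatory cytokines, chemokines and proteases, none passed, and neither list did (median 0.079, camera adjusted p = 0.816, and median 0.011, camera adjusted p = 0.833). T cell genes had a median of 0.094 (camera adjusted p = 0.192) and colonocyte genes one of −0.13 (camera adjusted p = 0.204). After 16 weeks of HFHS, neutrophil genes, such as those of the calprotectin subunits and of granule proteases, were higher as a group (median 0.62; 7 of 10 higher when adjusted over the list alone; camera adjusted p = 6.44e-09, and adjusted p = 0.305 with an estimated correlation). So were the inflammatory genes (median 0.14; 3 of 33; camera adjusted p = 1.74e-07, and adjusted p = 0.305 with an estimated correlation). Colonocyte genes were then lower as a group (median −0.17; 1 of 14, Slc26a3, lower over all genes tested and 5 when adjusted over the list alone; camera adjusted p = 0.00132, and adjusted p = 0.0891 with an estimated correlation). The plasma cell median at 8 weeks was 0.23 with the array set as a block, 0.29 within set 1 and 0.22 within set 2. The B cell median was 0.21 with the array set as a block, 0.42 within set 1 and −0.10 within set 2. At 16 weeks the neutrophil median was 0.57 with the array set as a block, 1.0 within set 1 and 0.16 within set 2. The inflammatory median was 0.11 with the array set as a block, 0.22 within set 1 and 0.029 within set 2, and the colonocyte one −0.16 with the array set as a block, −0.19 within set 1 and −0.42 within set 2. The B cell call at 8 weeks held in 7 of the 10 fits that left out 1 array (adjusted p up to 0.182, without NC replicate 1). The associations with disease targets in OpenTargets were not rerun.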

Among the upregulated genes in HFHS-fed mice, we observed *Shisa5*, which encodes an endoplasmic reticulum protein involved in the apoptotic process (+1.5-fold; FDR = 0.029) and *Slamf7*, involved in cell-cell interactions by modulating the activation and differentiation of a wide variety of immune cells and in response to anti-TNF therapy in IBD (24, 25) (+1.6-fold; FDR = 0.046). Conversely, *Rgs1*, which encodes for a protein inhibiting B cells chemotaxis, was strongly under-expressed (−2.22-fold; FDR = 0.033) in HFHS-fed mice (Figure 3C), while being overexpressed in active IBD (26). 

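Shisa5, which encodes an endoplasmic reticulum protein of p53-dependent apoptosis (probe set TC0900001431.mm.2), rose after 8 weeks of HFHS to a log2 value of 11.61 ± 0.15 (SD, n = 5), from 10.98 ± 0.24 (SD, n = 5) in NC-fed mice. This is a log2 fold change of 0.63 (standard error 0.11, adjusted p = 0.0143) and a 1.54-fold rise. Slamf7, a receptor gene of plasma cells and natural killer cells (probe set TC0100003550.mm.2), rose to 8.05 ± 0.14 (SD, n = 5), from 7.45 ± 0.12 (SD, n = 5), a log2 fold change of 0.60 (standard error 0.092, adjusted p = 0.00401) and a 1.52-fold rise. In mice fed HFHS for 16 weeks, the log2 fold change against NC was 0.41 (standard error 0.11, adjusted p = 0.154) for Shisa5 and 0.38 (standard error 0.092, adjusted p = 0.100) for Slamf7, neither past the threshold. For Shisa5 at 8 weeks, the log2 fold change was 0.54 with the array set as a block, 0.45 within set 1 and 0.56 within set 2. For Slamf7 it was 0.63 with the array set as a block, 0.67 within set 1 and 0.47 within set 2. Slamf7 passed in all 10 fits that left out 1 array, and Shisa5 in 8 (adjusted p up to 0.0639, without NC replicate 4).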

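Rgs1, which encodes a regulator of G protein signalling in lymphocytes (probe set TC0100003207.mm.2), fell after 8 weeks of HFHS to a log2 value of 7.63 ± 0.34 (SD, n = 5), from 8.75 ± 0.47 (SD, n = 5) in NC-fed mice. The log2 fold change was −1.12 (standard error 0.24, adjusted p = 0.0371), a 2.17-fold difference. At 16 weeks of HFHS, Rgs1 had a log2 fold change of −0.27 (standard error 0.24, adjusted p = 0.781), which did not pass the test. At 8 weeks it was −1.25 with the array set as a block, −1.51 within set 1 and −0.84 within set 2. The 8-week call held in 3 of the 10 fits that left out 1 array (adjusted p up to 0.112, without NC replicate 4).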

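Hsph1, a large HSP70 that acts as a nucleotide exchange factor (probe set TC0500003660.mm.2), fell after 8 weeks of HFHS to a log2 value of 8.76 ± 0.29 (SD, n = 5), from 10.14 ± 0.43 (SD, n = 5) in NC-fed mice. Its log2 fold change was −1.38 (standard error 0.23, adjusted p = 0.0101), a 2.60-fold difference. Hspa5, the HSP70 of the endoplasmic reticulum (probe set TC0200000620.mm.2), fell to 10.50 ± 0.34 (SD, n = 5), from 11.42 ± 0.40 (SD, n = 5), a log2 fold change of −0.92 (standard error 0.20, adjusted p = 0.0338). Rb1cc1, which encodes a scaffold of the complex that starts autophagy (probe set TC0100000021.mm.2), had a log2 value of 8.79 ± 0.45 (SD, n = 5) against 9.78 ± 0.17 (SD, n = 5), a log2 fold change of −0.99 (standard error 0.25, adjusted p = 0.0704), which did not pass the test. Of 36 measured autophagy genes, none passed over all genes tested, 2 were higher and 1 lower when adjusted over the list alone, and the list as a group did not pass (median log2 fold change 0.020, camera adjusted p = 0.834). A further chaperone gene named in the paper carries no symbol in the table of probe genes and has no value here. At 16 weeks, the log2 fold changes were −0.60 (standard error 0.23, adjusted p = 0.365) for Hsph1, −0.32 (standard error 0.20, adjusted p = 0.637) for Hspa5 and −0.34 (standard error 0.25, adjusted p = 0.719) for Rb1cc1, none past the threshold. At 8 weeks they were, for Hsph1, −1.38 with the array set as a block, −1.59 within set 1 and −0.94 within set 2. For Hspa5 they were −0.71 with the array set as a block, −0.84 within set 1 and −0.47 within set 2, and for Rb1cc1, −0.96 with the array set as a block, −0.95 within set 1 and −0.59 within set 2. Hsph1 passed in all 10 fits that left out 1 array and Hspa5 in 2 (adjusted p up to 0.106, without NC replicate 3).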

Stress-related genes were under-expressed in HFHS-fed mice: *Hsph1*, which encodes a member of the heat shock protein 70 family (−3-fold; FDR = 0.036), *Hspa8* (−2.5-fold; FDR = 0.024), *Hspa5* (−2.1-fold; FDR = 0.013), and *Rb1cc*, indirectly implicated in autophagy *via* Atg16L1 interaction (−1.9-fold; FDR = 0.025), all coding for heat shock proteins (HSP) involved in autophagy and endoplasmic reticulum stress. Moreover, chaperones associated with these HSP were also downregulated in HFHS-fed mice: *Dnajb1* (−1.8-fold; FDR = 0.0002) and *Dnaja1* (−2.1-fold; FDR = 0.0005), both implicated in the regulation of heat shock proteins, or *Chordc1*, encoding a protein proposed to act as co-chaperone for HSP90 (−2.2-fold; FDR = 0.003) and *Ahsa2, a* pseudogene proposed as an HSP90 stimulating co-chaperone (−2.2-fold; FDR = 0.003) (Figure 3D). 

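Dnajb1, an HSP40 co-chaperone that delivers clients to HSP70 (probe set TC0800000929.mm.2), fell after 8 weeks of HFHS to a log2 value of 10.51 ± 0.063 (SD, n = 5), from 11.27 ± 0.14 (SD, n = 5) in NC-fed mice. This is a log2 fold change of −0.76 (standard error 0.069, adjusted p = 1.25e-05) and a 1.69-fold difference. Chordc1, an HSP90 co-chaperone gene (probe set TC0900000132.mm.2), fell to 8.46 ± 0.16 (SD, n = 5), from 9.46 ± 0.19 (SD, n = 5), a log2 fold change of −1.0 (standard error 0.13, adjusted p = 0.000626). Ahsa2, related to the activator of the HSP90 ATPase (probe set TC1100002364.mm.2), fell to 9.98 ± 0.22 (SD, n = 5), from 10.94 ± 0.27 (SD, n = 5), a log2 fold change of −0.96 (standard error 0.18, adjusted p = 0.0220). After 16 weeks of HFHS, Dnajb1 was again lower than on NC, at 10.70 ± 0.095 (SD, n = 5), a log2 fold change of −0.57 (standard error 0.069, adjusted p = 0.00077), while Chordc1, with −0.55 (standard error 0.13, adjusted p = 0.0764), and Ahsa2, with −0.67 (standard error 0.18, adjusted p = 0.158), did not pass. The 8-week log2 fold changes were, for Dnajb1, −0.77 with the array set as a block, −0.75 within set 1 and −0.82 within set 2. For Chordc1 they were −0.99 with the array set as a block, −1.07 within set 1 and −0.78 within set 2, and for Ahsa2, −0.88 with the array set as a block, −0.79 within set 1 and −0.75 within set 2. Dnajb1 and Chordc1 passed in all 10 fits that left out 1 array, and Ahsa2 in 3 (adjusted p up to 0.0761, without HFHS 8 weeks replicate 3). From these genes and their pathways, the paper concludes that HFHS acted on the stress response of a colon without colitis.

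**Figure D1:**
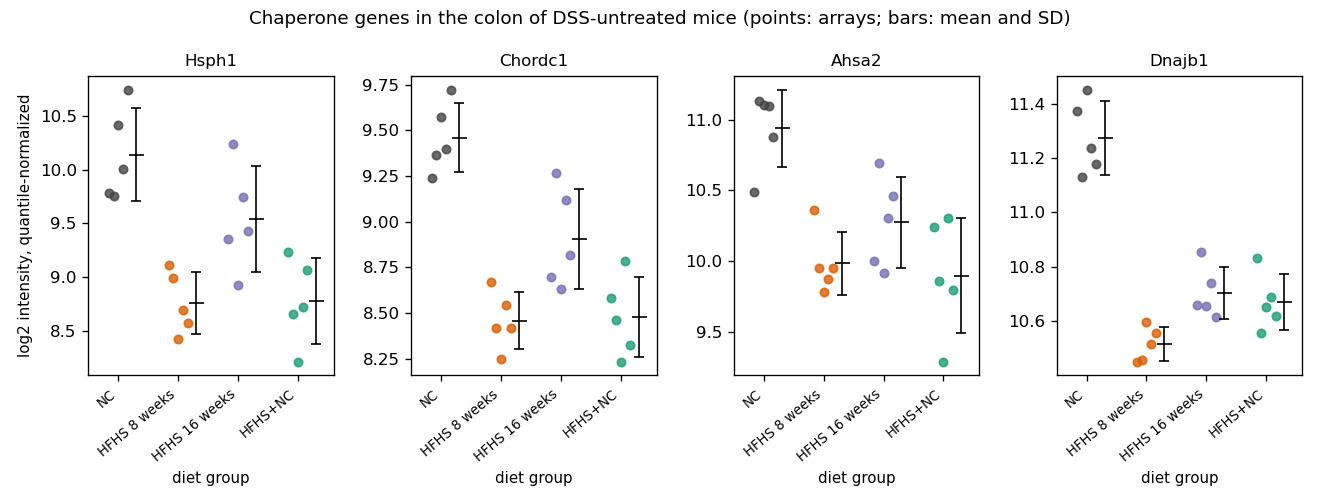
Log2 values, after quantile normalization, of Hsph1, Chordc1, Ahsa2 and Dnajb1 in each of 5 arrays per group for NC, HFHS 8 weeks, HFHS 16 weeks and HFHS+NC, with the mean and the SD as bars. The mean of Dnajb1 is 11.27 in NC, 10.51 in HFHS 8 weeks, 10.70 in HFHS 16 weeks and 10.67 in HFHS+NC.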

Overall, HFHS modulated several molecular pathways involved in cellular stress-related pathways in the healthy intestine of mice.

**Figure 3:**
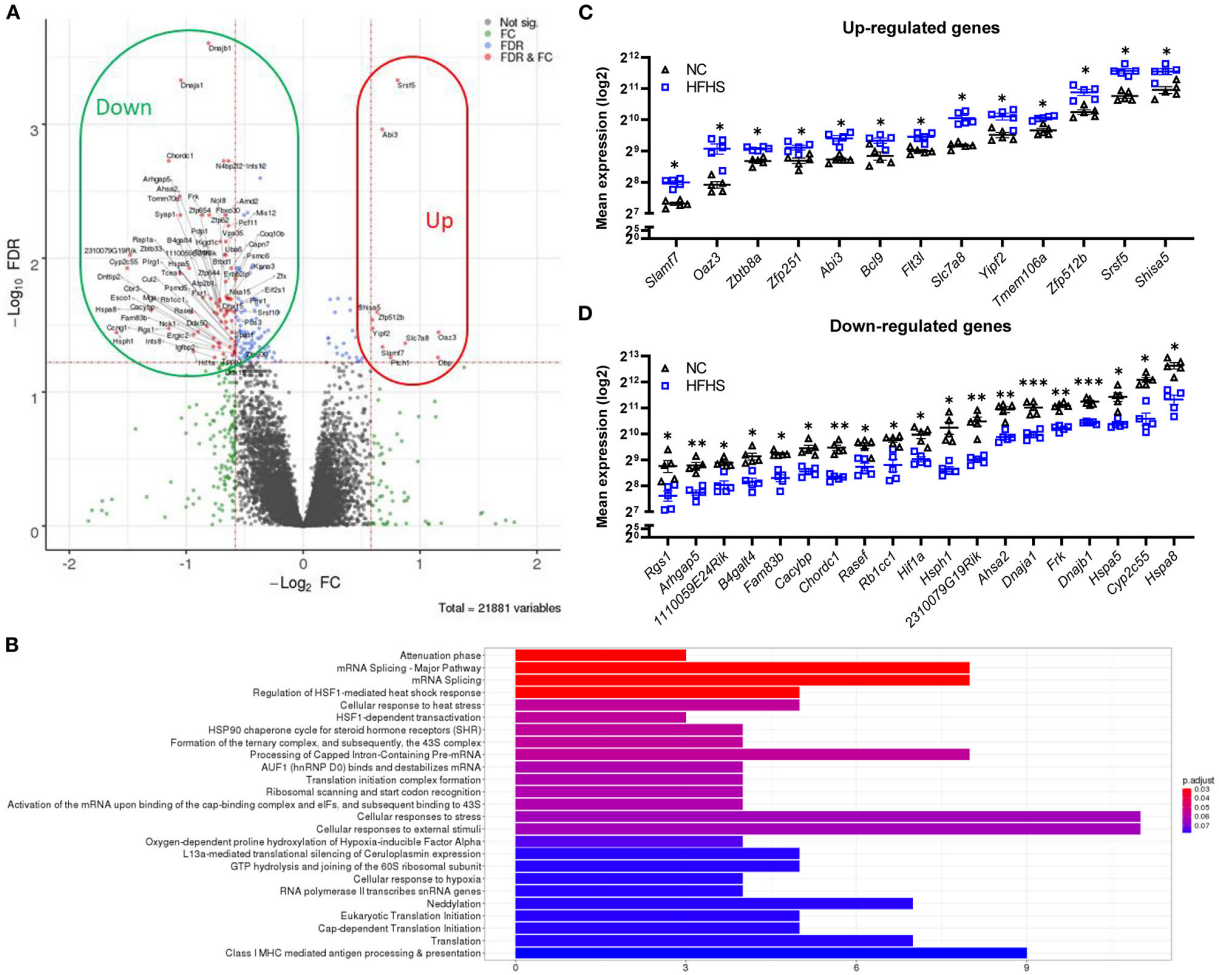
High-fat high-sucrose diet triggers multiple cellular stress responses on the colonic transcriptome. **(A)** Volcano plot and **(B)** Top Reactome pathways of dysregulated genes for HFHS-fed mice (*N* = 5) vs. NC-fed (*N* = 5). Statistical analyses identified 154 differentially expressed genes, 86% (132) being under-expressed in HFHS-fed compared to NC-fed mice (FDR < 0.05; fold change > 30%). **(C, D)** Top dysregulated genes in mice fed a HFHS diet compared with NC diet. Mean expression values (log2) are plotted with standard deviations for up- and down-regulated genes. FDR * ≤ 0.05, ** < 0.01, *** < 0.001.

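Of the other genes plotted, those higher after 8 weeks of HFHS that passed the test were the cytokine gene Flt3l, with a log2 fold change of 0.45 (standard error 0.096, adjusted p = 0.0338), Tmem106a, with 0.44 (standard error 0.077, adjusted p = 0.0125), the kynurenine formamidase gene Afmid, with 0.39 (standard error 0.088, adjusted p = 0.0459), Srsf5 and Abi3. Frk, which encodes a tyrosine kinase of epithelia, was lower, with −0.74 (standard error 0.13, adjusted p = 0.0125). Jchain, the joining chain of secreted IgA and IgM, was at a log2 value of 11.53 ± 0.35 (SD, n = 5) against 9.94 ± 1.24 (SD, n = 5) on NC and did not pass (log2 fold change 1.59, adjusted p = 0.118). The polyamine regulator Oaz3, with 1.11 (adjusted p = 0.0971), the zinc finger gene Zfp251, with 0.42 (adjusted p = 0.122), Rasef, with −0.75 (adjusted p = 0.0885), the adaptor gene Nck1, with −0.68 (adjusted p = 0.101), and Btbd1, with −0.68 (adjusted p = 0.0516), did not pass either. The 16-week log2 fold changes of Flt3l, Tmem106a, Afmid and Frk were 0.14 (adjusted p = 0.695), 0.075 (adjusted p = 0.814), 0.32 (adjusted p = 0.173) and −0.41 (adjusted p = 0.25). At 8 weeks they were, with the array set as a block, 0.43, 0.44, 0.38 and −0.61, with Afmid no longer past the threshold and Oaz3, at 1.30, past it. Without 1 array, the adjusted p rose to 0.113 for Flt3l (HFHS 8 weeks replicate 4), 0.0575 for Tmem106a (NC replicate 4), 0.125 for Afmid (NC replicate 4) and 0.0522 for Frk (HFHS 8 weeks replicate 3).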

### High-Fat High-Sucrose Induces Dramatic Changes in Gut Microbiota and Its Derived Metabolites in Healthy Mice

Prior to colitis, we investigated the impact of diet on the fecal microbiota by comparing its diversity and composition before starting the different diets (baseline or B) and after eight weeks of dietary intervention (day zero or D0). We observed that HFHS-fed mice had a lower α-diversity at baseline for the Chao (Figure 4A) and Shannon (Supplementary Figure 3A) indices because of the acclimatization period (diet was not the same throughout the acclimatization period and the experiment). To evaluate the diet's impact beyond the initial founder effect, we calculated a fold change of the α-diversity indices at D0 relative to baseline. We observed no significant difference between each diet group's fold changes, both for Chao (Figure 4B) and Shannon indices (Supplementary Figure 3B). These results indicated that the dietary intervention did not strongly influence the α-diversity of the intestinal microbiota. Considering β-diversity, we observed a strong association with the diet for each time point (Supplementary Table 5), and for both Bray-Curtis and Jaccard indices (Figure 4C, Supplementary Figure 3C), with explained variance >42%. However, within diet groups, a significant difference between time points was observed only for HFHS-fed mice, with explained variance >25% for Jaccard index and >71% for Bray-Curtis index (Supplementary Table 5). These results indicate that despite the initial difference between animal groups, the HFHS-fed mice had an essential change in the composition of their fecal microbiota, strongly affecting core abundant bacteria, and to a lesser extent, the prevalence of less abundant species. Consistently, we identified five Operational Taxonomic Units (OTUs) indicators for diet, with OTUs defined as follows: i) abundance/prevalence is significantly associated with diet at D0 but not at baseline, and ii) fold change between D0 and B is significantly associated with diet (Supplementary Figure 7). Precisely, two OTUs belonging to the order Clostridiales (Otu036, Otu044) showed an apparent decrease in their relative abundance in HFHS-fed mice while remaining at a similar abundance in NC-fed mice (Figures 4D,E, Supplementary Figure 3). Two OTUs belonging to the family Lachnospiraceae (Otu052, Otu146) showed a strong increase of their relative abundance and prevalence in HFHS-fed mice (Figures 4F,G, Supplementary Figure 3, Supplementary Table 5). One OTU belonging to the genus *Barnesiella* (OTU194) was not found at baseline but was ubiquitous at D0 in NC-fed mice, while present in only one HFHS-fed animal, in lower abundance (Figure 4H, Supplementary Figures 3P–U). These results suggest that HFHS can significantly impact individual bacteria, most of them belonging to Firmicutes, known to produce short-chain fatty acids (SCFAs) (27) (Supplementary Figure 7). These biomarkers represent together more than 90% of the OTUs, while Firmicutes represent ~50% of the entire community, indicating that bacteria belonging to this phylum might be significantly impacted by the dietary intervention.

**Figure 4:**
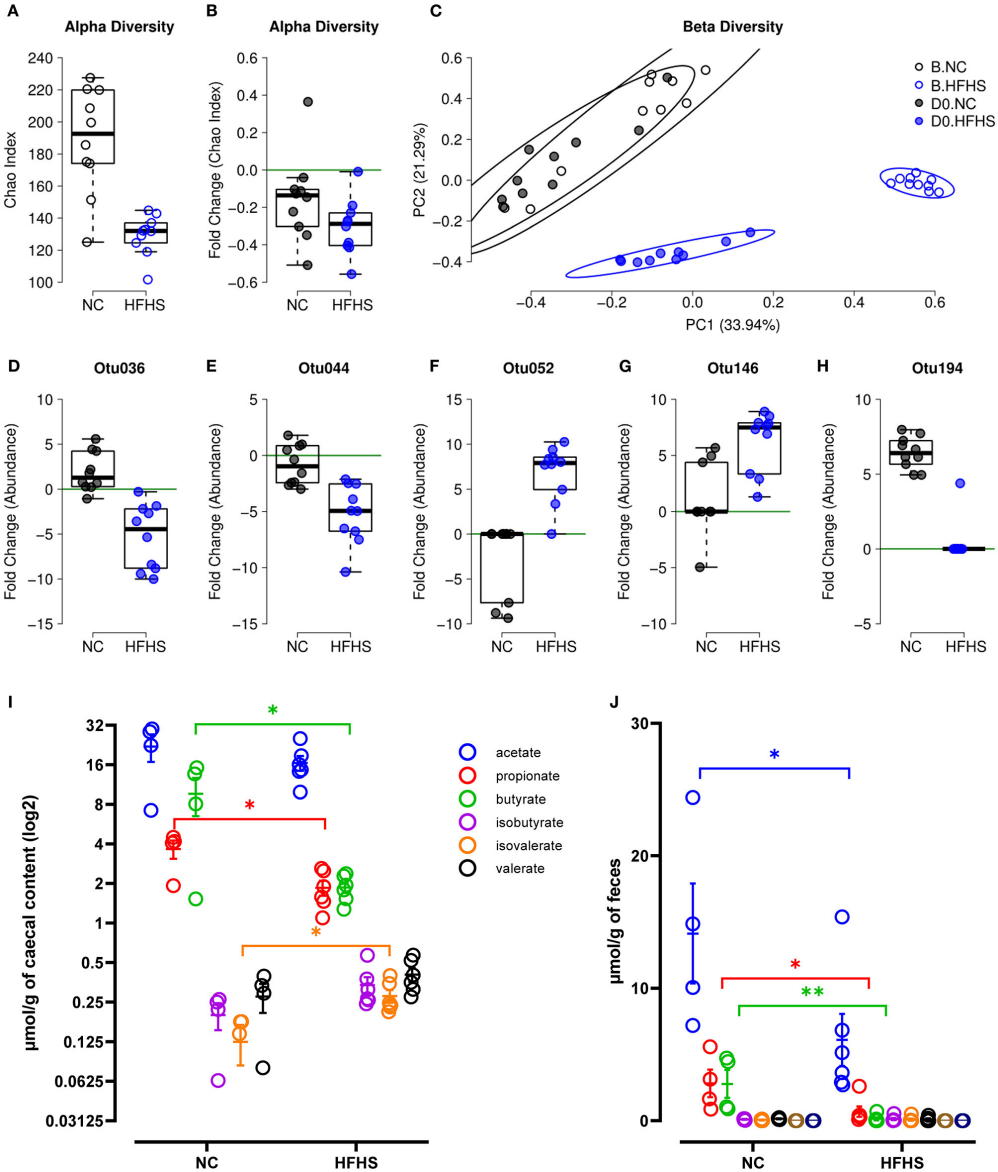
High-fat high-sucrose diet induces gut microbiota dysbiosis. **(A)** α-diversity measured by Chao index at baseline B for mice fed with normal chow (NC, *N* = 10) vs. high-fat high-sucrose diet (HFHS, *N* = 9). **(B)** Evolution of species richness measured by a fold change of Chao index at D0 relative to B. **(C)** PCoA of Bray-Curtis β-diversity index showing no NC-fed vs. HFHS-fed mice, at B and at D0. **(D–H)** Fold change of indicator OTU's abundances at D0 relative to B. **(I, J)** Short Chain Fatty Acids concentrations in μmol/g of caecal content or feces of NC-fed or HFHS-fed mice. Means +/– SEM are plotted. *p < 0.05, **p < 0.01 by ANOVA for parametric data or Kruskal-Wallis if not when more than 2 groups are compared, Mann-Whitney test or *t*-test for 2 groups comparison.

We next measured SCFAs concentration in caecal contents and feces of mice, and showed that microbial changes induced by HFHS were followed by a significant decrease in caecal and fecal SCFAs concentrations (Figures 4I,J). Indeed, caecal propionate and butyrate concentrations were decreased, whereas isovalerate concentration increased in HFHS-fed mice compared to control animals (*p* < 0,05) (Figure 4I). Likewise, fecal acetate, propionate, and especially butyrate concentrations were profoundly reduced in HFHS-fed mice compared to control animals (*p* < 0,05) (Figure 4J).

To highlight the role of the gut microbiota in this experimental context, we performed fecal microbiota transplantation (FMT) in germ-free (GF) mice before inducing DSS-colitis (Supplementary Figure 4A). Despite the initial difference in GF-mice bodyweight before FMT, those who received microbiota from HFHS-fed mice recovered their initial weight after transplantation, contrary to NC-fed mice transplanted (Supplementary Figure 4B). Then, GF-mice that received microbiota from HFHS or HF-fed mice developed higher colitis than mice transplanted with fecal microbiota from control mice, as illustrated by higher bodyweight loss (Supplementary Figure 4D), survival rate (Supplementary Figure 4C). Importantly, at day 8, GF-mice that received HFHS-fed microbiota had an increased DAI (Supplementary Figure 4E).

### Incomplete Recovery of High-Fat High-Sucrose-Induced Damage Upon Cessation of Overconsumption

To assess whether the changes induced by HFHS could be restored, we analyzed the gut microbiome and transcriptome of mice fed eight weeks with NC after eight weeks of HFHS (Figure 5A). 

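The transcriptome of HFHS+NC mice comes from 5 arrays, set against the 5 arrays of NC and the 10 of the HFHS groups in the fit of 20 arrays described for Figure 3. The labels give the HFHS+NC mice diet durations that rise from 16 to 20 weeks, each with 8 + 8 beside it. The paper gives 8 weeks of HFHS followed by 8 weeks of NC, and the paper's durations are used here. The legend of Figure 5 gives the HFHS mice 16 weeks on the diet. The authors' table points to the 8-week group instead: across 1713 genes, its fold changes between HFHS and HFHS+NC correlated at r = 0.986 with HFHS+NC versus HFHS 8 weeks and at r = 0.734 with HFHS+NC versus HFHS 16 weeks (across genes). HFHS+NC mice are therefore compared with HFHS 8 weeks, which differs from them in age, and with HFHS 16 weeks, which has their age. NC, HFHS 8 weeks and HFHS 16 weeks mice weighed 32.66 ± 0.87, 33.84 ± 2.85 and 37.66 ± 5.35 g, and HFHS+NC mice 36.42 ± 3.82 g by the labels (SD, n = 5 each). For a gene that differed after 8 weeks of HFHS, the share of the change left is its distance from the NC mean divided by the distance of the HFHS 8 weeks mean, so that 0 is the level of NC and 1 that of HFHS 8 weeks. The mice fed HFHS for 16 weeks did not change diet and give the share left without a switch.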

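In HFHS+NC mice, 33 probe sets differed from NC by limma, 6 higher and 27 lower, against the 160 that differed after 8 weeks of HFHS. With a fold change over 1.3, 29 remained, of which 86.2% were lower. Those lower in HFHS+NC included Hsph1, Chordc1 and Dnajb1 and the plasma cell and ER stress factor Xbp1, with a log2 fold change of −0.34 (standard error 0.054, adjusted p = 0.0103), the retinol dehydrogenase gene Rdh10, with −0.68 (adjusted p = 0.0201), and the clock repressor gene Cry1, with −0.63 (adjusted p = 0.0352). Of the 160 genes of HFHS 8 weeks, 14 still passed against NC in the same direction in HFHS+NC mice, 3 higher and 11 lower, and 5 passed between HFHS+NC and HFHS 8 weeks. Over the 160 genes, the median share of the 8-week change left in HFHS+NC mice was 0.513. It was under 0.25 for 29 genes, from 0.25 to 0.75 for 87 and over 0.75 for 44, and 156 kept their direction. In mice that stayed on HFHS for 16 weeks the median share left was 0.516, under 0.25 for 24 genes, from 0.25 to 0.75 for 97 and over 0.75 for 39. Per array the share was 0.508 ± 0.190 (SD, n = 5) in HFHS+NC and 0.541 ± 0.083 (SD, n = 5) in HFHS 16 weeks, a difference of 0.0336 (2-sided exact permutation test, p = 0.738). With genes and values taken from different arrays in all 100 choices of 3 arrays per group, the share left was 0.551 ± 0.126 (SD over choices) in HFHS+NC and 0.588 ± 0.095 in HFHS 16 weeks. The return towards NC, which is 1 minus the share left, was 0.487 in HFHS+NC and 0.484 in HFHS 16 weeks; on the values as deposited (9 genes) it was 0.272 and 0.527, within set 1 0.571 and 0.557, and within set 2, which holds 1 array of HFHS 8 weeks, 0.144 and 0.263. The measure fixed in advance was the recovery of HFHS+NC mice from the HFHS 16 weeks level, 0 for no return and 1 for NC. Over the 33 genes of HFHS 16 weeks versus NC its median was 0.487. Genes without an effect pull it towards the middle of that range. It was 0.593 with genes chosen on replicates 1 to 3 and measured on 4 and 5, and 0.848 on the values as deposited (4 genes). With the genes of HFHS 8 weeks versus NC it was −0.0339. Between HFHS+NC and HFHS 16 weeks, 3 probe sets differed, all higher in HFHS+NC: Rab33a, Selenom and 1 without a symbol. The count of 3 was 71 with the first residual component as a covariate (limma). It was 0 with the replicate block, with the array medians subtracted and with only the arrays of the groups compared. It was also 0 without HFHS 16 weeks replicate 2 or 3 or HFHS+NC replicate 1, 2, 4 or 5, and 7 and 8 without HFHS 16 weeks replicates 1 and 5. The count of 33 in HFHS+NC was 152 with the array set as a block (33 shared), 0 within set 1, 0 on the values as deposited (limma) and 47 with the array medians subtracted. Without 1 array it was 58, 11, 7, 201 and 15 (HFHS+NC replicates 1 to 5) and 104, 5, 11 and 20 (NC replicates 1, 3, 4 and 5). Without 1 array, the adjusted p of Xbp1 reached 0.0590 (NC replicate 3), of Rdh10 0.0942 (NC replicate 4), of Cry1 0.122 (NC replicate 4), of Rab33a 0.124 (HFHS+NC replicate 2) and of Selenom 0.143 (HFHS+NC replicate 1).

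**Figure D2:**
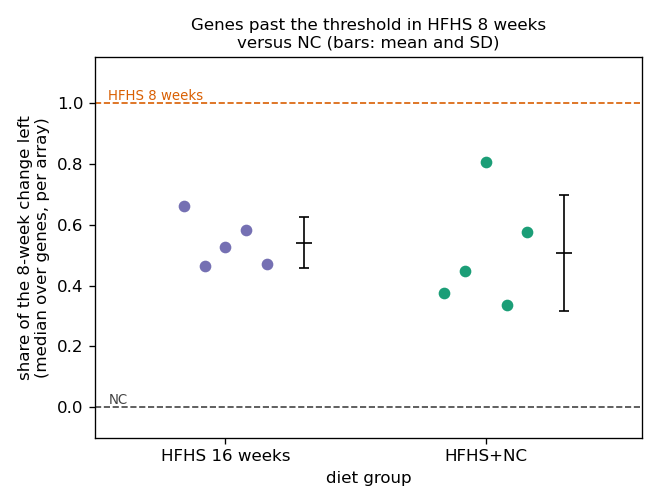
Share of the 8-week change left, as the median over 160 genes, in each array of HFHS 16 weeks and HFHS+NC (5 arrays each), with dashed lines at 1, the level of HFHS 8 weeks, and at 0, the level of NC. The arrays lie between 0.464 and 0.663 in HFHS 16 weeks and between 0.334 and 0.806 in HFHS+NC.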

Colonic transcriptome reprogramming detected in HFHS-fed mice was only partially reversible in HFHS+NC-fed mice (Figure 5B). Detailed results are described in Supplementary Material. 

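Heat shock genes stayed lower as a group in HFHS+NC mice than in NC-fed mice. Of 29 measured, 4 fell over all genes tested (10 when adjusted over the list alone), with a median log2 fold change of −0.20 (camera adjusted p = 7.79e-11, and adjusted p = 0.0642 with an estimated correlation). The 4, Dnajb1, Hsph1, Chordc1 and Ahsa2, are genes the paper names from these mice, so the test is not independent of its choice. Genes of the unfolded protein response, which fold and degrade proteins of the endoplasmic reticulum, were lower as well. Of 30 measured, 1, Xbp1, fell over all genes tested (5 when adjusted over the list alone; median −0.11, camera adjusted p = 4.06e-05, and adjusted p = 0.0642 with an estimated correlation). Proteasome subunits were lower as a group (median −0.11; 2 of 32 lower when adjusted over the list alone; camera adjusted p = 0.000137, and adjusted p = 0.733 with an estimated correlation). Splicing factors were too (median −0.079; 1 of 38 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.000869, and adjusted p = 0.437 with an estimated correlation). HFHS+NC replicate 3 stood lower than its group on this list (mean 9.91, against 10.08 to 10.12), and without it the median was −0.059 (camera adjusted p = 0.0140). None of the 36 measured autophagy genes passed (median 0.030, camera adjusted p = 0.645), nor did any of the 10 of gluconeogenesis (median 0.083, camera adjusted p = 0.645). Against HFHS 8 weeks, the heat shock genes of HFHS+NC mice had a median of −0.0058 (camera adjusted p = 0.546). The unfolded protein response genes were lower than in HFHS 8 weeks, with a median of −0.087 (camera adjusted p = 0.0108, and adjusted p = 0.283 with an estimated correlation). Against HFHS 16 weeks, both groups were lower in HFHS+NC mice, the heat shock genes with a median of −0.10 (camera adjusted p = 0.000505, and adjusted p = 0.191 with an estimated correlation). The unfolded protein response genes had one of −0.12 (camera adjusted p = 4.95e-05, and adjusted p = 0.0610 with an estimated correlation). Against NC, the heat shock median was −0.20 with the array set as a block, −0.11 within set 1 and −0.26 within set 2. That of the unfolded protein response was −0.11 with the array set as a block, −0.14 within set 1 and −0.13 within set 2. The proteasome median was −0.11 with the array set as a block, −0.011 within set 1 and −0.17 within set 2, and that of the splicing factors −0.079 with the array set as a block, −0.10 within set 1 and −0.12 within set 2. The lower unfolded protein response against HFHS 8 weeks held in 8 of the 10 fits that left out 1 array (adjusted p up to 0.107, without HFHS 8 weeks replicate 1). From the clusters of the genes that varied most among NC, HFHS and HFHS+NC mice, the paper concludes that the change was reversible in part.

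**Figure D3:**
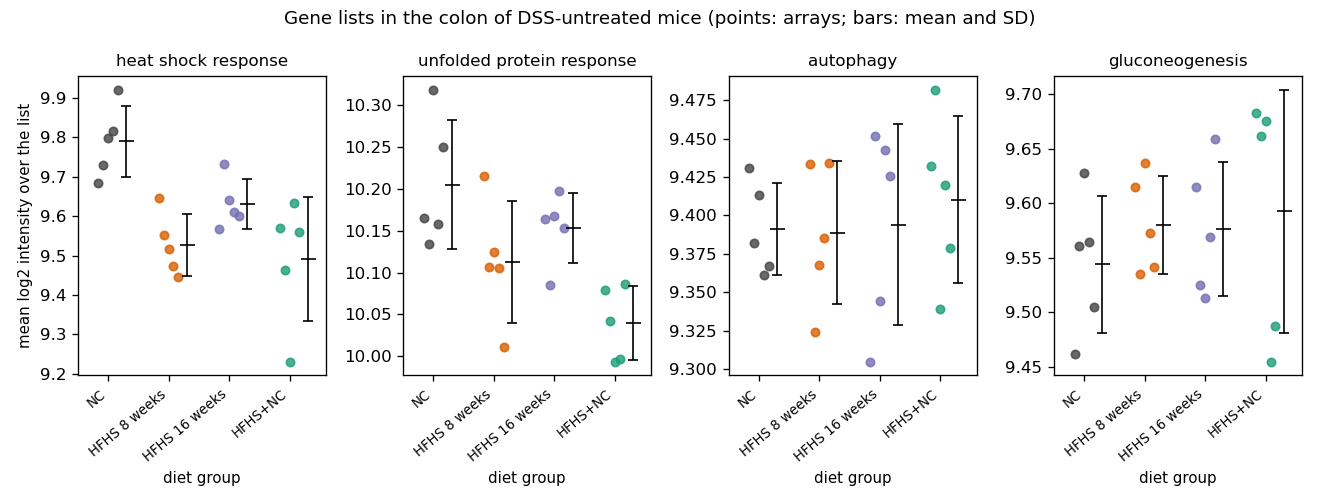
Mean log2 value, after quantile normalization, of the measured genes of the heat shock, unfolded protein response, autophagy and gluconeogenesis lists in each of 5 arrays per group for NC, HFHS 8 weeks, HFHS 16 weeks and HFHS+NC, with the mean and the SD as bars. The heat shock list is at 9.79 ± 0.09 in NC, 9.53 ± 0.08 in HFHS 8 weeks, 9.63 ± 0.06 in HFHS 16 weeks and 9.49 ± 0.16 in HFHS+NC (SD, n = 5).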

Briefly, further hierarchical clustering identified six dysregulated signatures in HFHS+NC-fed mice, predominantly involved in unfolded protein response (UPR), autophagy, heat shock protein response, and metabolic pathways that play a crucial role in intestinal homeostasis (Figure 5B, Supplementary Table 6). 

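Of 24 measured p53 targets, 1, Shisa5, rose after 8 weeks of HFHS, and none passed in HFHS+NC mice against NC. The list as a group passed in neither comparison, with a median log2 fold change of −0.014 after 8 weeks of HFHS (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.904) and of −0.019 in HFHS+NC mice (camera adjusted p = 0.606). Between HFHS+NC and HFHS 8 weeks its median was 0.0012 (camera adjusted p = 0.677). Dnajb1, the HSP40 of the heat shock list, was lower in HFHS+NC mice than in NC-fed mice, at a log2 value of 10.67 ± 0.10 (SD, n = 5), a log2 fold change of −0.60 (standard error 0.069, adjusted p = 0.000595). The HSP90-binding gene Cacybp had a log2 fold change of −0.81 (standard error 0.18, adjusted p = 0.0594) and did not pass, but did with the array set as a block (−0.81, adjusted p = 0.0149). Dnajb1 passed in all 10 fits that left out 1 array, and its log2 fold change was −0.60 with the array set as a block, −0.62 within set 1 and −0.59 within set 2.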

Among upregulated genes in HFHS, many genes involved in p53/TP53-dependent apoptosis returned to regular expression levels (as observed in NC-fed mice) after switching diet while many HSP-related genes were down-regulated in HFHS-fed mice failed to recover their baseline expression in HFHS+NC-fed mice (Figures 5C–E). Regarding disease-associated targets, genes from clusters 2 and 5 were still associated with immune system diseases (75 targets) and gastrointestinal diseases (60 targets) including IBD (27 targets), ulcerative colitis (20 targets), Crohn's disease (15), “colitis” (22 targets), and digestive system infectious diseases (44 targets) (all *p-*values < 0.09; Supplementary Table 7).

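Plasma cell genes in HFHS+NC mice had a median log2 fold change of 0.12 against NC, and the list did not pass (camera adjusted p = 0.210). Nor did the lists of B cells (median 0.097, camera adjusted p = 0.321), T cells (median −0.0020, camera adjusted p = 0.518) and neutrophils (median 0.029, camera adjusted p = 0.934). Against HFHS 8 weeks, antimicrobial and mucosal defence genes were lower as a group in HFHS+NC mice (median −0.11, camera adjusted p = 0.0126, and adjusted p = 0.283 with an estimated correlation). Of the 19 measured, 1 fell, Ido1, which encodes an enzyme of tryptophan breakdown, with −1.02 (standard error 0.16, adjusted p = 0.0275). T cell genes were lower than in HFHS 8 weeks as a group (median −0.10, camera adjusted p = 0.0108, and adjusted p = 0.283 with an estimated correlation). So were plasma cell genes (median −0.17, camera adjusted p = 0.00704, and adjusted p = 0.291 with an estimated correlation), in both lists with none of their members past the threshold. Against HFHS 16 weeks, neutrophil genes were lower in HFHS+NC mice (median −0.61; 6 of 10 lower when adjusted over the list alone; camera adjusted p = 9.05e-11, and adjusted p = 0.138 with an estimated correlation). So were inflammatory genes (median −0.14, camera adjusted p = 6.98e-08, and adjusted p = 0.174 with an estimated correlation). Against HFHS 8 weeks, the antimicrobial median was −0.028 with the array set as a block, −0.14 within set 1 and 0.027 within set 2. That of the T cell genes was −0.12 with the array set as a block, −0.11 within set 1 and −0.044 within set 2, and that of the plasma cell genes −0.16 with the array set as a block, −0.20 within set 1 and −0.16 within set 2. Against HFHS 16 weeks, the neutrophil median was −0.56 with the array set as a block, −0.95 within set 1 and −0.11 within set 2. The antimicrobial call held in 9 of the 10 fits that left out 1 array (adjusted p up to 0.0838, without HFHS 8 weeks replicate 3), that of Ido1 in 5 of 10 (up to 0.0829, without HFHS 8 weeks replicate 2). The disease targets in OpenTargets were not rerun.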

**Figure 5:**
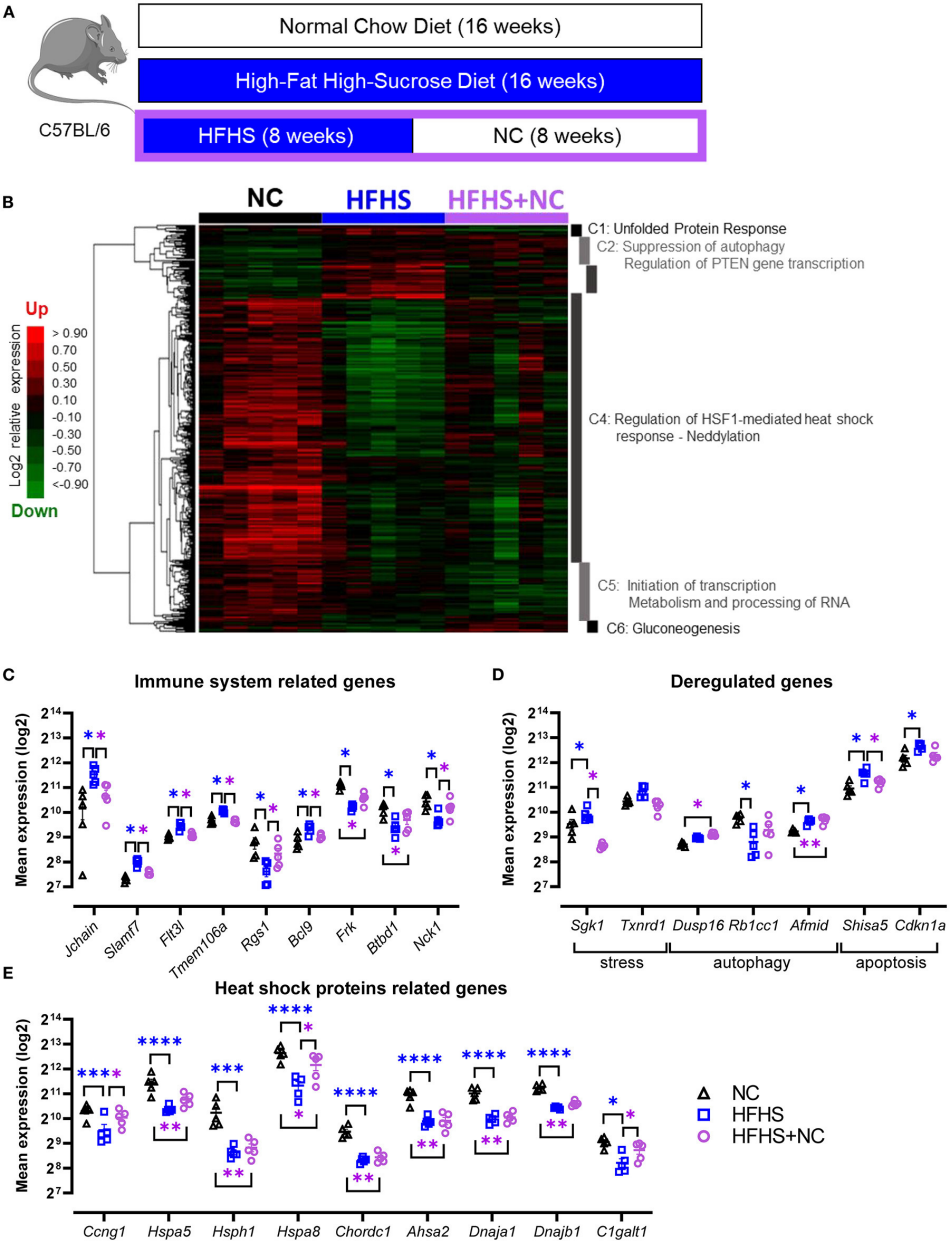
Partially reversible effects of high-fat high-sucrose diet on the colonic transcriptome. **(A)** Experimental design. Mice were fed with a normal chow diet (NC, *N* = 10) or a high-fat high-sucrose diet (HFHS, *N* = 10) for 16 weeks or 8 weeks and then switched back to NC for 8 weeks (HFHS+NC, *N* = 10). **(B)** Hierarchical clustering heatmap of the most variable genes in NC vs. HFHS vs. HFHS+NC fed mice. **(C–E)** Expression levels of relevant genes in clusters C1 to C6 for groups of mice fed with NC, HFHS or HFHS+NC, mean expression values (log2) are plotted with standard deviations for up- and down-regulated genes. FDR * ≤ 0.05, ** < 0.01, *** < 0.001, **** < 0.001.

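Of the other genes plotted, Dusp16, a phosphatase gene of the MAP kinases, was higher in HFHS+NC mice than on NC, at a log2 value of 9.18 ± 0.059 (SD, n = 5) against 8.75 ± 0.070 (SD, n = 5). Its log2 fold change was 0.43 (standard error 0.071, adjusted p = 0.0169), and Srsf5 was higher as well, with 0.46 (standard error 0.092, adjusted p = 0.0476). Tmem106a was lower in HFHS+NC mice than in HFHS 8 weeks mice, at 9.70 ± 0.084 (SD, n = 5) against 10.13 ± 0.067 (SD, n = 5) (log2 fold change −0.43, adjusted p = 0.0443). Between these groups Slamf7, with −0.33 (adjusted p = 0.319), and Oaz3, with −1.26 (adjusted p = 0.211), did not pass. Against NC, Frk, with −0.46 (adjusted p = 0.143), Btbd1, with −0.44 (adjusted p = 0.259), Slamf7, with 0.27 (adjusted p = 0.222), and Jchain, with 0.73 (adjusted p = 0.547), did not pass in HFHS+NC mice. With the array set as a block Frk did, at −0.46 (adjusted p = 0.0278). The log2 fold change of Dusp16 was 0.43 with the array set as a block, 0.46 within set 1 and 0.41 within set 2. That of Tmem106a against HFHS 8 weeks was −0.42 with the array set as a block, −0.40 within set 1 and −0.52 within set 2, no longer past the threshold with the block. Dusp16 passed in 7 of the 10 fits that left out 1 array (adjusted p up to 0.0727, without NC replicate 3), Srsf5 in 2 (up to 0.16, without NC replicate 3) and Tmem106a in none (up to 0.168, without HFHS 8 weeks replicate 4). Each group of the transcriptome has 5 arrays, against the number of mice in the legend.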

Similar observations were made on the composition of the gut microbiota. Detailed results are described in Supplementary Material. Briefly, NC-fed mice did not vary in α-diversity, while HFHS-fed mice had a lower diversity at D0 compared to baseline, and the HFHS+NC-fed group had a higher diversity at D0 compared to baseline only for the Chao index (Figures 6A,B). Regarding β-diversity, all groups were significantly different from each other at D0, but the HFHS-fed mice showed the highest distance to the other groups (Figure 6C). Among the indicators identified in the eight-week protocol, Otu036, Otu052, and Otu194 showed an interesting pattern, where the HFHS+NC-fed mice were in line with NC-fed mice and opposed to HFHS-fed mice, despite an initial difference according to diet group (Figures 6D–I, Supplementary Figure 7).

**Figure 6:**
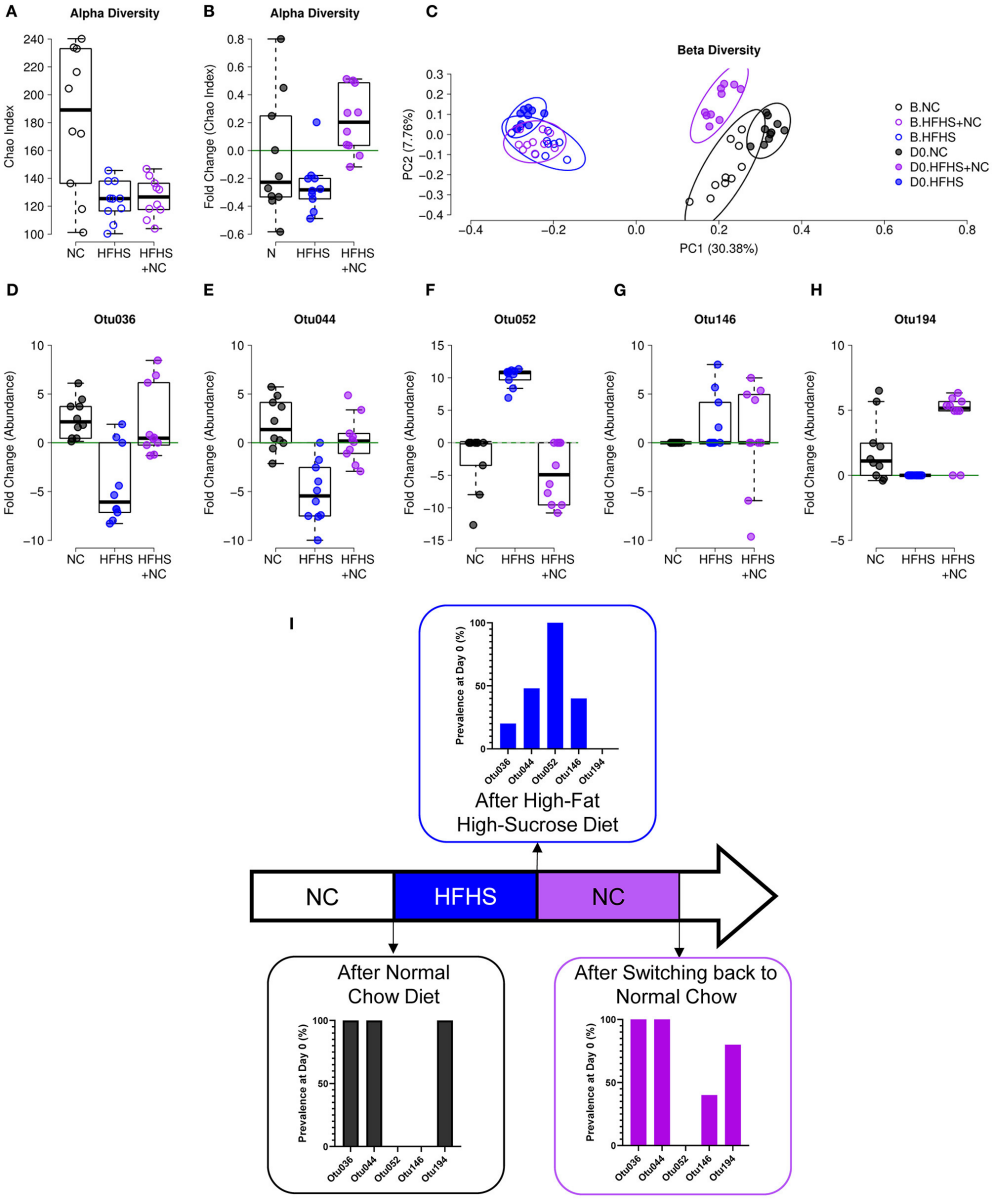
Incomplete recovery of microbiota dysbiosis. **(A)** α-diversity measured by Chao index of NC-fed, HFHS-fed, or HFHS+NC-fed (*N* = 10 per group) mice at baseline B. **(B)** Evolution of species richness measured by a fold change of Chao index at day zero (D0) relative to B. **(C)** Principal coordinate analysis (PCoA) of Jaccard β-diversity index showing NC-fed, HFHS-fed, or HFHS+NC-fed mice, at B and D0. **(D–H)** Fold change of abundances at D0 relative to B of the five operational taxonomic units (OTUs) identified as an indicator for diet in the 8-weeks experiment (see Supplementary Figure 6 and EV8). **(I)** Prevalence of indicated OTUs at D0 after 16 weeks of NC, HFHS, or NC following HFHS.

These results indicate that (i) HFHS has a consistent effect on microbial composition, given that four out of five biomarkers showed a similar pattern in both protocols, and (ii) a return to NC diet after eight weeks of HFHS can restore microbial abundances for four out of five diet-specific species identified in the eight-week protocol. Consistently, colitis severity was improved in HFHS-fed mice (Supplementary Figure 6).

Taken together, these results suggest that the long-term harmful effects of HFHS on gut microbiota and transcriptome can be partially corrected even after the return to a normal chow: some transcriptomic imprints lasted, and some effects persisted after exposure to HFHS on the gut microbiota.

## Discussion

Dietary patterns are important environmental triggers in IBD (6, 28). Overconsumption of dietary sugar has been linked to a rise of several non-communicable diseases (2–5). Recently, hyperglycemia was shown to disrupt the intestinal barrier and promote risk for enteric infections (11), while a high-sugar diet (at very high dose 55% sucrose) was reported to enhance the susceptibility to colitis by depletion of SCFAs after only two days of dietary intervention (12). Likewise, short-term intake (seven days) of a low dose of sugar (10% glucose or fructose in drinking water) did not trigger inflammatory responses in a healthy gut but markedly altered gut microbiota composition, leading to a predisposition to colitis (13). Here, we first confirmed that moderate doses of sucrose and fat (30% sucrose 25% fat) aggravates experimental colitis (12, 13). The DSS-colitis model induced profound intestinal damage and immunological disruption (29). Despite the growing interest of the scientific and medical community, the direct effects of long-term high-fat-high-sugar intake on healthy individuals' gut and the potential reversibility of those effects remain poorly described.

Therefore, we explored the long-term impact of additive effects of fat and sugar on intestinal homeostasis and focused on the specific effects of such diet on healthy mice intestine. Thaiss *et al*. demonstrated that glucose induced barrier alterations *in vitro* and increased permeability in diabetic mice (11). Unexpectedly, we showed that endoscopic lesions were observed in long-term HFHS-fed mice not treated with DSS (Figures 1F,G), whereas Khan *et al*. reported that short-term exposure to sugar minimally affected gut physiology (13). In our model, we can explain the lack of impact of HFHS on gut permeability (assessed by FITC-dextran, Supplementary Figure 1D) by the moderate hyperglycemia in mice (blood glucose average 2.5 g/L (Figure 1C); which is in agreement with glycemia observed in overweight C57BL/6 mice) while in diabetic models blood glucose exceeds 4.5 g/L (30).

To clarify the contribution of fats in our model, we used a HF diet with moderate dose. Indeed, HF is known to promote inflammation and exacerbates colitis severity at a very high dose (60% kcal from fats) (31). In our study, fats represented 25% of the regimen and, as expected, did not significantly influence the bodyweight or insulin/glucose sensitivity (Figures 1D,E) (32). More importantly, a 25%-HF did not influence colitis severity in our model so we can conclude that it's the addition of 30% sucrose in the HFHS diet that is responsible for the effects observed.

Overweight-induced hyperglycemia has been shown to impair immune defenses, as illustrated by diabetes-induced immunodepression that increases susceptibility to infections (33, 34). The relationships between hyperglycemia and pathological inflammation have been extensively studied (35). Our flow cytometry data showed (Figure 2, Supplementary Figure 2) a differential effect of fat *vs*. sugar on immune cell populations of MLNs and spleen. While HF increased the whole immune cell population in MLNs of mice, HFHS caused the opposite effect and especially strongly decreased the number of T cells in both spleen and MLNs of mice. Consistently, we observed a broadly depressed cytokine profile of HFHS-fed mice (Supplementary Figure 2), which may explain the susceptibility to enteric infection observed in hyperglycemic mice (8, 11). It would have been intersting to determine cytokine profile in HF-fed mice compared to HFHS-mice it is one of the limitations of our study. However, it can be assumed from other studies that HF diet increased pro-inflammatory cytokines secretion (36). Considering that such impaired immune defenses are a hallmark of IBD, this strengthens the link between sugar homeostasis and intestinal inflammation (37).

Furthermore, enlarged spleen and increased splenic myeloid and Th17 cells were observed in HFHS-fed mice, whereas they were decreased in MLNs, suggesting that immune cells may be mobilized on the inflammation site, i.e., the colon, similar to what has been observed with HF-induced colonic dysbiosis (38). It would have been necessary to explore this hypothesis by performing IHC stainings of flow cytometry on colons samples, it is one of the limitations of our study. Consistently, at the histological level, we observed immune cell infiltration in the colon of HFHS-fed mice (Supplementary Tables 2, 3). A recent study underpins a pro-inflammatory role for dietary sugar in LPS-stimulated mononuclear phagocytes, which occurs at the expense of metabolic flexibility (15), but further studies are needed to understand how metabolic reprogramming of several immune cell types can influence the functionality of immune cells (39).

Transcriptomics changes induced by sugar overconsumption in a healthy intestine were unknown. Our transcriptomic results showed that HFHS might predispose intestinal mucosa to IBD state. An overall down-regulation of the transcriptome was observed in HFHS-fed mice (Figure 3). Functional annotations reported in HFHS-fed mice not subjected to DSS treatment were significantly associated with IBD (Crohn's disease, ulcerative colitis, and “colitis”), confirming the observed endoscopic pre-IBD state. Immune reactivity to heat-shock-protein (HSP) resulted from inflammation in various disease animal and human inflammatory conditions such as diabetes (40). This is in line with previous reports looking at small bowel in a cancer mice model (41). In the colonic mucosa of HFHS-fed mice, *Hsph1, Hspa8*, and *Hspa5*, involved in autophagy and endoplasmic reticulum stress, were strongly under-expressed. The same observation was made for some chaperones implicated in HSP regulation, such as *Dnajb1, Chordc1*, and *Ahsa2*. However, among the limitations of our study, it would have been interesting to further explored (and to confirmed transcriptional observations) the potential mechanism for increased susceptibility to DSS-induced inflammation in HFHS-fed mice by IHC stainings and/or Western-blotting analysis on colonic samples.

Particularly, many of these HSP are ubiquitous and involved in cellular homeostasis maintenance under stress conditions (e.g., ATP hydrolysis, protein folding) (40). Importantly, we explored the reversibility of HFHS-induced alterations by switching mice back to NC diet after eight weeks of HFHS (Figure 5). We showed that only a small part of the transcriptome could be restored, leaving an entire pan of the program dysregulated. This could predispose or lower the tolerance of the intestinal mucosa to injury. For example, concerning HSP-related genes, only 3 genes (Ccng1, Hspa8, and C1galt1) recovered the same expression level in HFHS+NC-fed mice (i.e., the expression level of NC-fed mice) and were decreased in HFHS-fed mice (Figure 5). Furthermore, small gene clusters were enriched with CEBPB targets (CCAAT/enhancer-binding proteins, essential for adipogenesis and gluconeogenesis and highly expressed in adipose tissue) in HFHS-fed mice, which regulate the main functions of the inflammatory response, intrinsically linking the stress response to carbohydrate homeostasis (42). 

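Ccng1, a cyclin gene that p53 activates (probe set TC1100002550.mm.2), had a log2 value of 10.33 ± 0.26 (SD, n = 5) in NC-fed mice, 9.58 ± 0.50 (SD, n = 5) in mice fed HFHS for 8 weeks and 10.05 ± 0.39 (SD, n = 5) in HFHS+NC mice. The log2 fold change against NC was −0.75 (standard error 0.20, adjusted p = 0.0868) after 8 weeks of HFHS and −0.29 (standard error 0.20, adjusted p = 0.586) in HFHS+NC mice, and neither passed the test. Between HFHS+NC and HFHS 8 weeks it was 0.47 (standard error 0.20, adjusted p = 0.634), so that the return itself did not pass either. C1galt1, the galactosyltransferase gene of mucin-type O-glycans (probe set TC0600000047.mm.2), had a log2 fold change of −0.76 (standard error 0.18, adjusted p = 0.0516) against NC after 8 weeks of HFHS and did not pass. With the array set as a block, the 8-week log2 fold change was −0.66 for Ccng1 and −0.64 for C1galt1. Within sets 1 and 2 it was −0.79 and −0.014 for Ccng1 and −0.77 and −0.15 for C1galt1. The heat shock gene named with them carries no symbol in the table of probe genes and has no value here.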

Since HFHS decreases energy needs, the increase in endoplasmic reticulum stress should be viewed as a way to counterbalance the downregulation of these transcription factors related to HSP (43), further contributing to the pre-IBD state. In addition to the diet-induced damage and disturbances described in this study, we observed the dysregulation of carcinogenesis-related genes in the colonic mucosa of HFHS-fed mice. This observation aligns with increasing evidence that dietary sugars are involved in colorectal carcinogenesis, both in humans and animals (16, 37, 44). However, this was outside the scope of our study, and the links between HFHS, colitis, and colorectal cancer will require further investigation.

Finally, given the growing body of evidence linking microbial dysbiosis to IBD (45), we investigated the extent to whether intestinal bacteria may contribute to the effects described here. A previous report using short-time exposure to sugar (12) suggested that long-term diet exposure does not condition the DSS-related changes in α-diversity. However, we could observe a great difference in community composition between the diet groups (Figure 4). As expected, dietary intervention caused significant changes in animals' microbiota composition, both qualitatively and quantitatively (7, 46, 47), findings which were further supported by FMT experiments. In line with previous reports (12, 13), our results indicate that HFHS strongly impacts some bacterial taxa, most of them belonging to Firmicutes that are known to produce SCFAs and may enhance the epithelial permeability in response to high caloric diet (48, 49). This phylum is composed of gram-positive bacteria and includes the gut commensal *Clostridia*, which was shown to be a key player of intestinal homeostasis (50). Some members of the Clostridiales family were present in lower abundance in HFHS-fed mice not subjected to DSS-treatment while some *Lachnospiraceae* species increased, changes that were not observed with short-term exposure to sucrose (12). In addition to previous studies (12, 13) showing that a few days of sugar decreased only fecal and caecal acetate concentrations, we showed that 8-week overconsumption of sugar profoundly decreased both acetate, propionate, and butyrate concentrations. Our observations indicate that long-term overconsumption of sugar has a strong impact on intestinal microflora and their metabolites. SCFAs are known to play a key role in health maintenance by promoting both lipid, glucose, and immune homeostasis (51), so their decrease may also contribute to the observed pre-IBD state.

Even if additional work is needed to demonstrate that this may contribute to the pre-IBD state, it is noteworthy that the depletion of bacteria belonging to *Barnesiella* (Otu194) was observed in HFHS-fed mice while it was ubiquitously present in control animals (i.e., NC-fed mice). This may contribute both to the pre-IBD state, and the severity of DSS-induced colitis observed in this study. Indeed, given that an increase of *Barnesiella spp*. after oligosaccharide treatment was shown to decrease susceptibility to DSS-induced colitis in mice (17). Of interest, returning to the NC diet after 8-weeks of HFHS does not allow full recovery of this bacterial species (Figure 6). Similarly, the increase in *Lachnospiraceae* was only partially reversible, as Otu146 was absent in NC-fed mice but remained high in HFHS+NC-fed mice. Previous experiments (12, 13) demonstrated that sucrose induces very rapid changes in the microbiota composition. Our findings suggest that these modifications are persistent and difficult to reverse after long-term overconsumption of fat and sugar, even after returning to the NC diet for several weeks. Therefore, long-term sucrose and fat overconsumption induce some irreversible intestinal damage.

In summary, long-term overconsumption of fat and sugar induces a pre-IBD state under healthy conditions. This infraclinical state is characterized by decreased immune cell populations in MLNs and dysregulation of stress-related genes in the colonic mucosa leading to (i) gut microbiota dysbiosis, (ii) spontaneous endoscopic lesions, and (iii) global transcriptome alterations that were partially reversible. Overall, our results support observations in IBD patients that suggest a beneficial effect of reduced sugar consumption (10, 18, 22, 52). However, to ensure that the results observed in this study are translaTable to humans, intervention trials need to be initiated. In this regard, the increased consumption of sugars in the general population is alarming (53), highlighting the urgent need to follow WHO recommendations (3–5).

## Materials and Methods

### Animals and Diets

Male C57BL/6J mice were purchased from Janvier Labs (Le Genest-Saint-Isle, France). All procedures were performed following guidelines established by the European Convention for the protection of Laboratory Animals (54) and with a project approval (authorization N°APAFIS#16630) delivered by the French ministry of research. The animals were maintained on a strict 12-h light-dark cycle and were housed at 22–23°C, in cages containing a maximum of 5 animals, with ad libitum access to food and water. All animal experiments were repeated at least two times on two separate occasions. Before dietary interventions, mice were randomized to ensure that no incidental pre-diet differences in body weight existed between the different groups. Mice were fed with a High-fat high-sucrose Diet (HFHS; U8960 v5, Safe Diets, Augy, France), High Fat diet (HF U8960 v143, Safe Diets, Augy, France), or Normal Chow diet (NC; A04, Safe Diets, Augy, France) for 8 or 16 weeks (Figure 1A).

### Induction of Colitis

For each dietary regimen (NC, HFHS, or HF), half of the animals were treated with DSS to induce colitis after eight weeks of diet (Figure 1A). Mice were continued on the same diet during colitis, induced by administration of 3% dextran sulfate sodium (DSS, molecular weight 36 000–50 000, MP Biomedicals, Strasbourg, France) dissolved in drinking water for five days. DSS solution was replaced thereafter by normal drinking water for another five days as previously described (55). Mice were sacrificed on the 10th day or upon reached the endpoint (i. e. > 20% weight loss).

### Fecal Microbiota Transplantation

Germ-Free (GF) C57BL/6J mice were housed at gnotobiotic facilities at the Hannover Medical School (Hannover, Germany), and Fecal Microbiota Transplantation (FMT) experiments were performed at Technical University Dresden (Dresden, Germany). For microbial reconstitution of GF mice, 8-week-old GF C57BL/6J mice received fecal material obtained from individually WT C57BL/6J HFHS-fed or HF-fed or NC-fed mice. Stool pellets were freshly dissolved in PBS with 0.05% L-cysteine hydrochloride (Sigma-Aldrich; 4 pellets per 5 ml of PBS), and mice received 100 μl solution by gavage. After one week, colitis was induced by administration of 2% DSS dissolved in drinking water for five days. DSS solution was replaced thereafter by normal drinking water for another three days.

### Collection of Samples

For gut microbiota analysis, fresh stool samples from isolated mice were collected in tubes, immediately frozen in liquid nitrogen upon collection, and stored at −80°C until DNA isolation. Blood was collected by submandibular bleeding (56) in heparinized tubes (Microtainer® BD medical, Franklin Lakes, NJ), and the plasma was obtained by centrifugation at 2000 xg > 3min at room temperature. The entire colon was removed from the caecum to the anus. The colon length was measured, then washed with phosphate-buffered saline PBS 1X to remove the remaining content. The spleen was removed and weighed as previously described (57). Samples from the colon were taken, divided into 0.5 cm long pieces, snap-frozen in liquid nitrogen, and stored at −80°C until use.

### *In vivo* Metabolic Tests

Metabolic tests were performed with 10 mice per group using standard procedures (58). Oral glucose tolerance tests (OGTT) were performed with mice fasted overnight for 6 h. Blood glucose concentrations were determined before and after administering glucose solution orally via gavage (2g glucose/kg). Blood glucose levels were determined at defined post-gavage time points by analyzing blood obtained from the tail vein with a portable glucometer (Glucometer OneTouch® Verio Reflect, LifeScan Europe GmbH, Zug, Switzerland). For insulin tolerance tests (ITT), mice were fasted for 3 h and then injected with human insulin (0.75 U/kg i.p.; NovoRapid®, NovoNordisk A/S, Denmark). Blood glucose levels were monitored as described for the OGTT assay.

### Measurement of the Colonic Epithelial Barrier Permeability by FITC-Dextran

On the day of the assay (day 5 of DSS-treatment), 4 kDa fluorescein isothiocyanate (FITC)-dextran (Sigma-Aldrich, St. Louis, MO) was dissolved in PBS 1X to obtain a stock solution of 80 mg/mL. Mice fasted for 4 h before gavage with 60 mg/100g. Blood was collected 3 h following gavage on heparinized tubes (Microtainer® BD medical, Franklin Lakes, NJ). FITC-Dextran was quantified in plasma by fluorescence (γ Ex/Em 485 nm/535 nm, ID3, Molecular devices) as previously described (11).

### Assessment of Disease Activity Index

Mice were daily weighed and evaluated for clinical symptoms. The Disease Activity Index (DAI) was determined on a scale from 0 to 4 and calculated as the mean of three individual subscores (body weight loss, stool consistency, and blood in the stool) as previously described (59).

### Endoscopic Assessment and Scoring

Coloscopy was performed on the last day of the study (day 10), just before the mice were sacrificed. Mice were anesthetized by isoflurane inhalation. Distal colon and rectum were examined using a rigid Storz Hopkins II mini-endoscope (Storz, Tuttlingen, Germany) coupled to a basic Coloview system (with a xenon 175 light source and an Endovision SLB Telecam; Storz). All images were displayed on a computer monitor and recorded with video capture software (Studio Movie Board Plus from Pinnacle, Menlo Park, CA). Three independent trained-readers performed a blind determination of endoscopic scores. Ulcerative colitis endoscopic index of severity (UCEIS) was calculated as the sum of three subscores (vascular pattern, bleeding, and erosions/ulcers), as previously described (60). The final grade was defined as the mean of the three independent assessments.

### Histological Assessment and Scoring

Colon samples were extensively washed and fixed with 4% paraformaldehyde for 24 h under agitation. Samples were washed, paraffin-embedded, and sectioned. Colitis was histologically assessed on 5 μm sections stained with hematoxylin-eosin-saffron (HES) stain. The histological colitis score was calculated blindly by expert pathologists, as previously described (61). Briefly, disease scoring based on six histological features: acute inflammatory cell infiltrate (polymorphonuclear cells in the lamina propria), crypt abscesses, mucin depletion, surface epithelial integrity, chronic inflammatory cell infiltrate (round cells in the lamina propria), and crypt architectural irregularities. Each feature was graded on a 4-point scale corresponding to none, mild, moderate, or severe. The final grade was defined as the mean of the two independent assessments.

### Flow Cytometry

Mesenteric lymph nodes and spleen samples were washed and conserved in complete RPMI (10 % FCS). Samples were first grinded on a nylon mesh (40 μm cell strainer, Greiner), and large debris was removed. Cell suspensions were filtered through a 70 μm mesh (Miltenyi Biotec) and centrifuged at 4 °C, 600 xg, for 5 min. Cell suspensions were then washed and resuspended in phosphate-buffered saline (PBS) supplemented with 2% bovine serum albumin (BSA) for counting on an automated cell before direct cell surface staining. For intracellular staining, cells were fixed and permeabilized with a commercially available fixation/permeabilization kit (eBioscience). Single-cell suspensions were stained with antibodies to the following markers: CD45-BV421, CD3-APC/Fire750, CD4-FITC, CD25-BV510, CD8a-BV711, CD335-PECy7, CD19-BV605, CD11b-PERcpCY5.5, RORγt-APC, and Foxp3-PE in presence of FCBlock CD16/32; all antibodies were obtained from Biolegend. The gating strategy is detailed in Supplementary Figure 8. Gallios cytometer (Beckman) was used for cell acquisition, and the flow cytometry data were analyzed with Kaluza software.

### Cytokine Bead Assay

Total protein was extracted from colonic tissue by lysing homogenized tissue with Bio-plex Cell lysis kit (Bio-rad #171304011, Bio-Rad Laboratories Inc, USA) and quantified by using the bicinchoninic acid assay method. All samples were normalized to 900 μg/mL for the assay. Cytokine levels in plasma and colonic lysates were measured using Bio-Plex Pro mouse cytokines 23-plex assay group I assay (Bio-Rad #M60009RDPD, Bio-Rad Laboratories Inc, USA), a BioPlex 200 instrument, and Milliplex Analyst software. Each biological replicate was assayed in technical duplicate. According to the manufacturer's instructions, protein concentrations were determined based on a standard curve described by the manufacturer-provided protocol and values for Lot #64212941.

### RNA Extraction and Microarray Experiment

Total RNA was extracted from 20 mg of colon sample using Trizol (Invitrogen, Carlsbad, California, USA) according to the manufacturer's recommendations. RNA was further digested with TurboTM DNase (Thermo Fisher, Waltham, Massachusetts, USA) and phenol-chloroform extracted. The quality of total RNAs was attested by O.D. 260 nm/O.D. 280 nm and O.D. 260 nm/O.D. 230 nm determination by spectrophotometry using a Nanodrop ND-1000 (NanoDrop Technologies; Wilmington, DE, USA) and using a 2,100 Bioanalyzer (Agilent Technologies; Massy, France). Samples with RNA integrity number > 8 were selected. RNA samples were aliquoted and stored at −80 °C, and later amplified and biotinylated using the Affymetrix GeneChip® WT PLUS reagent kit, then hybridized to Affymetrix Mouse Clariom S cartridges following the manufacturer's instructions. The arrays were washed and scanned according to the protocol GeneChip® Expression Wash, Stain and Scan for Cartridge Arrays.

### Transcriptomics

Fluorescence values corresponding to raw expression data for every 37 samples were extracted from CEL files using the R oligo package (https://bioconductor.org/) with the corresponding platform definitions (pd.clariom.s.mouse). Positive and negative control probes were removed, which left 21.881 probes, each corresponding to a unique and well-annotated gene. Quality control steps, data normalization, and unsupervised explorations were conducted as described previously (62). Corrections for batch effects between microarrays were performed with Combat (package sva from Bioconductor). Statistical analyses were achieved using linear modeling with empirical Bayes, p.values were computed by applying a moderated two-way *t*-test and adjusted for false discovery rate (FDR) following the Benjamini–Hochberg procedure. Hierarchical clustering heat maps were obtained on gene-median-centered data with uncentered correlation as a similarity metric. Volcano plots were rendered using EnhancedVolcano (Bioconductor). Functional annotations were performed with the OpenTargets platform (63) for disease associations and gene ontology enrichments and ReactomePA (64) for pathway analyses in mice. For all experiments, p.values < 0.001 or FDR < 0.05 indicated statistical significance, depending on the test availability and/or relevance.

### Microbiota Analysis

Bacterial profiling using 16S amplicon sequencing was performed as described previously (65). Briefly, DNA from fecal pellets was isolated using the PowerSoil DNA Isolation Kit (MoBio) according to the manufacturer's directions. Individual amplicons were tagged with specific multiplex identifier (MID) barcodes and pooled for library construction before sequencing. The 16S rRNA gene variable region V3-V4 was amplified and sequenced on an Illumina MiSeq with 2 × 250 bp. Raw sequences were first trimmed to remove bad quality tails and filtered for size using *CUTADAPT* (66) v1.1.4. Then *USEARCH* (67, 68) v10.0.240 was used to merge forward and reverse reads. Merged reads were filtered for size and expected error rate before dereplication and denoising, simultaneously removing chimeras. Reads present in less than two copies were filtered out as they likely represent PCR or sequencing errors. A custom *R* (69) script was used to transfer sequences into *MOTHUR* (70) v1.39.5, with which further processing was done according to the MiSeq SOP (71). Briefly, sequences were aligned to the *SILVA* (72) v132 reference database, classified against the *RDP* release 11 (trainset 16) (73) database, binned into operational taxonomic units (OTUs) at the species-level 97% identity threshold, and rarefied to 12,000 sequences per sample. A detailed account of the procedure is available in Supplementary Dataset 2. This procedure filtered 4 763 346 sequences for 147 samples, and lead 3 152 719 sequenced to be retained (66%) before subsampling (Supplementary Dataset 3). Additional formatting scripts are available in Dataset S4. The OTU Table obtained from MOTHUR was imported in *R* (69) for statistical analysis. *Alpha diversity* indices (Chao and Shannon) were calculated with *vegan* (74) package version 2.5–6. Fold changes between time points were calculated as: log2 (target value/reference value). Correlations between α-diversity indices or fold change and experimental parameters were tested using the Wilcoxon rank sum test. *Beta diversity* was evaluated with the *vegan* (74) package version 2.5–6, using the Bray-Curtis and Jaccard distances to build principal coordinate analysis (PCoA). Fold changes of OTU abundances between time points were calculated as: log2 [(target value+0.1)/ (reference value+0.1)]. The addition of 0.1 to both values avoids infinite values due to zero abundances, while keeping the ratios in the same trend. Correlations with experimental parameters were assessed with multivariate analysis of variance using package pairwiseAdonis (75). *Biomarkers* were found by correlating individual OTUs with experimental parameters with four complementary tests: Kruskal-Wallis rank sum test was done on OTU abundances and fold changes (i) or non-zero OTU abundances (ii); Pearson's chi-square test was performed on OTU prevalence (iii); indicator species analysis (iv) was conducted with package *indicspecies* (76). To evaluate the strength of association, Eta was calculated for Kruskal-Wallis tests and Cramer's V for chi-square tests. Where applicable, *p*-values were adjusted for multiple testing using the false discovery rate (“FDR”) correction. All necessary data and scripts for analysis are available in Supplementary Dataset 5.

### Evaluation of the Fermentative Activity of the Microbiota

The concentrations of short-chain fattyacids (SCFAs; i.e. acetate, propionate, butyrate, valerate, caproate, isobutyrate, isovalerate, and isocaproate) were measured in the cecal contents and stool samples of mice. Analyses were performed as previously described (77). Samples were water-extracted, and proteins were precipitated with phosphotungstic acid. Analyzes were performed by gas chromatography using a system (Autosystem; Perkin-Elmer, St. Quentin en Yvelines, France) equipped with a split/splitless injector, a flame ionization detector, and a capillary column (length, 15 m; inside diameter, 0.53 mm; film thickness, 0.5m) impregnated with SP100 (Nukol; Supelco, Saint-Quentin-Fallavier, France). The internal standard used was 2-ethylbutyrate. All samples were analyzed in duplicate. Data were collected, and peaks were integrated using Turbochrom software (Perkin-Elmer, Courtaboeuf, France).

### Statistical Analysis

All data are expressed as means ± SEM. Two-group comparisons were performed using Mann-Whitney *U-*test for non-parametric data or t-test for parametric data. ANOVA with Tukey's *post-hoc* test for parametric data or Kruskal Wallis with Dunn's correction for non-parametric data were used to compare more than two groups. *p* values < 0.05 were considered significant. Statistical details and the exact value of “N” can be found in the Figure legends. Statistical analyses were performed with GraphPad Prism 6 software (GraphPad Software, Inc, La Jolla, CA). All authors had access to the all data and have reviewed and approved the final manuscript.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number (s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by Comité National de Reflexion sur l'Ethique en Expérimentation animale CNREEA (authorization N◦APAFIS#16630 delivered by the French ministry of research).

## Author Contributions

DA performed the research, analysis and interpretation of data, and drafted the manuscript. MV performed microbial 16S analyses and provided microbiome expertise. SH performed bioinformatics and transcriptomic-related analyses. A-MA provided the histological data and histopathological expertise. CM performed SCFAs analysis. KP, AS, and SZ conducted the FMT experiments. DA, TK, CC, ND, MC, OB, and J-MA collected and/or analyzed the data. NN conducted the statistical analysis, DM and HL of flow cytometry. LP-B, TK, and FH were responsible for the conception and design of the study. LP-B and TK were responsible for interpretation of data, and drafting of the manuscript. All authors reviewed and approved the manuscript.

## Funding

This work was supported by Fondation pour la Recherche Médicale (FRM grant number ECO20170637494 to DA), by Conseil Scientifique de l'Université de Lorraine (AAP-003-212 to FH), by Association François Aupetit (AFA) and by the French PIA project ≪ Lorraine Université d'Excellence ≫ (ANR-15-IDEX-04-LUE to TK).

## Conflict of Interest

LP-B reports personal fees from AbbVie, Janssen, Genentech, Ferring, Tillots, Pharmacosmos, Celltrion, Takeda, Boerhinger Ingelheim, Pfizer, Index Pharmaceuticals, Sandoz, Celgene, Biogen, Samsung Bioepis, Alma, Sterna, Nestle, Enterome, Allergan, MSD, Roche, Arena, Gilead, Hikma, Amgen, BMS, Vifor, Norgine; Mylan, Lilly, Fresenius Kabi, Oppilan Pharma, Sublimity Therapeutics, Applied Molecular Transport, OSE Immunotherapeutics, Enthera, Theravance; grants from Abbvie, MSD, Takeda; stock options: CTMA. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Long-Term Overconsumption of Fat and Sugar Causes a Partially Reversible Pre-inflammatory Bowel Disease State
**Source:** Front Nutr. 2021 Nov 18;8:758518. doi: 10.3389/fnut.2021.758518
**Supplement:** Supplementary file 2

Supplementary Material for Long-term overconsumption of fat and sugar causes a partially reversible pre-inflammatory bowel disease state

# Supplementary Results

## Gut microbiome and transcriptome alterations induced by high-fat high-sucrose diet are partially restored when returning to the normal chow diet

Colonic transcriptome reprogramming detected in HFHS-fed mice was only partially reversible in HFHS+NC-fed mice (**Figure 5 A**). Focusing on the dataset composed of NC, HFHS and HFHS+NC groups, 426 genes were tagged as most varying across samples (>10% of maximum variance, excluding outliers), which overlapped the top genes in HFHS vs NC (349 down- and 77 up-regulations). 

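Across the 15 arrays of NC, HFHS 8 weeks and HFHS+NC, the gene that varied most was Ang4, an antimicrobial ribonuclease of Paneth and goblet cells, with an SD of 1.64 and group means of 7.58, 9.39 and 7.47 on the log2 scale. Genes of pancreatic enzymes, among them the amylase genes Amy2a4, Amy2a2 and Amy2a5 and the chymotrypsin gene Ctrb1, and Jchain, with an SD of 1.03, were also among the 10 that varied most. The pancreatic list stood at 10.13 in HFHS 8 weeks replicate 2, against 8.28 to 8.38 in the other arrays of that group. A variance over 10% of the highest was found for 88 probe sets after quantile normalization, 53 lower and 35 higher after 8 weeks of HFHS than on NC, and for 364 on the values as deposited, 300 lower and 64 higher. Of the 426 probe sets that varied most after quantile normalization, 295 were lower and 131 higher after 8 weeks of HFHS, without a test, and of the 426 on the values as deposited 355 were lower and 71 higher. Of the 40 genes the paper names and the files measure, 23 were among the 426; these were chosen by the study on these mice and are not independent evidence. The rule for leaving out extreme values that the paper applied is not given in its text and was not applied here.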

Further hierarchical clustering identified 6 dysregulated signatures in HFHS+NC-fed mice, predominantly involved in unfolded protein response (UPR), autophagy, heat shock protein response and metabolic pathways that play a key role in intestinal homeostasis (**Figure 5 B and Table S7**). Interestingly, UPR (cluster C1, increased in HFHS) and gluconeogenesis-related genes (cluster C6, decreased in HFHS) returned to their baseline expression levels in HFHS+NC-fed mice while suppression of autophagy (cluster C2, including genes such as *Dusp16, Rb1cc1* and *Afmid*) was still increased in HFHS+NC, and heat shock mediated response-related genes (cluster C4, decreased in HFHS) had not completely recovered their pre-HFHS levels after 8 weeks of NC in HFHS+NC-fed mice (**Figure 5 B**).

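Unfolded protein response genes had a median log2 fold change of −0.029 after 8 weeks of HFHS, and 3 of the 30 measured were among the 426 genes that varied most. Genes of gluconeogenesis had a median of 0.057 after 8 weeks of HFHS and did not pass as a group (camera adjusted p = 0.834), and none of the 10 measured was among the 426. Both medians are of lists fixed beforehand, not of the genes in the paper's clusters. Of the 36 autophagy genes, 1 was among the 426, and of the 29 heat shock genes 5. Dusp16 was at a log2 value of 9.05 ± 0.033 (SD, n = 5) after 8 weeks of HFHS, a log2 fold change of 0.30 (standard error 0.071, adjusted p = 0.0505) against NC that did not pass; with the array set as a block it was 0.33 and passed (adjusted p = 0.0308). Afmid, a kynurenine formamidase gene, was higher in HFHS+NC mice, at 9.77 ± 0.17 (SD, n = 5) against 9.31 ± 0.056 (SD, n = 5) on NC (log2 fold change 0.46, adjusted p = 0.0376). Rb1cc1 was at 9.23 ± 0.64 (SD, n = 5) in HFHS+NC mice, with a log2 fold change of −0.54 (standard error 0.25, adjusted p = 0.384) against NC, and did not pass. For Afmid the log2 fold change was 0.46 with the array set as a block, 0.45 within set 1 and 0.46 within set 2, and its call held in 3 of the 10 fits that left out 1 array (adjusted p up to 0.122, without NC replicate 4).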

Among the upregulated genes in HFHS, were i) *Sgk1,* which encodes a serine/threonine protein kinase involved in response to cellular stress and ii) *Txnrd1,* which plays a key role in redox homoeostasis and is involved in regulation by PPAR-α pathway. These were conversely under-expressed in HFHS+NC-fed mice, by 2.4-fold and 1.5-fold respectively. 

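Sgk1, a kinase gene that responds to glucocorticoids and cellular stress (probe set TC1000000171.mm.2), was lower in HFHS+NC mice than in HFHS 8 weeks mice, at a log2 value of 8.73 ± 0.10 (SD, n = 5) against 9.95 ± 0.26 (SD, n = 5). The log2 fold change was −1.23 (standard error 0.17, adjusted p = 0.00794), a 2.34-fold difference. Txnrd1, which encodes the cytosolic thioredoxin reductase, was at 10.30 ± 0.23 (SD, n = 5) in HFHS+NC mice against 10.91 ± 0.19 (SD, n = 5), a log2 fold change of −0.61 (standard error 0.12, adjusted p = 0.0806) and a 1.52-fold difference, which did not pass. Against NC, at 9.49 ± 0.43 (SD, n = 5) for Sgk1 and 10.47 ± 0.17 (SD, n = 5) for Txnrd1, the log2 fold changes after 8 weeks of HFHS were 0.47 (standard error 0.17, adjusted p = 0.234) and 0.44 (standard error 0.12, adjusted p = 0.0971). In HFHS+NC mice they were −0.76 (standard error 0.17, adjusted p = 0.0759) and −0.17 (standard error 0.12, adjusted p = 0.602), and none of these passed, while with the array set as a block Sgk1 did in HFHS+NC mice (−0.76, adjusted p = 0.0140). Between HFHS+NC and HFHS 8 weeks, Sgk1 passed in all 10 fits that left out 1 array, and its log2 fold change was −1.08 with the array set as a block, −1.25 within set 1 and −1.02 within set 2.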

Many genes involved in p53/TP53-dependent apoptosis also returned to normal expression (as observed in NC-fed mice) after switching diet, like *Shisa5* or *Cdkn1a*. 

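Shisa5 was at a log2 value of 11.23 ± 0.15 (SD, n = 5) in HFHS+NC mice, with a log2 fold change of 0.25 (standard error 0.11, adjusted p = 0.367) against NC and of −0.38 (standard error 0.11, adjusted p = 0.364) against HFHS 8 weeks, neither of which passed. Cdkn1a, the cell cycle inhibitor that p53 activates, was at 12.19 ± 0.27 (SD, n = 5) on NC, 12.67 ± 0.15 (SD, n = 5) after 8 weeks of HFHS and 12.32 ± 0.22 (SD, n = 5) in HFHS+NC mice. Its log2 fold change was 0.48 (standard error 0.12, adjusted p = 0.0657) after 8 weeks of HFHS, 0.13 (standard error 0.12, adjusted p = 0.698) in HFHS+NC against NC, and −0.35 (standard error 0.12, adjusted p = 0.491) in HFHS+NC against HFHS 8 weeks, and none passed the test. With the array set as a block the 8-week value of Cdkn1a was 0.40, and it was 0.33 within set 1 and 0.41 within set 2.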

Immune system related *Bcl9* (implicated in B-cell malignancies) almost returned to NC-like expression in HFHS+NC (**Figure 5 C**).

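Bcl9, a transcriptional co-activator of beta-catenin, was at a log2 value of 8.90 ± 0.28 (SD, n = 5) on NC, 9.39 ± 0.26 (SD, n = 5) after 8 weeks of HFHS and 9.13 ± 0.12 (SD, n = 5) in HFHS+NC mice. The log2 fold change against NC was 0.49 (standard error 0.13, adjusted p = 0.0868) after 8 weeks of HFHS and 0.23 (standard error 0.13, adjusted p = 0.484) in HFHS+NC mice, and between HFHS+NC and HFHS 8 weeks it was −0.26 (standard error 0.13, adjusted p = 0.703). None of these differences of Bcl9 passed the test; the 8-week value was 0.35 with the array set as a block, 0.31 within set 1 and 0.24 within set 2.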

Many heat-shock-protein-related genes that were down-regulated in HFHS-fed mice failed to recover their baseline expression in HFHS+NC-fed mice. This was the case for *Hsph1,* *Hspa8, Hspa5,* *Chordc1* and *Ahsa2* Finally, expression of *C1galt1, which* encodes for the common core 1 O-glycan structure involved in Golgi dynamic, and precursor of many extended mucin-type O-glycan on cell surface and secreted glycoproteins, was 1.8-fold downregulated in HFHS-fed mice compared to control animals while returning to NC after HFHS seemed to correct expression of this gene but without reaching control levels. This was also the case for *Rgs1*, an immune system related gene involved in B cell chemotaxis inhibition (**Figure 5 C**).

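Hsph1 was at a log2 value of 8.78 ± 0.40 (SD, n = 5) in HFHS+NC mice, lower than on NC by a log2 fold change of −1.36 (standard error 0.23, adjusted p = 0.0173). Chordc1 was lower in the same way, at 8.48 ± 0.22 (SD, n = 5), with −0.98 (standard error 0.13, adjusted p = 0.00120), and so was Ahsa2, at 9.90 ± 0.41 (SD, n = 5), with −1.04 (standard error 0.18, adjusted p = 0.0173). Hspa5 was at 10.78 ± 0.27 (SD, n = 5), a log2 fold change of −0.64 (standard error 0.20, adjusted p = 0.176), which did not pass; with the array set as a block it was −0.64 and passed (adjusted p = 0.0209). C1galt1 was at 9.05 ± 0.20 (SD, n = 5) on NC, 8.29 ± 0.45 (SD, n = 5) after 8 weeks of HFHS, a 1.70-fold difference, and 8.74 ± 0.39 (SD, n = 5) in HFHS+NC mice, where its log2 fold change against NC was −0.31 (standard error 0.18, adjusted p = 0.500). Between HFHS+NC and HFHS 8 weeks, C1galt1 had a log2 fold change of 0.45 (standard error 0.18, adjusted p = 0.592), which did not pass. Against NC, the log2 fold change of Hsph1 in HFHS+NC mice was −1.36 with the array set as a block, −1.36 within set 1 and −1.35 within set 2. That of Chordc1 was −0.98 with the array set as a block, −0.93 within set 1 and −1.02 within set 2, and that of Ahsa2 −1.04 with the array set as a block, −0.63 within set 1 and −1.32 within set 2. Chordc1 passed in all 10 fits that left out 1 array, Hsph1 in 7 (adjusted p up to 0.0801, without NC replicate 3) and Ahsa2 in 5 (up to 0.0804, without NC replicate 3).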

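In HFHS+NC mice, Rgs1 was at a log2 value of 8.40 ± 0.49 (SD, n = 5). Its log2 fold change was −0.35 (standard error 0.24, adjusted p = 0.579) against NC and 0.76 (standard error 0.24, adjusted p = 0.425) against HFHS 8 weeks, and neither passed the test. With the array set as a block, the difference of Rgs1 from HFHS 8 weeks was 0.90, and it was 1.09 within set 1 and 0.53 within set 2.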

Regarding at the microbiome, when comparing the fold changes of α-diversity indices between D0 (after 16 weeks of dietary intervention) and baseline, we observed that NC-fed mice did not vary in diversity, while HFHS-fed mice had a lower diversity at D0 compared to baseline, and the HFHS+NC-fed mice had a higher diversity at D0 compared to baseline for the Chao index, but not for the Shannon index (**Figure 6 B and S6 B and Table S8**). Consistently, we observed a strong association between diet and β-diversity at baseline, with NC-fed mice showing major differences when compared to the two other groups, with explained variance >36% for Jaccard index and >30% for Bray-Curtis index (**Figure 6 C and S6 C**).

Interestingly, at D0, all three groups were significantly different from each other, but the HFHS-fed mice showed the highest distance to the other groups, with explained variance >57% for Bray-Curtis and >47% for Jaccard, while the explained variance between NC-fed and HFHS+NC-fed mice was <38%, which is well in the range of the initial difference between the groups (**Table S8**). Moreover, within diet groups, we observed that the HFHS+NC-fed mice had the deepest change, with explained variance >44%, while for NC-fed mice the explained variance was <27%, and < 23% for HFHS-fed mice. These results indicate that returning to normal chow diet after exposure to HFHS can improve α and β-diversity by bringing HFHS+NC-fed mice back in the range of the NC-fed mice.

Consistently, we could identify 35 OTUs indicator for diet, defined as OTUs whose abundance/prevalence was significantly associated with diet at D0 but not at baseline, and whose fold change was also associated with diet (**Figure S6**). Among these 35 biomarkers, Otu044 was previously identified as an indicator for diet after eight weeks of HFHS (**Figure 6 D and Table S8**). This biomarker did not show a correlation with diet group at baseline, while its abundance and prevalence significantly decreased at D0 in HFHS-fed mice and remained sTable in NC-fed and HFHS+NC fed mice (**Figure 6 D and Figure S6 F, J, O, T**). Among the indicators identified in the eight-week protocol, Otu036, Otu052 and Otu194 showed an interesting pattern, where the HFHS+NC-fed mice were in line with NC-fed mice and opposed to HFHS-fed mice, despite an initial difference according to diet group (**Figure 6 E, G, I and Figure S6**). Finally, Otu146 was not associated with diet in this protocol (**Table S8**).

# Supplementary Tables

**Table S1. Endoscopic subscores.** NC: normal chow, HF: high-fat, HFHS: high-fat high-sucrose, DSS: dextran sulfate sodium.

|  | NC DSS^-^  (N = 18) | | HF DSS^-^ (N = 5) | | HFHS DSS^-^  (N = 20) | | NC DSS^+^  (N = 14) | | HF DSS^+^ (N = 5) | | HFHS DSS^+^ (N = 15) | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Mean | SEM | Mean | SEM | Mean | SEM | Mean | SEM | Mean | SEM | Mean | SEM |
| Vascular Pattern | 1.0 | 0.0 | 1.7 | 0.2 | 1.4 | 0.1 | 2.2 | 0.2 | 1.8 | 0.3 | 2.3 | 0.2 |
| Bleeding | 1.4 | 0.2 | 2.2 | 0.4 | 2.1 | 0.2 | 2.2 | 0.2 | 2.4 | 0.3 | 2.7 | 0.2 |
| Erosions and Ulcers | 1.3 | 0.1 | 1.5 | 0.2 | 1.4 | 0.1 | 3.0 | 0.2 | 2.4 | 0.5 | 2.6 | 0.2 |
| TOTAL | 3.7 | 0.2 | 5.4 | 0.7 | 4.9 | 0.3 | 7.4 | 0.4 | 6.6 | 0.9 | 7.6 | 0.5 |

**Table S2. Histological subscores.** NC: normal chow, HF: high-fat, HFHS: high-fat high-sucrose, DSS: dextran sulfate sodium.

|  | NC DSS^-^  (N = 13) | | HF DSS^-^ (N = 5) | | HFHS DSS^-^  (N = 13) | | NC DSS^+^  (N = 13) | | HF DSS^+^ (N = 5) | | HFHS DSS^+^ (N = 12) | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Mean | SEM | Mean | SEM | Mean | SEM | Mean | SEM | Mean | SEM | Mean | SEM |
| Acute inflammation | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 1.000 | 0.277 | 0.4 | 0.245 | 1.833 | 0.207 |
| Chronic inflammation | 0.0 | 0.0 | 0.0 | 0.0 | 0.231 | 0.122 | 1.538 | 0.291 | 1.0 | 0.548 | 2.917 | 0.313 |
| Cryptic abscess | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.154 | 0.104 | 0.0 | 0.0 | 0.0 | 0.0 |
| Depletion of mucin | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 1.308 | 0.263 | 1.0 | 0.632 | 1.333 | 0.225 |
| Epithelial ulceration | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.769 | 0.323 | 0.0 | 0.0 | 2.667 | 0.414 |
| Cytoarchitectural distortion | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 1.154 | 0.249 | 1.4 | 0.510 | 2.00 | 0.213 |
| TOTAL | 0.0 | 0.0 | 0.0 | 0.0 | 0.231 | 0.122 | 5.923 | 1.118 | 3.8 | 1.772 | 9.833 | 0.976 |

**Table S3. Inflammatory cells on histological samples. NC: normal chow, HF: high-fat, HFHS: high-fat high-sucrose, DSS: dextran sulfate sodium.**

|  | NC DSS^-^  (N = 13) | | HF DSS^-^ (N = 5) | | HFHS DSS^-^  (N = 13) | | NC DSS^+^  (N = 13) | | HF DSS^+^ (N = 5) | | HFHS DSS^+^ (N = 12) | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| % | Mean | SEM | Mean | SEM | Mean | SEM | Mean | SEM | Mean | SEM | Mean | SEM |
| Lymphocytes | 0.0 | 0.0 | 0.0 | 0.0 | 44.286 | 11.518 | 33.571 | 7.377 | 47.000 | 19.339 | 46.250 | 4.605 |
| Neutrophils | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 18.571 | 7.131 | 2.600 | 1.661 | 9.625 | 3.751 |
| Eosinophils | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 0.0 | 10.000 | 3.934 | 0.400 | 0.400 | 9.125 | 1.856 |
| Plasmocytes | 0.0 | 0.0 | 0.0 | 0.0 | 11.429 | 5.1 | 22.143 | 3.912 | 5.000 | 2.236 | 24.375 | 3.464 |
| Histiocytes | 0.0 | 0.0 | 0.0 | 0.0 | 15.714 | 5.3 | 15.714 | 3.168 | 5.000 | 2.236 | 10.625 | 1.475 |

**Table S4.** **Functional annotations of the dysregulated genes in mice fed with normal chow or high-fat high-sucrose diet.** Top disease associations as obtained with the OpenTargets platform (genes = 164; p.value < 0.001; number of targets > 18).

| **Disease full name** | **Relevance (p-value)** | **Nb of associated targets** | **Therapeutic Area** | **Highest associated targets (max 10)** |
| --- | --- | --- | --- | --- |
| large intestine disease | 0.0000 | 93 | gastrointestinal disease | MSH6 BCL9 EIF3E HIF1A FRK EML4 EIF3H ARHGAP5 TCEA1 DNAJB1 |
| Gastroenteritis | 0.0001 | 43 | gastrointestinal disease | CUL2 MSH6 CAPN10 ZNF300 HIF1A EIF2S1 FLT3LG IGFBP2 DNAJB1 SLAMF7 |
| diarrheal disease | 0.0002 | 18 | gastrointestinal disease | FERMT1 DBNDD2 ESCO1 USP15 PKN2 DNAJC3 CACYBP HPN CLOCK HSPA5 |
| immune system disease | 0.0000 | 134 | immune system disease | MSH6 ARHGAP5 LRRFIP1 SLAMF7 RAP1A HIF1A MARK3 HSPA8 RGS1 BCL9 |
| autoimmune disease | 0.0000 | 80 | immune system disease | RGS1 CUL2 HSPA8 NAB1 FERMT1 PPP4R3B SMYD3 CAPN10 MSH6 ZNF300 |
| inflammatory bowel disease | 0.0002 | 47 | immune system disease gastrointestinal disease | CUL2 FERMT1 CAPN10 MSH6 ZNF300 RAP1A POLB DNAJC3 HIF1A USP15 |
| Colitis | 0.0005 | 37 | immune system disease gastrointestinal disease | CUL2 MSH6 CAPN10 ZNF300 HIF1A FLT3LG EIF2S1 DNAJB1 IGFBP2 SLAMF7 |
| immune deficiency disease | 0.0001 | 45 | immune system disease. genetic familial or congenital disease | MSH6 POLB FLT3LG FMR1 USP15 CLOCK CACYBP ESCO1 HSPA5 RAP1A |
| Fibrosis | 0.0002 | 37 | cell proliferation disorder | NAB1 HIF1A HSPA5 IGFBP2 FRK KPNA3 EIF2S1 FLT3LG MSH6 AMD1 |
| precancerous condition | 0.0000 | 31 | cell proliferation disorder | MSH6 ATP2B1 INTS12 HIF1A IGFBP2 BCL9 PRKX POLB USP15 HSPA5 |
| inherited digestive cancer-predisposing syndrome | 0.0000 | 21 | genetic. familial or congenital disease. cell proliferation disorder | MSH6 ATP2B1 INTS12 POLB HIF1A USP15 CAB39 TAOK1 ETF1 HSPA5 |
| endocrine system disease | 0.0000 | 128 | endocrine system disease | FMR1 AAAS MSH6 MARK3 HIF1A RAP1A EML4 BCL9 DNAJB1 EIF3E |
| diabetes mellitus | 0.0000 | 62 | pancreas disease. nutritional or metabolic disease | CAPN10 HPN BCL9 SPATA5 ZNF251 HSPA8 DNAJC3 CLOCK PPP4R3B FMR1 |
| type I diabetes mellitus | 0.0000 | 36 | pancreas disease. nutritional or metabolic disease. immune system disease. endocrine system disease | PPP4R3B CLOCK DNAJC3 HIF1A HSPH1 IGFBP2 HSPA1B HSPA5 NPB AMD1 |
| metabolic disease | 0.0000 | 117 | nutritional or metabolic disease | FMR1 UMPS MRPS22 PDP1 ALG2 PIGY CAPN10 FASTKD2 HPN BCL9 |
| glucose metabolism disease | 0.0000 | 61 | nutritional or metabolic disease | CAPN10 HPN BCL9 SPATA5 ZNF251 HSPA8 DNAJC3 CLOCK EIF2S1 PPP4R3B |
| Disorder of energy metabolism | 0.0000 | 41 | nutritional or metabolic disease. genetic. familial or congenital disease | MRPS22 PDP1 FASTKD2 HSPA5 ATP2B1 CLOCK UBE3A MARK3 EIF2S1 DNAJC3 |
| Disorder of lipid metabolism | 0.0001 | 39 | nutritional or metabolic disease. genetic. familial or congenital disease | PIGY N4BP2L2 HSPA5 POLB CLOCK TRA2B ERBIN UBE3A FERMT1 RNF139 |
| Mitochondrial disease | 0.0000 | 37 | nutritional or metabolic disease. genetic. familial or congenital disease | MRPS22 PDP1 FASTKD2 ATP2B1 HSPA5 UBE3A CLOCK RB1CC1 POLB MARK3 |
| carbohydrate metabolism disease | 0.0002 | 34 | nutritional or metabolic disease | PDP1 ALG2 PIGY EIF2S1 DNAJC3 HSPA5 MARK3 ATP2B1 HIF1A CLOCK |
| DNA repair deficiency | 0.0002 | 33 | nutritional or metabolic disease. genetic. familial or congenital disease | POLB ATP2B1 FLT3LG USP15 PKN2 DBNDD2 ESCO1 HSPA5 CHORDC1 RGS1 |
| Mitochondrial oxidative phosphorylation disorder | 0.0001 | 31 | nutritional or metabolic disease. genetic. familial or congenital disease | MRPS22 FASTKD2 HSPA5 ATP2B1 CLOCK UBE3A POLB RB1CC1 CHORDC1 MARK3 |
| disorder of glycosylation | 0.0010 | 26 | nutritional or metabolic disease | ALG2 PIGY ESCO1 DBNDD2 HSPA5 HPN UBE3A USP15 PKN2 CAPN10 |
| acquired metabolic disease | 0.0010 | 24 | nutritional or metabolic disease | FXR1 SLAMF7 CRY1 HIF1A HSPA5 ETF1 EIF2S1 POLB IGFBP2 HSPA8 |
| Mitochondrial disorder due to a defect in mitochondrial protein synthesis | 0.0010 | 18 | nutritional or metabolic disease. genetic. familial or congenital disease | MRPS22 ATP2B1 MARK3 ERBIN CHORDC1 RB1CC1 HIF1A GPBP1 CLOCK UBE3A |
| Disorder of protein N-glycosylation | 0.0010 | 18 | nutritional or metabolic disease. genetic. familial or congenital disease | ALG2 ESCO1 DBNDD2 USP15 PKN2 CACYBP HIF1A RNF139 ERBIN HPN |
| Abnormality of the immune system | 0.0000 | 75 | phenotype | AAAS CD200R1L PKN2 HIF1A HSPA5 EIF3E FLT3LG IGFBP2 DNAJC3 RGS1 |
| inflammation | 0.0000 | 56 | phenotype | HIF1A HSPA5 EIF3E FLT3LG DNAJC3 RGS1 CLOCK DNTTIP2 AMD1 EIF2S1 |
| Abnormality of metabolism/homeostasis | 0.0000 | 54 | phenotype | N4BP2L2 CLOCK MGA FAM210A EIF2S1 MARK3 DNAJC3 CYP2C9 HIF1A HSPA5 |
| Abnormality of the digestive system | 0.0000 | 47 | phenotype | PKN2 HSPA5 ESCO1 USP15 DBNDD2 HPN CACYBP CLOCK CYP2C9 EIF3M |
| Abnormality of the gastrointestinal tract | 0.0010 | 21 | phenotype | PKN2 UBA3 CYP2C9 ZNF512B HIF1A AMD1 FERMT1 HSPA5 IGFBP2 HPN |
| infectious disease | 0.0000 | 104 | infectious disease | TCEA1 ELOA PSMC6 TAF9 AAAS PSMD5 HIF1A ATP2B1 DNAJC3 TRA2B |
| viral disease | 0.0000 | 74 | infectious disease | TCEA1 ELOA AAAS TAF9 PSMD5 PSMC6 HIF1A DNAJC3 ATP2B1 HSPA5 |
| injury | 0.0000 | 67 | injury. poisoning or other complication | LURAP1L FAM210A HIF1A DNAJC3 CAPN10 FLT3LG IGFBP2 HSPA5 CYP2C9 AMD1 |
| bacterial disease | 0.0000 | 43 | infectious disease | HIF1A UMPS FLT3LG HSPA5 HSPA1B PDP1 CYP2C9 RB1CC1 EIF3M EFHB |
| complication | 0.0000 | 34 | injury. poisoning or other complication | CYP2C9 FAM210A HPN CAPN10 HIF1A AMD1 HSPA1B IGFBP2 HSPA5 PDP1 |
| digestive system infectious disease | 0.0001 | 32 | infectious disease. gastrointestinal disease | HSPA5 HIF1A AMD1 EIF2S1 FLT3LG ETF1 PKN2 NPB UBE3A SMYD3 |

**Table S5. Microbiota changes associated with high-fat high-sucrose diet.** The test numbers in the Table refers to the method section. NC: normal chow diet, HFHS: high-fat high-sucrose diet,

| **Alpha Diversity** | | **p-value of Index** | | | | | **p-value of Fold Change** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Chao | | Shannon | | | Chao | Shannon |
| **NC vs HFHS** | **B** | 0.0006 | | 0.0348 | | | NA | NA |
|  | **D0** | 0.0005 | | 0.0063 | | | 0.1051 | 0.1153 |
| **B vs D0** | **NC** | 0.0639 | | 0.2969 | | | 0.0018 | 0.1153 |
|  | **HFHS** | 0.0005 | | 0.0003 | | | 0.0002 | 0.0002 |
| **Beta Diversity** | | p.value | | | | | Variance | |
|  |  | Bray-Curtis | | | Jaccard | | Bray-Curtis | Jaccard |
| **NC vs HFHS** | **B** | 0.0001 | | | 0.0001 | | 52.5% | 42.2% |
|  | **D0** | 0.0001 | | | 0.0002 | | 47.5% | 49.0% |
| **B vs D0** | **NC** | 0.0242 | | | 0.0056 | | 14.2% | 13.0% |
|  | **HFHS** | 0.0001 | | | 0.0001 | | 71.1% | 25.8% |
| **Biomarkers** | | Otu036 | Otu044 | | | Otu052 | Otu146 | Otu194 |
| **Baseline** | **p-value test (1)** | 0.8404 | 0.3855 | | | 0.2918 | 0.2918 | 1.0000 |
|  | **p-value test (2)** | 1.0000 | 1.0000 | | | 0.8412 | 0.8412 | 1.0000 |
|  | **p-value test (3)** | 1.0000 | 1.0000 | | | 0.8592 | 0.8592 | 1.0000 |
|  | **p-value test (4)** | 0.7545 | 0.4103 | | | 0.3363 | 0.3363 | 1.0000 |
|  | **strength of association test (1)** | 0.3% | 4.9% | | | 7.7% | 7.7% | 0.0% |
|  | **strength of association test (2)** | 0.0% | 0.0% | | | 45.0% | 45.0% | 0.0% |
|  | **strength of association test (3)** | 0.0% | 0.0% | | | 25.0% | 25.0% | 0.0% |
|  | **strength of association test (4)** | 74.3% | 80.6% | | | 53.7% | 50.5% | 0.0% |
|  | **test (4) specificity** | 55.2% | 65.0% | | | 96.3% | 85.0% | 0.0% |
|  | **test (4) sensitivity** | 100.0% | 100.0% | | | 30.0% | 30.0% | 0.0% |
|  | **test (4) associated group** | NC | HFHS | | | NC | HFHS |  |
| **Day zero** | **p-value test (1)** | 0.0015 | 0.0018 | | | 0.0015 | 0.0014 | 0.0010 |
|  | **p-value test (2)** | 0.1021 | 0.1021 | | | 1.0000 | 0.2258 | 0.7482 |
|  | **p-value test (3)** | 0.1255 | 0.4157 | | | 0.0031 | 0.0258 | 0.0031 |
|  | **p-value test (4)** | 0.0008 | 0.0018 | | | 0.0028 | 0.0008 | 0.0008 |
|  | **strength of association test (1)** | 72.5% | 66.2% | | | 69.3% | 74.6% | 78.6% |
|  | **strength of association test (2)** | 62.5% | 61.3% | | | 0.0% | 49.6% | 22.9% |
|  | **strength of association test (3)** | 57.7% | 42.0% | | | 90.5% | 73.4% | 90.5% |
|  | **strength of association test (4)** | 98.0% | 94.1% | | | 94.9% | 98.3% | 99.1% |
|  | **test (4) specificity** | 96.0% | 88.5% | | | 100.0% | 96.5% | 98.2% |
|  | **test (4) sensitivity** | 100.0% | 100.0% | | | 90.0% | 100.0% | 100.0% |
|  | **test (4) associated group** | NC | NC | | | HFHS | HFHS | NC |
| **Fold Change** | **p-value test (1)** | 0.0132 | 0.0426 | | | 0.0150 | 0.0426 | 0.0091 |
|  | **strength of association test (1)** | 68.6% | 50.4% | | | 65.9% | 49.3% | 78.6% |
| **Taxonomy** | **Phylum** | Firmicutes | Firmicutes | | | Firmicutes | Firmicutes | Bacteroidetes |
|  | **Class** | Clostridia | Clostridia | | | Clostridia | Clostridia | Bacteroidia |
|  | **Order** | Clostridiales | Clostridiales | | | Clostridiales | Clostridiales | Bacteroidales |
|  | **Family** | unclassified | Lachnospiraceae | | | Lachnospiraceae | Lachnospiraceae | Porphyromonadaceae |
|  | **Genus** | unclassified | unclassified | | | unclassified | unclassified | Barnesiella |

**Table S6.** **Top Reactome pathways of dysregulated genes (over-representation test) in mice fed with high-fat high-sucrose diet, normal chow, or both.**

**Table S7. Functional annotations of the dysregulated genes in HFHS+NC/NC/HFHS mice.** Top disease associations as obtained with the OpenTargets platform (genes = 75; *p*.value < 0.090; number of targets > 10). Top differential NC *versus* HFHS+NC genes from clusters 2 and 5.

| **Disease full name** | **Relevance (p-value)** | **Nb of associated targets** | **Therapeutic Area** | **Highest associated targets (max 10)** |
| --- | --- | --- | --- | --- |
| immune system disease | 0.0000 | 61 | immune system disease | TAZ PTCH1 NDUFAF4 GATAD2B MED4 POLR2A OR2L13 PHC2 DUPD1 NUFIP1 |
| autoimmune disease | 0.0000 | 50 | immune system disease | NDUFAF4 PTCH1 MED4 DUPD1 IQCH AFMID PKN3 LCE3C C1orf174 SIAH1 |
| immune system cancer | 0.0000 | 34 | immune system disease, cell proliferation disorder | PTCH1 GATAD2B MTRR OCIAD1 C1orf174 TBCC WDR43 EXOSC3 PLCD1 BICRA |
| inflammatory bowel disease | 0.0001 | 27 | immune system disease, gastrointestinal disease | PTCH1 MED4 DUPD1 IQCH LCE3C SIAH1 TTLL10 PHC2 WDR43 EXOC3 |
| colitis | 0.0002 | 22 | immune system disease, gastrointestinal disease | PTCH1 IQCH LCE3C SIAH1 PHC2 TTLL10 EXOC3 WDR43 UTP4 EXOSC3 |
| systemic autoimmune disease | 0.0004 | 20 | immune system disease | NDUFAF4 IQCH SCAMP2 LCE3C DUSP16 TBCC TAZ RRP8 RUVBL1 POLR2C |
| ulcerative colitis | 0.0200 | 20 | immune system disease, gastrointestinal disease | PTCH1 IQCH LCE3C SIAH1 TTLL10 EXOC3 WDR43 UTP4 EXOSC3 UBAC1 |
| Crohn's disease | 0.0900 | 15 | immune system disease, gastrointestinal disease | IQCH MED4 LCE3C TTLL10 MTRR MCRIP2 CCDC86 UBAC1 OCIAD1 TIMM10 |
| gastrointestinal disease | 0.0000 | 60 | gastrointestinal disease | AAAS PTCH1 DUSP16 NDUFAF4 TIMM23 MED4 POLR2A TAZ PHC2 SRSF6 |
| digestive system cancer | 0.0000 | 49 | gastrointestinal disease, cell proliferation disorder | PTCH1 DUSP16 NDUFAF4 TIMM23 TAZ SRSF6 IPO13 POLR2A GATAD2B UTP4 |
| colorectal cancer | 0.0000 | 41 | gastrointestinal disease, cell proliferation disorder | PTCH1 DUSP16 NDUFAF4 ELP1 SIAH1 MTRR PLCD1 RUVBL1 SRSF6 POLR2A |
| gastroenteritis | 0.0001 | 25 | gastrointestinal disease | PTCH1 IQCH LCE3C POLR2A SIAH1 PHC2 TTLL10 EXOC3 WDR43 UTP4 |
| nutritional or metabolic disease | 0.0000 | 54 | nutritional or metabolic disease | PIGA TAZ MTRR NDUFAF4 SENP2 IP6K2 PTCH1 SMN1 PHC2 SOX5 |
| diabetes mellitus | 0.0000 | 37 | pancreas disease, nutritional or metabolic disease | NDUFAF4 SENP2 AFMID PKN3 IQCH SMN1 PPIL3 PBX4 HNRNPF CRY1 |
| glucose metabolism disease | 0.0000 | 36 | nutritional or metabolic disease | NDUFAF4 SENP2 AFMID PKN3 IQCH SMN1 PPIL3 PBX4 HNRNPF CRY1 |
| type I diabetes mellitus | 0.0000 | 25 | pancreas disease, nutritional or metabolic disease, immune system disease, endocrine system disease | NDUFAF4 AFMID PKN3 IQCH MTRR TAZ RPP21 EXOSC3 HNRNPF SENP2 |
| nutritional disorder | 0.0030 | 23 | nutritional or metabolic disease | MTRR NDUFAF4 PTCH1 SOX5 PPIL3 SMN1 TAZ SIAH1 IP6K2 PLCD1 |
| overnutrition | 0.0090 | 20 | nutritional or metabolic disease | NDUFAF4 PTCH1 SOX5 PPIL3 TAZ SIAH1 MTRR PLCD1 CRY1 TBCC |
| Disorder of lipid metabolism | 0.0009 | 20 | nutritional or metabolic disease, genetic, familial or congenital disease | PIGA TAZ NDUFAF4 SOX5 PPIL3 SENP2 NSUN5 SMN1 PTCH1 PLCD1 |
| type II diabetes mellitus | 0.0020 | 19 | pancreas disease, nutritional or metabolic disease | NDUFAF4 SENP2 PBX4 MTRR PDF GTF3C4 HNRNPF UBAC1 OR2L13 DUPD1 |
| DNA repair deficiency | 0.0020 | 17 | nutritional or metabolic disease, genetic, familial or congenital disease | NDUFAF4 PTCH1 IP6K2 PHC2 PPIL3 RUVBL1 EXOSC3 MTRR TIMM23 SENP2 |
| Disorder of energy metabolism | 0.0200 | 15 | nutritional or metabolic disease, genetic, familial or congenital disease | TAZ NDUFAF4 SMN1 SOX5 AFMID SENP2 PPIL3 ELP1 OCIAD1 NSUN5 |
| carbohydrate metabolism disease | 0.0200 | 14 | nutritional or metabolic disease | PIGA PHC2 SOX5 ELP1 PPIL3 SMN1 SENP2 AFMID NSUN5 SCAMP2 |
| Mitochondrial disease | 0.0200 | 14 | nutritional or metabolic disease, genetic, familial or congenital disease | TAZ NDUFAF4 SMN1 SOX5 AFMID SENP2 ELP1 NSUN5 OCIAD1 TBCC |
| disorder of glycosylation | 0.0200 | 12 | nutritional or metabolic disease | PIGA PHC2 SOX5 SMN1 ELP1 PPIL3 NSUN5 SENP2 PTCH1 SCAMP2 |
| Lysosomal disease | 0.0050 | 12 | nutritional or metabolic disease, genetic, familial or congenital disease | SOX5 ELP1 NSUN5 SENP2 SMN1 SCAMP2 EXOSC3 CRY1 PTCH1 TBCC |
| Mitochondrial oxidative phosphorylation disorder | 0.0500 | 11 | nutritional or metabolic disease, genetic, familial or congenital disease | NDUFAF4 SMN1 SOX5 AFMID ELP1 SENP2 NSUN5 TBCC MTRR EXOSC3 |
| cancer | 0.0000 | 69 | cell proliferation disorder | PTCH1 DUSP16 NDUFAF4 POLR2A CBX4 GATAD2B RUVBL1 POLR2C PHC2 PLCD1 |
| carcinoma | 0.0000 | 63 | cell proliferation disorder | PTCH1 DUSP16 NDUFAF4 POLR2A CBX4 RUVBL1 POLR2C GATAD2B PHC2 HNRNPF |
| fibrosis | 0.0080 | 17 | cell proliferation disorder | PBX4 UTP4 SENP2 EXOSC3 PTCH1 HNRNPF TBCC MTRR PLCD1 LCE3C |
| infectious disease | 0.0000 | 44 | infectious disease | POLR2A DUSP16 AAAS POLR2D TAF12 POLR2C NDUFAF4 EXOSC3 SIAH1 NSUN5 |
| viral disease | 0.0002 | 29 | infectious disease | POLR2A POLR2D AAAS NDUFAF4 POLR2C TAF12 TBCC EXOSC3 SIAH1 SENP2 |
| bacterial disease | 0.0100 | 17 | infectious disease | DUSP16 MTRR EXOSC3 RRP8 PDF TBCC EXOC3 SMN1 PLCD1 TIMM23 |
| digestive system infectious disease | 0.0300 | 12 | infectious disease, gastrointestinal disease | NDUFAF4 EXOSC3 SIAH1 TBCC SMN1 MTRR RPP21 CRY1 RRP8 DUPD1 |
| injury | 0.0000 | 35 | injury, poisoning or other complication | NDUFAF4 OCIAD1 HNRNPF SIAH1 CRY1 EXOSC3 SOX5 PTCH1 PLCD1 AFMID |
| complication | 0.0200 | 13 | injury, poisoning or other complication | MTRR TBCC EXOSC3 PHC2 ELP1 SMN1 PIGA ATXN7L1 DUPD1 BICRA |
| Abnormality of the immune system | 0.0001 | 32 | phenotype | AAAS MED4 NDUFAF4 PKN3 IQCH EXOSC3 SNAPC1 MTRR TBCC DUSP16 |
| Abnormality of metabolism/homeostasis | 0.0000 | 31 | phenotype | MTRR NDUFAF4 PHC2 EXOSC3 CRY1 TAZ EXOC3 PIGA PTCH1 AFMID |
| Abnormality of the digestive system | 0.0020 | 21 | phenotype | NDUFAF4 PPIL3 SNAPC1 MTRR PTCH1 EXOSC3 TBCC SIAH1 RUVBL1 DUSP16 |
| inflammation | 0.0100 | 20 | phenotype | EXOSC3 NDUFAF4 MTRR DUSP16 PTCH1 PPIL3 TBCC CRY1 PLCD1 SOX5 |
| Increased inflammatory response | 0.0020 | 17 | phenotype | NDUFAF4 PKN3 IQCH SNAPC1 ZMYND19 LCE3C TIMM23 TBCC EXOSC3 RUVBL1 |
| Abnormality of body weight | 0.0080 | 11 | phenotype | NDUFAF4 EXOSC3 PLCD1 CBX4 PTCH1 TBCC MTRR ELP1 RPS19BP1 CRY1 |

**Table S8.** **Microbiota changes associated with high-fat high-sucrose diet switching to normal chow diet.** The test numbers in the Table refer to the method section. NC: normal chow diet, HFHS: high-fat high-sucrose diet, D0: day zero.

## Supplementary Figures

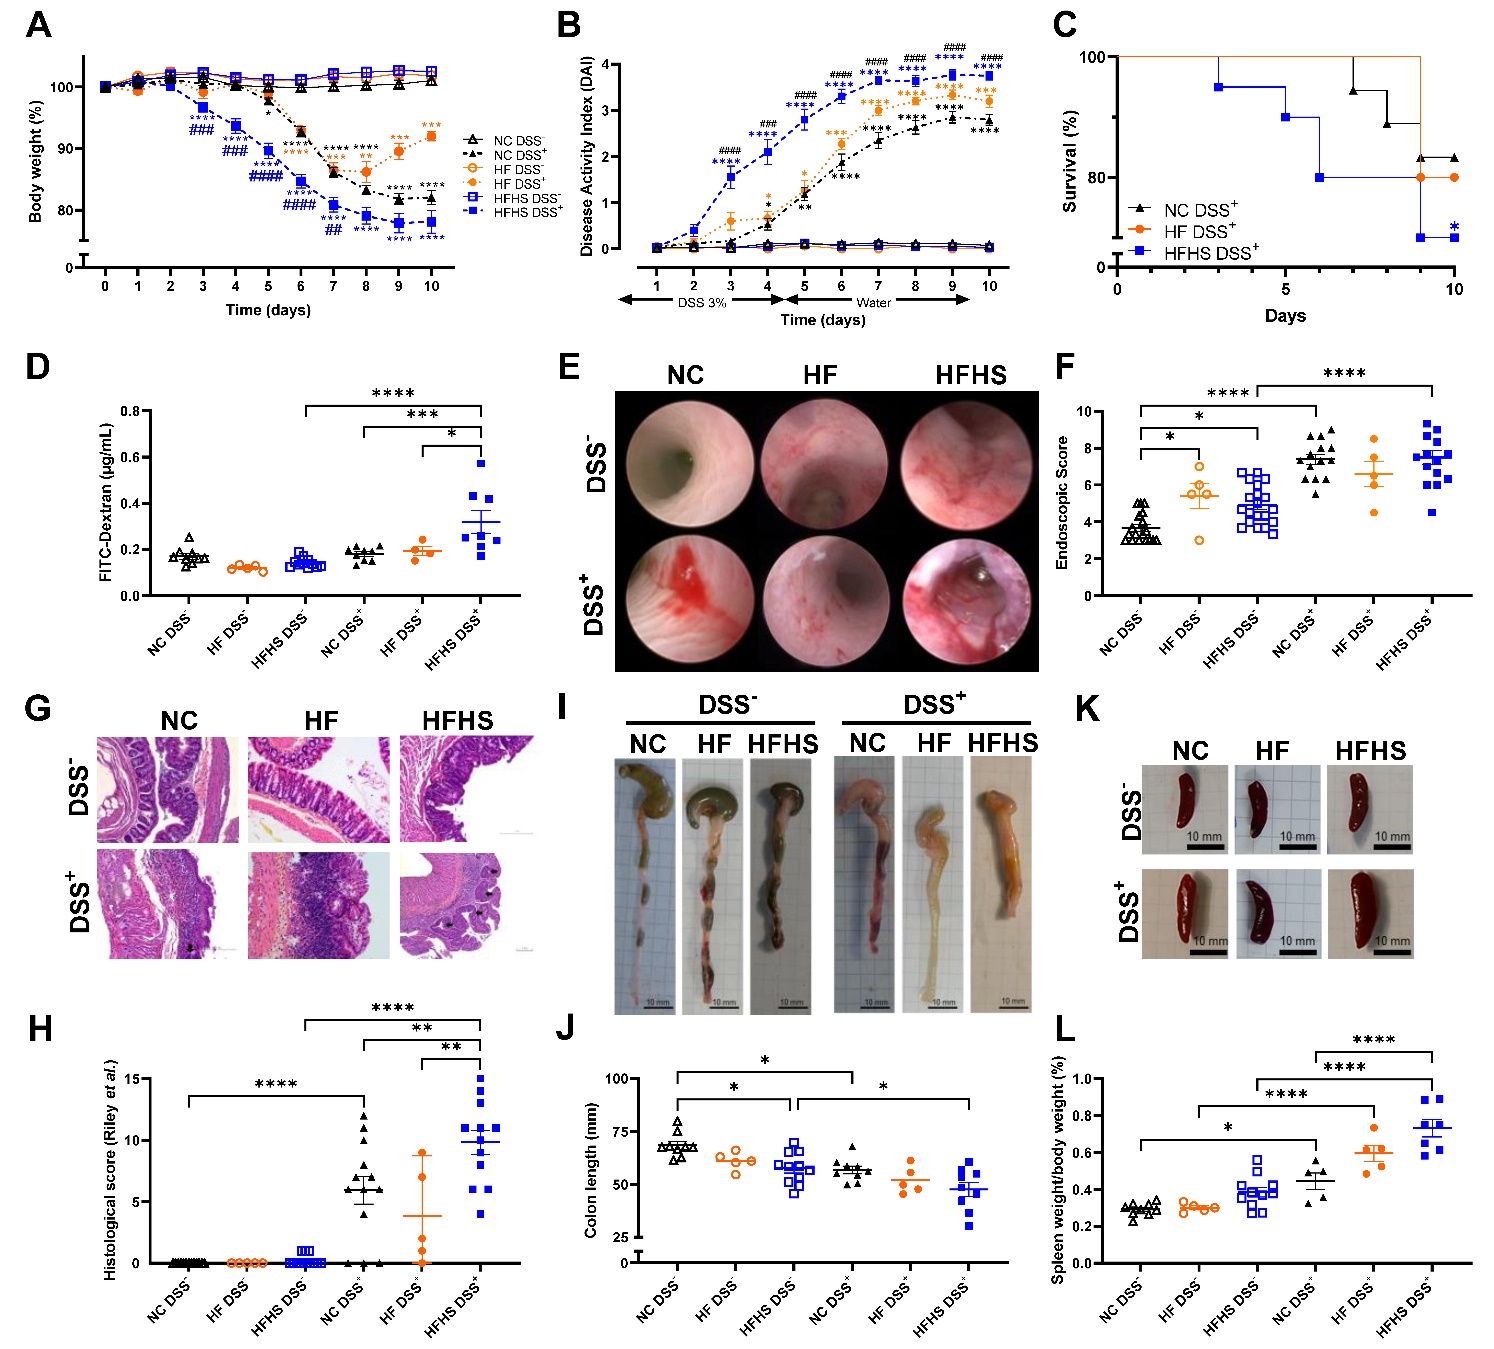

**Figure S1. High-fat high-sucrose diet exacerbates colitis rather than high-fat diet.** Mice were fed 8 weeks normal chow diet (NC) or High Fat (HF) diet or High-Fat High-Sucrose (HFHS) and colitis was induced for half of the animals with dextran sulfate sodium (DSS) in C57BL/6 mice (N ≥ 8 / group). Representative data from two independent experiments is shown. (A) Change in body weight of mice after DSS-induced colitis. (B) Colitis severity was assessed by Disease Activity Index (DAI). (C) Survival rate. (D) Gut permeability assessed by FITC-dextran recovered from the plasma of mice at day 5 of DSS-treatment after oral gavage. (E) Representative colonoscopy images and (F) Ulcerative colitis endoscopic index of severity (UCEIS) on day 10. (G) Representative sections of colon, arrows show epithelial dystrophies. Scale bars, 0.10 mm. (H) Histological scores on day 10. (I) Gross pictures of colons. Scale bars, 10 mm. (J) Colon lengths. (K) Gross pictures of spleens, scale bars: 10 mm. (L) Spleen weight to body weight ratio on day 10 of DSS-treatment. Means +/- SEM are plotted. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001 by ANOVA (two-way for A and B) for parametric data or Kruskal-Wallis if not. # *p* < 0.05, ## p < 0.01, ### *p* < 0. 001 between HFHS and NC groups. For survival rate, Log-rank (Mantel-Cox) test was used, * *p* < 0.05.

**Figure S2 (Separate file). Disturbance of immune response to colitis under high-fat high-sucrose diet.** (A) Immune cell population distribution. Rate of indicated immune cells in the mesenteric lymph nodes and the spleen of mice fed with normal chow diet (NC) or high-fat (HF) or high-fat high-sucrose diet (HFHS) or N = 5 per group. (B-D) Plasma and (E-G) colonic tissue levels of indicated cytokines on day 10 for untreated mice fed with normal chow diet (NC DSS^-^, N=4) or high-fat high-sucrose diet (HFHS DSS^-^, N=6) and colitic mice NC-fed (NC DSS^+^, N=4) or HFHS-fed (HFHS DSS^+^, N≥3) mice. Means +/- SEM are plotted. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 by ANOVA for parametric data or Kruskal-Wallis if not.

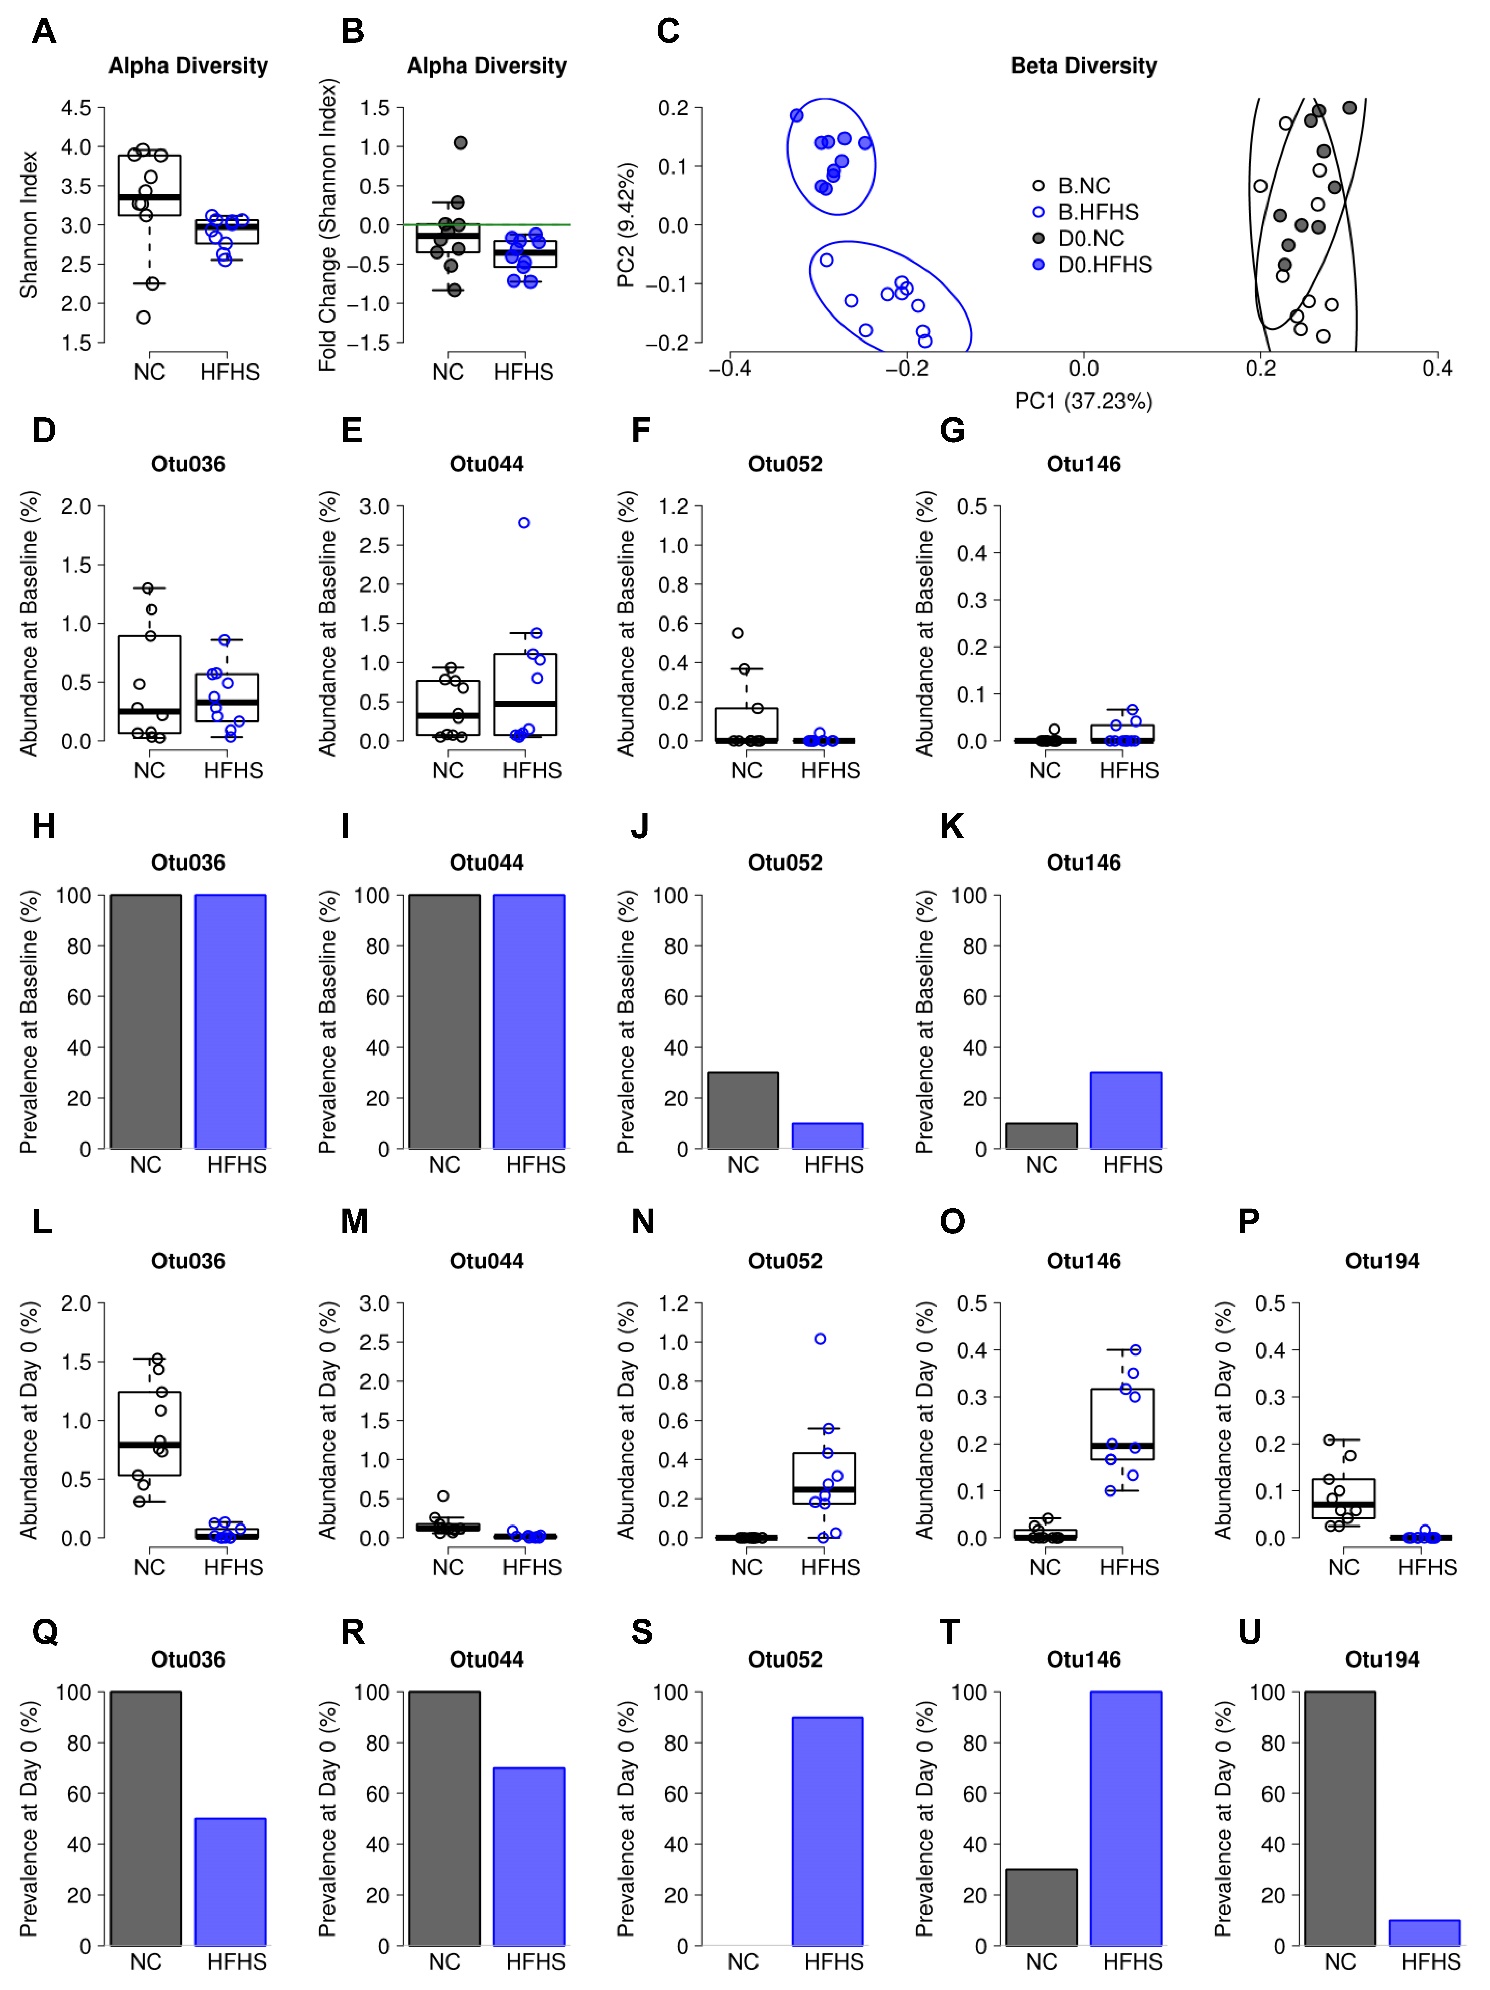

**Figure S3.** **High-fat high-sucrose diet dysbiosis.** (A) α-diversity measured by Shannon index of mice fed with normal chow diet (NC, N=10) *versus* high-fat high-sucrose diet (HFHS, N=9) at baseline (B). (B) Evolution of species richness measured by a fold change of Shannon index at D0 (day zero) relative to B. (C) Principal coordinate analysis (PCoA) of Jaccard β-diversity index showing NC-fed vs HFHS-fed mice, at B and at D0. (D-G) Indicator OTU's abundances at B and (L-P) at D0. (H-K) Corresponding prevalence at B and (Q-U) at D0.

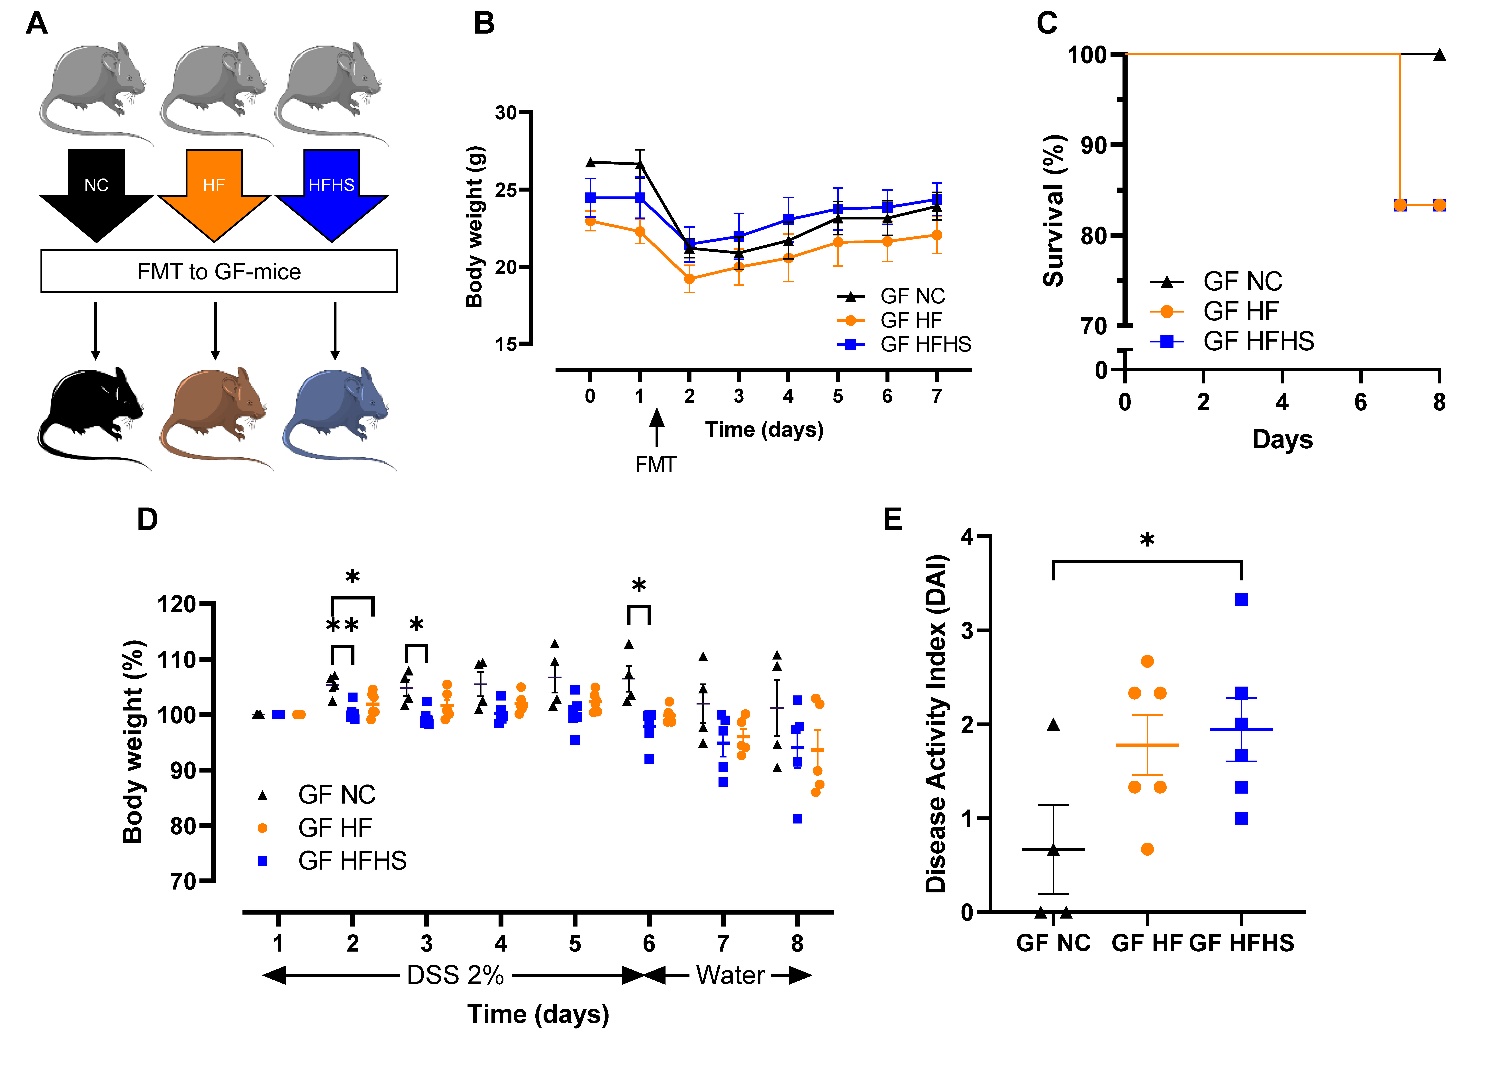

**Figure S4. Colitis worsening of high-fat high-sucrose diet-fed mice is transmissible.** (A) Experimental design. Feces collected from mice fed with high-fat high-sucrose Diet (HFHS) or high-fat (HF) or Normal Chow (NC) during 8 weeks were orally inoculated into Germ-Free (GF)-mice. Seven days after fecal transplant, recipient mice (N = 4 to 6 per group) were treated with 2% DSS for 5 days. (B) Body weight change after Fecal Microbiota Transplantation (FMT) experiment. (C) Survival rate. (D) Body weight change during colitis. (E) Disease Activity Index (DAI) at day 8. Means +/- SEM are plotted. * *p* < 0.05, ** *p* < 0.01, by ANOVA for parametric data or Kruskal-Wallis if not. For survival rate, Log-rank (Mantel-Cox) test was used.

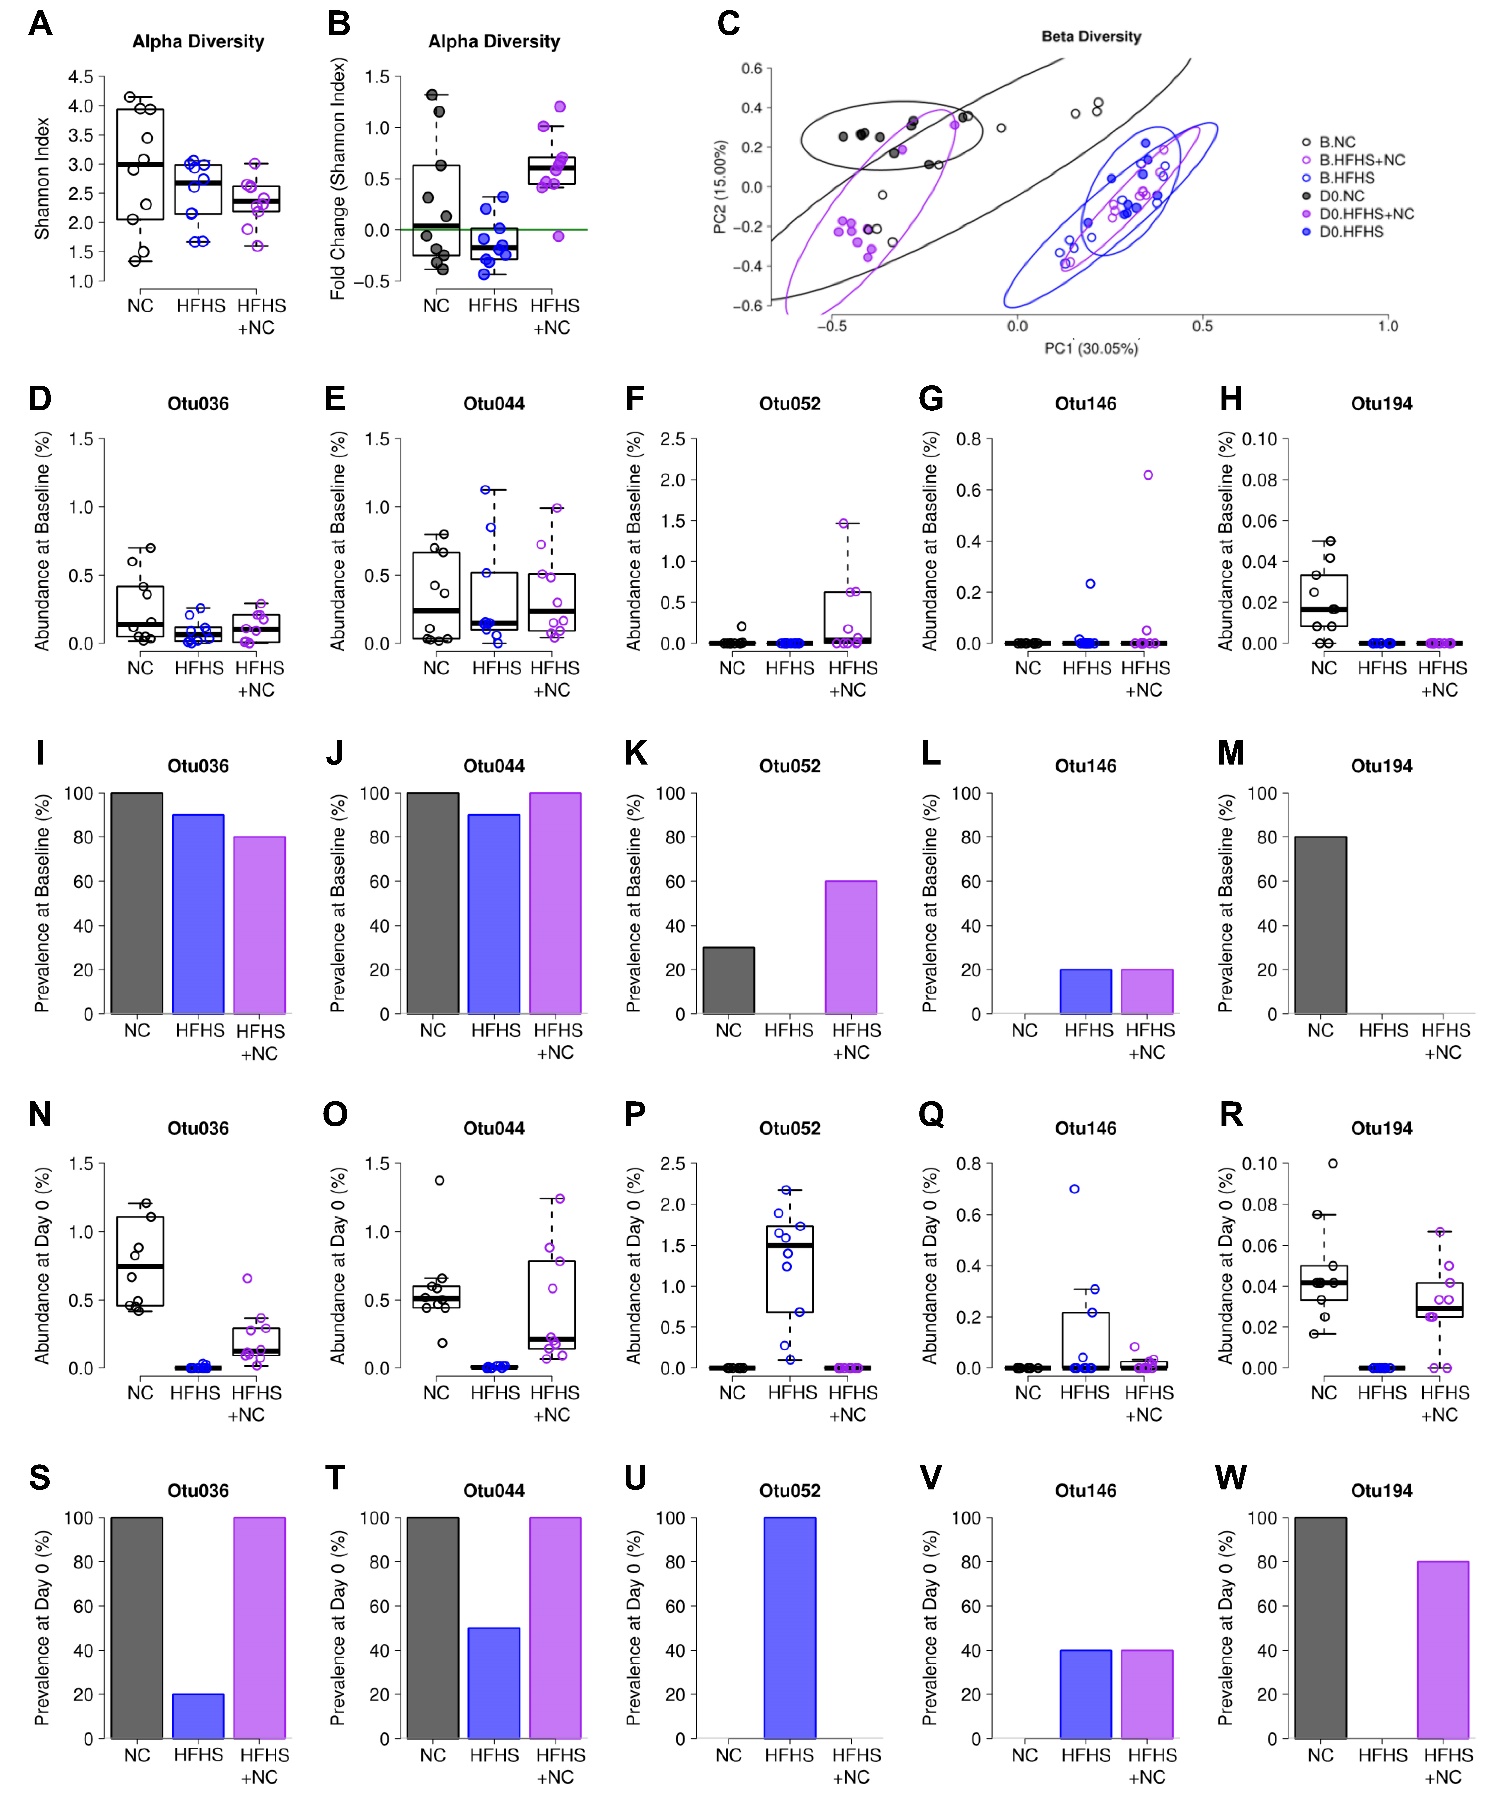

**Figure S5. Normal chow diet reverts some of the high-fat high-sucrose-associated dysbiosis.** (A) α-diversity measured by Shannon index of mice fed with normal chow diet (NC, N=10), high-fat high-sucrose diet (HFHS, N=10) or HFHS+NC (N=10) at baseline (B). (B) Evolution of species richness measured by a fold change of Shannon index at day zero (D0) relative to B. (C) Principal coordinate analysis (PCoA) of Bray-Curtis β-diversity index showing NC-fed, HFHS-fed, or HFHS+NC-fed mice, at B and at D0. (D-H) Abundances at B and n-r at D0, and (I-M) corresponding prevalence at B and (S-W) D0 of the five OTUs identified as indicator for diet in the 8-weeks experiment.

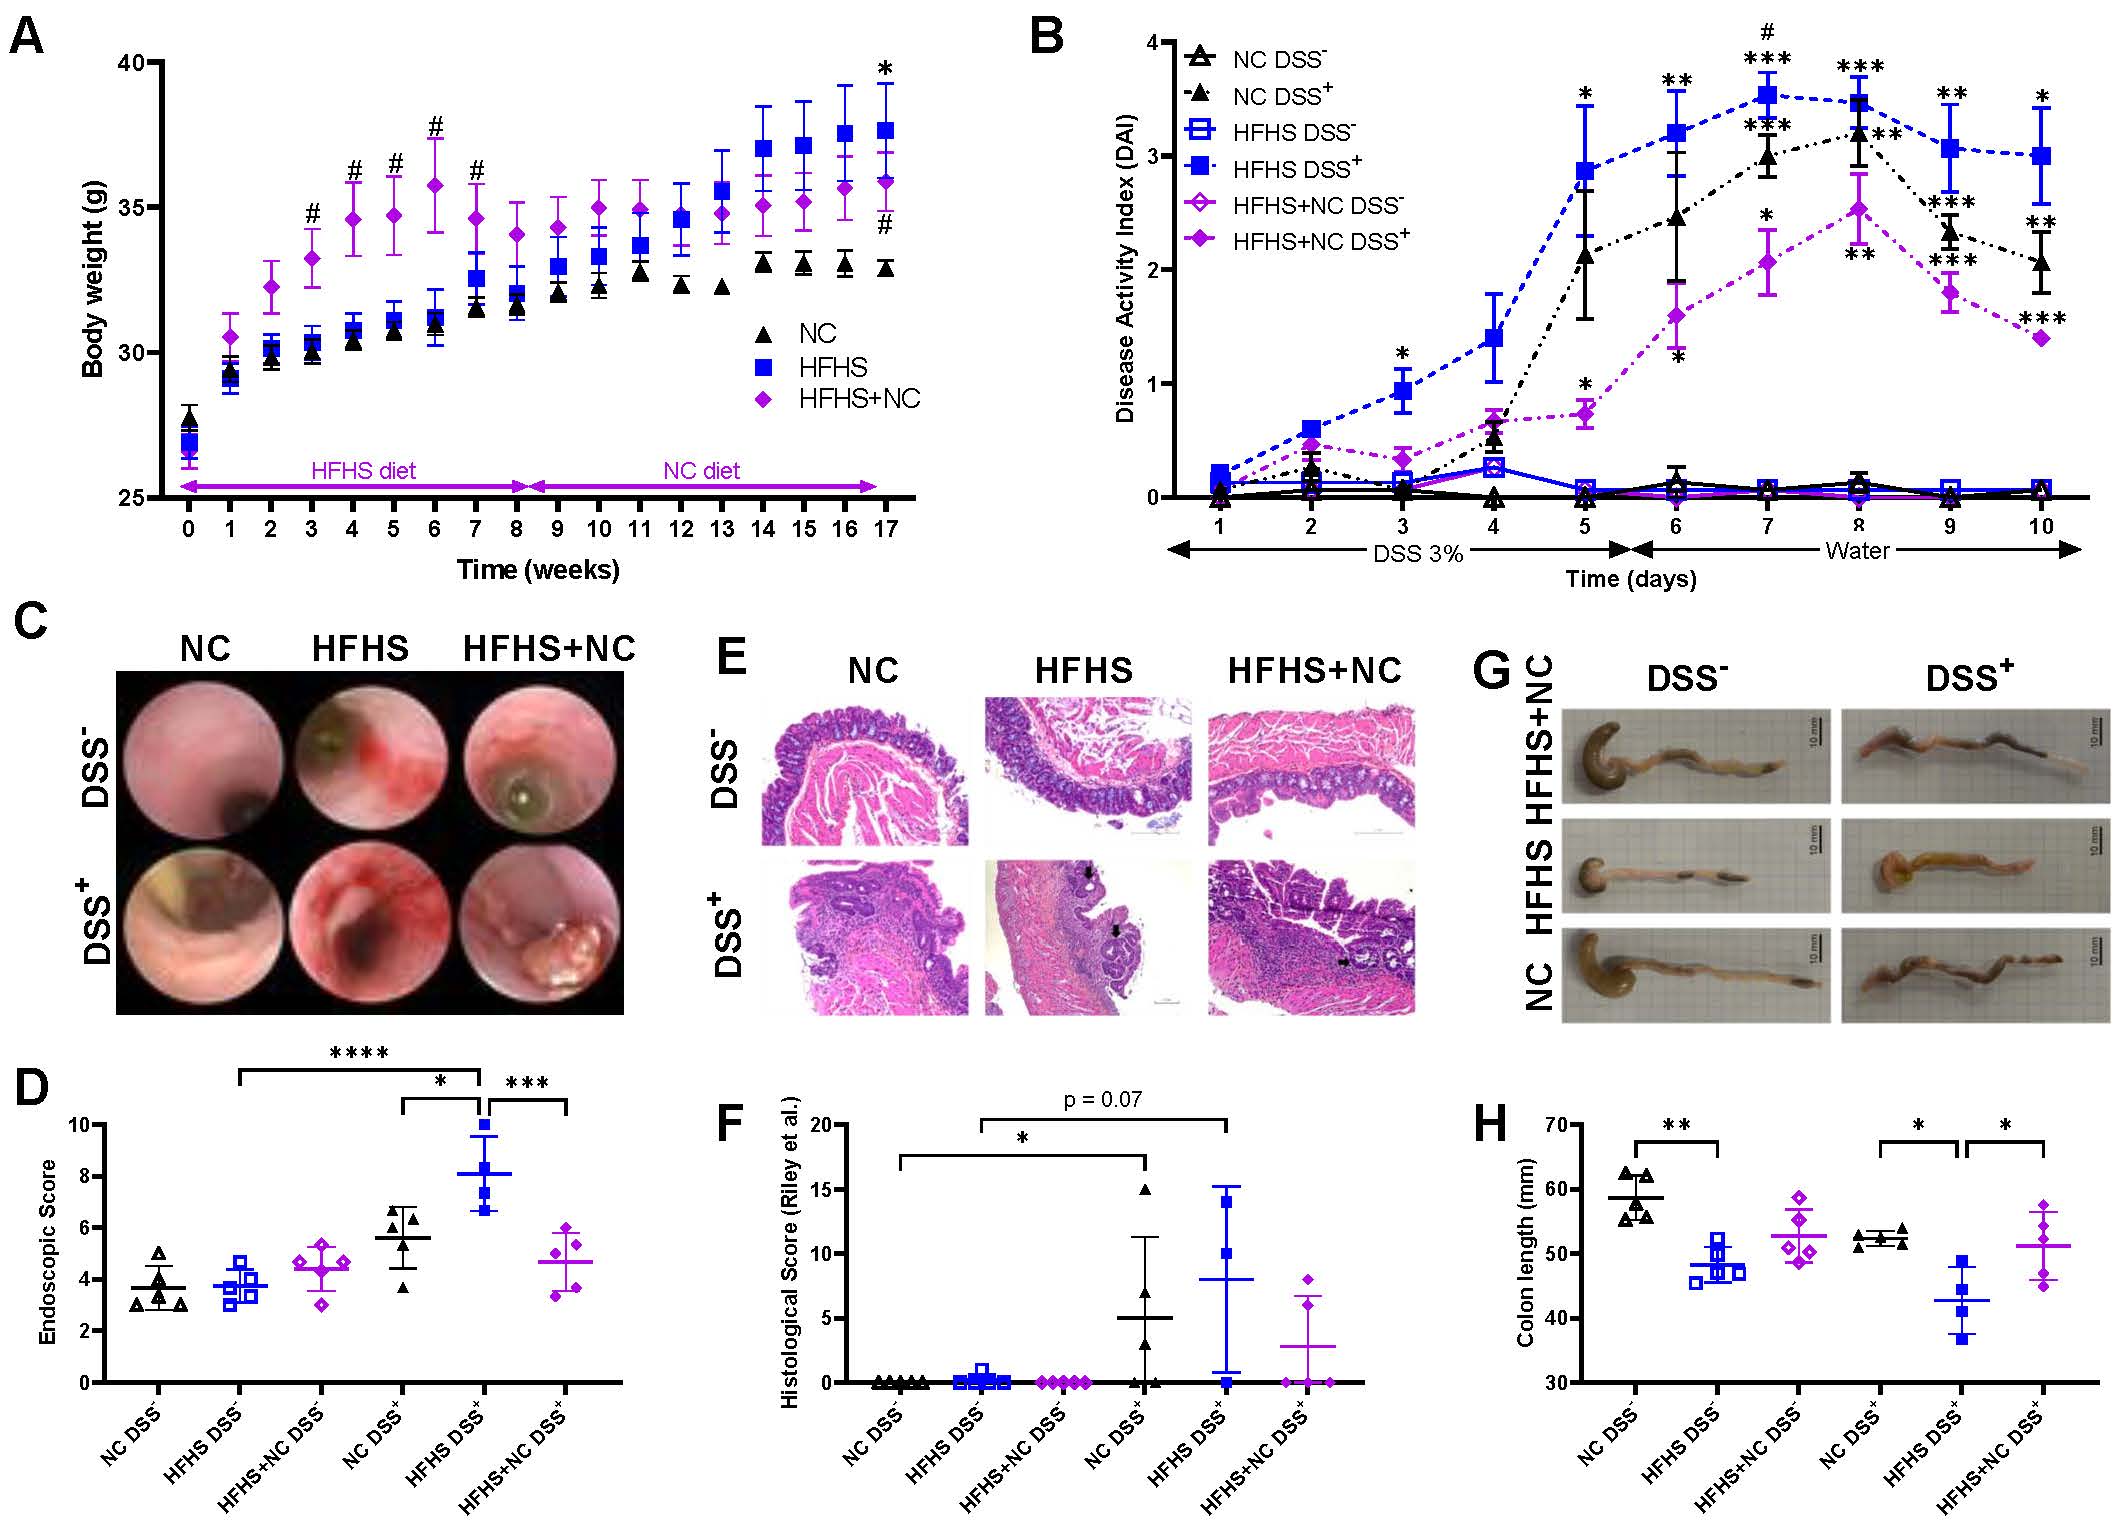

**Figure S6. Cessation of fat and sugar overconsumption restoring during colitis.** Mice were fed 16 weeks normal chow diet (NC) or High-Fat High-Sucrose (HFHS) or 8 weeks HFHS before switching back to NC for 8 weeks. Colitis was induced for half of the animals with dextran sulfate sodium (DSS) in C57BL/6 mice (N ≥ 8 / group). (A) Change in body weight during diet experiment. (B) Colitis severity was assessed by Disease Activity Index (DAI). (C) Representative colonoscopy images and (D) Ulcerative colitis endoscopic index of severity (UCEIS) on day 10. (E) Representative sections of colon, arrows show epithelial dystrophies. Scale bars, 0.10 mm. (F) Histological scores on day 10. (G) Gross pictures of colons. Scale bars, 10 mm. (H) Colon lengths. Means +/- SEM are plotted. * p < 0.05, ** p < 0.01, **** p < 0.0001 by ANOVA for parametric data or Kruskal-Wallis if not. # p < 0.05, ## p < 0.01, ### p < 0. 001 between HFHS and NC groups.

**Figure S7 (Separate file). Microbiota composition of each group.** (A) High-fat high-sucrose Diet mice and (B) HFHS then switching to normal chow diet mice. Biomarker counts (a) Venn-diagram of the OTUs identified as indicator of diet x treatment condition at baseline (B), day zero (D0), and fold change (FC). For D0, the number in brackets refers to OTUs associated with diet x treatment with a *p*.value ≤ 0.10. The dotted black lines indicate the number of indicator OTUs with a *p*.value ≤ 0.05 for one time point and ≤ 0.10 for the other time point. Comparison of the microbial composition of the entire community ("all") and subsets of the community composed only of the indicator OTUs.

**Figure S8 (Separate file). Spleen and mesenteric lymph nodes flow cytometry analysis.** Gating Strategy for flow cytometry analysis in spleen and mesenteric lymph nodes

**Dataset S1 (separate file). Differentially expressed genes between all groups.**

**Dataset S2 (separate file). Scripts for the processing of the raw 16S sequences in usearch and mothur.**

**Dataset S3 (separate file). Number of sequences per sample throughout the processing steps.**

**Dataset S4 (separate file). Formatting scripts for OTU and count Tables.**

**Dataset S5 (separate file). Final OTU and MetaData Tables used for the analysis, together with corresponding script**

How the deposited data were processed for this re-analysis (not part of the article)

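Colonic RNA of 37 mice was measured on Affymetrix Mouse Clariom S arrays, 1 array per mouse. The groups were NC (5 arrays), HFHS for 8 weeks (5), HFHS for 16 weeks (5) and HFHS followed by NC (HFHS+NC, 5) without DSS, and the same diets with DSS (4, 5, 4 and 4 arrays, written NC DSS+, HFHS 8 weeks DSS+, HFHS 16 weeks DSS+ and HFHS+NC DSS+). The deposited values are log2 intensities of 22142 probe sets, which the authors made with the oligo package, per the sample labels, in a version that is not given. The paper's methods describe a ComBat correction for batch without naming the batches, and nothing in the deposit shows whether its values come before or after that correction. The deposited log2 values ran from 5.24 to 14.0, the array medians from 7.71 to 8.79 and the array SDs from 1.28 to 1.49, and the brightest array median was 2.12 times the dimmest, so the values were not equal in distribution between arrays.

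The values were quantile-normalized over all 37 arrays, which gave a common median of 8.30 on the log2 scale. Before the data were examined, most comparisons, their tests, the alternatives, 40 gene lists and the rule for naming genes had been fixed. The values as deposited were then the main scale and quantile normalization an alternative. Once the arrays proved to differ in distribution these were exchanged, and the values as deposited are reported as an alternative. The comparisons of HFHS+NC with HFHS 8 weeks and of HFHS 8 weeks DSS+ with NC DSS+ were not fixed in advance. Nor was the difference of the DSS effect between HFHS 8 weeks and NC. As deposited, the first principal component of the residuals held 66.2% of their variance and correlated with the array median at r = 0.646 over 37 arrays; after quantile normalization the first component held 23.7%.

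Of the probe sets, 19527 carry 1 gene symbol (19494 distinct symbols, all found in the reference table of genes and 0 updated), 2615 carry none and 0 carry several. A gene with several probe sets is represented by the brightest on average. The genes Hspa8 and Dnaja1 that the paper names carry no symbol in the table and are left out. Diet comparisons used limma 3.58.1 in R 4.3.3 on the 20 arrays without DSS, and comparisons with DSS on all 37, with 1 mean per group, empirical Bayes moderation without trend or robust fitting, and Benjamini-Hochberg adjustment over all probe sets. Of the comparisons made, only HFHS 8 weeks DSS+ versus NC DSS+ met the rule taken for a pairing by replicate number. The rule was that every correlation of same-numbered arrays is over 0.1 (0.110 to 0.339). Of 28 pairs of groups 3 met it, and neither the labels nor the paper describe a pairing, so it may be chance. The threshold was an adjusted p of 0.05, and counts with a fold change over 1.3 are given as well. Group means and SDs are of the normalized log2 values. With 4 or 5 arrays per group, the number of arrays limits the precision. The procedure was tested on data simulated from the gene means and residual spread of the 20 arrays without DSS. For HFHS 8 weeks versus NC it found 85 of 100 genes shifted by 0.585 on the log2 scale and 98 of 100 shifted by 1. It made 5 false calls among 21942 unshifted probe sets and called 0 of 39 unshifted lists. The simulated noise was independent between genes and without array sets, so false calls in the real arrays can be more frequent.

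The genes named are those the paper names in its text or shows in Figures 3C, 3D and 5C to 5E, the 5 genes with the largest log2 fold change in each direction among those past the threshold in a comparison, and up to 4 members with the smallest p of each gene list described. The values of the paper's genes in its figures and in the first rows of its table had been seen. Other genes are named only as members of small counts or among the most varying genes. The gene lists cover the heat shock response, the ER unfolded protein response, autophagy, p53 targets, the circadian clock, cold-inducible RNA-binding proteins, class I MHC antigen processing, proteasome subunits, splicing factors, translation initiation factors, gluconeogenesis, fatty acid oxidation, fatty acid synthesis, cholesterol synthesis, junctions, mucus and goblet cells, antimicrobial defence, inflammatory genes, antioxidant genes, short-chain fatty acid transport, proliferation, posterior Hox genes and the markers of 18 cell types. Each list was tested with camera at an inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. Of 127 list calls, 1 held with an estimated correlation, that of antimicrobial genes in HFHS+NC DSS+ versus HFHS+NC.

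The array sets were found without the conditions. The 200 probe sets whose values best split the arrays into 2 parts were clustered by k-means into set 1 (18 arrays, deposited medians 7.71 to 8.38) and set 2 (19 arrays, 8.29 to 8.79), and 4077 probe sets followed the split. This step was chosen after the data were seen. On data simulated with 2 sets, a shift of 1 on the log2 scale between them and independent noise, it recovered the set of 37 of 37 arrays. Data without sets were not simulated, and the clustering always gives 2 sets. The 4077 probe sets were counted on the arrays that defined the sets, so neither number shows that the sets are real.

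The alternatives were the values as deposited, the array medians subtracted, all 37 arrays in one fit, only the arrays of the groups compared, array weights, trend and robust moderation, probe sets not above the 25th percentile of intensity in at least 5 arrays left out (17577 kept, above a limit of 7.45), the first residual component as a covariate, the replicate number as a block, an estimated correlation for the lists, and leaving out each array in turn. Added later were the array set as a block, fits within each array set, and only the probe sets with a symbol. Each count was also compared with those of up to 100 splits of the same arrays, the real one included (random seed 151400). The share of the 8-week change left was first tested on genes past the threshold in part of the arrays, which left few genes, and then on the 160 genes with the smallest p there; the values of the second choice are given. Pathway and OpenTargets enrichments of the paper were not rerun, since their gene sets are not among the files.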

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

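Of the tests in this part, those of the extremes, of the switch to NC, of the time of day, of the array sets for the heat shock genes and of all explanations of the DSS effect were chosen only after the result was seen. The test of the array sets for the share left was set before its result. The array sets and that share were themselves chosen after the data were seen. The rules of 2 of the tests chosen after the result were also changed after their own first result. For the time of day, the first rule asked only that the arms of the clock list move apart, which they did (0.628), and by it the time of day would have counted as an explanation of the heat shock pattern; the relation within groups was then added and left it open. For the extremes, genes were first chosen by the threshold, which left few genes (median 4; 49 of 100 choices used; share left 0.547, SD 0.125, in HFHS 16 weeks and 0.686, SD 0.101, in HFHS+NC), and then by the smallest p (0.588 and 0.551).

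The genes that differed after 8 weeks of HFHS lay closer to NC in both later groups, with a median share of the change left of 0.516 in HFHS 16 weeks and 0.513 in HFHS+NC. Picking genes at their extremes does not account for all of it, since with genes and values from different arrays the share left was 0.588 (SD 0.0946, from 0.420 to 0.851 over 100 choices) in HFHS 16 weeks and 0.551 (SD 0.126, from 0.342 to 0.892) in HFHS+NC. The array sets do not account for all of it either, with a share of 0.519 in HFHS 16 weeks with the set as a block, although within set 2, which holds 1 array of HFHS 8 weeks, the return, 1 minus the share, was only 0.263 in HFHS 16 weeks and 0.144 in HFHS+NC. The switch to NC cannot account for the share of 0.516 in HFHS 16 weeks mice, which did not change diet, but may add to the return in HFHS+NC mice, where Cyp2c55 (12.11 in NC, 10.63 at 8 weeks, 10.16 at 16 weeks, 11.87 in HFHS+NC) and 2310079G19Rik (10.43, 9.08, 9.00 and 10.20) lay near NC. The age of the mice, 18 weeks at 8 weeks of HFHS and 26 weeks in the other groups, may account for part of the 8-week change and stays open as untested.

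Heat shock genes were lower than NC in HFHS 8 weeks, HFHS 16 weeks and HFHS+NC, by −0.24 (standard error 0.058) for the list mean of the 3 groups against NC. The list holds genes the paper picked from these same mice. The array sets do not account for this difference, with −0.249 (standard error 0.059) with the set as a block. With the colonocyte, smooth muscle and plasma cell list means as covariates it was −0.216 (standard error 0.065). A change in these 3 cell types, as far as their list means measure it, does not account for all of the difference. Other cell types were not adjusted for, so a change in the mix of cells stays open. The time of day at sampling could move heat shock and clock genes together. The arms of the clock list moved apart by 0.628 between the 3 groups and NC (2-sided permutation test, p = 0.000709), but within groups the arm difference did not follow the heat shock mean over 20 arrays (Pearson r = −0.181, permutation p = 0.452; Spearman correlation = −0.114, permutation p = 0.649; r = 0.0245 without the 2 arrays farthest out). The time of day and the diet cannot be told apart here, since no sampling times are given and NC is 1 group, and a lower heat shock response after HFHS stays a hypothesis.

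In a comparison not fixed in advance, the DSS effect differed between HFHS 8 weeks and NC in 634 probe sets, 239 higher and 395 lower (12 on the values as deposited, all lower), a difference between groups tested as an interaction. The array sets do not account for it, since 1344 probe sets passed with the set as a block, with all 634 among them, although 2 passed within set 1 and 0 within set 2 (limma). A single outlying array does not either, since at least 294 passed when 1 array was left out (without NC DSS+ replicate 2, with 290 of the 634 among the 294). Stronger inflammation in HFHS 8 weeks mice under DSS is a candidate explanation, with a difference of 1.05 (standard error 0.59) in the neutrophil list mean and 0.46 (standard error 0.249) in the inflammatory one, and neither is larger than its error by enough to decide it. By the labels, HFHS 8 weeks mice weighed 23.2 ± 3.2 g with DSS and 33.8 ± 2.8 g without (SD, n = 5 each). NC mice weighed 28.7 ± 2.3 g with DSS (SD, n = 4) and 32.7 ± 0.9 g without (SD, n = 5). The paper reports more severe DSS colitis on HFHS than on NC, and its methods allow an earlier end for mice with large weight loss. Severity and time of sampling are therefore not separated from diet here. The higher age of the NC mice stays open as untested.

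The DSS effect also differed between HFHS 16 weeks and NC, in 4 probe sets, of Dnajb1 (0.88, adjusted p = 0.0170), Gnpda1 (−0.97, 0.0224), Pdgfa (0.80, 0.0412) and Tfpt (0.59, 0.0412), as log2 fold changes from limma. Without 1 array their adjusted p rose to 0.0754 (HFHS 16 weeks DSS+ replicate 2), 0.0918 (NC DSS+ replicate 2), 0.159 (NC DSS+ replicate 4) and 0.130 (HFHS 16 weeks DSS+ replicate 2). The count of 4 was 0 on the values as deposited, with the array medians subtracted and with only the arrays of the groups compared. It was 1 with the replicate block, 2 with trend and robust moderation and 13 with array weights. The arrays of DSS-treated mice, which the paper's text does not analyse, although its supplementary table lists genes for NC and HFHS mice with DSS, gave 1440 probe sets for NC DSS+ versus NC, 226 for HFHS 8 weeks DSS+ versus HFHS 8 weeks, 36 for HFHS 16 weeks DSS+ versus HFHS 16 weeks and 1 for HFHS+NC DSS+ versus HFHS+NC. Single arrays stood apart from the other arrays of their group in 8 of the 88 groups of values tested, where chance gives about 1 in 20. The mucus list mean was 10.93 in HFHS 16 weeks replicate 1, against 10.67 to 10.72 in the others. The endothelial list mean was 8.85 in HFHS 16 weeks replicate 3, against 8.58 to 8.64. The exocrine pancreas list mean was 10.13 in HFHS 8 weeks replicate 2, against 8.28 to 8.38, and 12.18 in HFHS 16 weeks replicate 5, against 8.06 to 8.33. The proteasome list mean was 10.69 in NC replicate 1, against 10.84 to 10.87. In HFHS+NC replicate 3 the list mean of the translation initiation factors was 10.04, against 10.21 to 10.23, and that of the splicing factors 9.91, against 10.08 to 10.12. The mean correlation of HFHS 16 weeks DSS+ replicate 2 with the arrays of its group was 0.959, against 0.976 to 0.979.

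Splits of the same arrays, each count with the real split included, exclude chance for HFHS 16 weeks versus NC, where 2 of 100 splits gave as many (33 probe sets against 657 in the highest other split); HFHS 8 weeks versus NC, where 2 of 100 splits gave as many (160 probe sets against 949 in the highest other split); HFHS+NC versus NC, where 2 of 100 splits gave as many (33 probe sets against 105 in the highest other split); HFHS+NC versus HFHS 16 weeks, where 4 of 100 splits gave as many (3 probe sets against 1348 in the highest other split); NC DSS+ versus NC, where 1 of 100 splits gave as many (1440 probe sets against 915 in the highest other split); HFHS 8 weeks DSS+ versus HFHS 8 weeks, where 2 of 100 splits gave as many (226 probe sets against 506 in the highest other split); the difference of the DSS effect between HFHS 16 weeks and NC, where 1 of 100 splits gave as many (4 probe sets against 1 in the highest other split); HFHS+NC versus HFHS 8 weeks, where 2 of 100 splits gave as many (10 probe sets against 68 in the highest other split); the difference of the DSS effect between HFHS 8 weeks and NC, where 1 of 100 splits gave as many (634 probe sets against 357 in the highest other split). Excluded means here only that under 5 of 100 splits gave as many, without correction over the comparisons. The splits also ignore the array sets. Where another split gave more than the real count, they do not decide whether chance accounts for it. The real count was the highest only for NC DSS+ versus NC and each difference of the DSS effect. The 3 probe sets of HFHS+NC versus HFHS 16 weeks fell to 0 with the replicate block. Even in this sense chance is not excluded for HFHS 16 weeks DSS+ versus HFHS 16 weeks. There 5 of 100 splits gave as many (36 probe sets against 179 in the highest other split). Nor is it for HFHS+NC DSS+ versus HFHS+NC. There 9 of 100 splits gave as many (1 probe sets against 501 in the highest other split). With a real count of 0 (limma), the splits test nothing in HFHS 16 weeks versus HFHS 8 weeks (100 of 100 gave as many, the highest 80) and HFHS 16 weeks DSS+ versus NC DSS+ (35 of 35 gave as many, the highest 1). For HFHS 16 weeks versus NC and HFHS+NC versus HFHS 16 weeks the highest other split parts the arrays exactly by array set. For HFHS 8 weeks versus NC, HFHS 8 weeks DSS+ versus HFHS 8 weeks and HFHS 16 weeks versus HFHS 8 weeks it puts all arrays of set 2 on 1 side. Splits that call several times the real count point to this structure of the samples, which the splits do not take into account; with the array set as a block, these 5 counts were 68, 4, 236, 932 and 25, and within sets 1 and 2 that of HFHS 8 weeks versus NC was 0 and 1 (limma). For HFHS 8 weeks DSS+ versus NC DSS+, 3 of 100 splits gave as many (428 against 1111 in the highest other). Its replicate numbers met the rule for a pairing by correlation, which no label gives. If they do pair the arrays, the 16 splits that part all 4 pairs are too few for a share under 0.05 (428 against 247 in the highest other). The difference of the DSS effect between HFHS 8 weeks and NC holds the same paired groups, and with these pairs kept parted 1 of 100 splits gave as many as the real 634 (the highest other 6).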

How the results depend on the processing

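Across the 245 called values of named genes, none reversed in any alternative; 54 kept their call on the values as deposited, 175 with the array medians subtracted, 190 with the replicate block, 154 with only the arrays of the groups compared, 224 with the array set as a block, 225 with trend and robust, and 245 with array weights, with the dim probe sets left out or with the first residual component. The first residual component is taken after the group means are removed, so it leaves the fold changes as they are and mainly lowers the residual spread. Calls kept or gained with it are therefore not an independent check. Of 72 rerun with all 37 arrays in one fit, 20 kept their call, of 227 within array set 1 28, of 245 within set 2 53, and of the 2792 calls rerun with 1 array left out 1736. Of the 127 called gene lists, 1 kept its call with an estimated correlation, 113 on the values as deposited, 108 with the array medians subtracted, 114 with the array set as a block, 99 with array weights and 120 to 127 with the others fixed in advance that reran them all. Alternatives that use the array sets, only the probe sets with a gene symbol, or the return of the HFHS 8 weeks genes were chosen after the data were seen. A comparison within array set 1 of HFHS 16 weeks DSS+ could not be fitted, since none of its arrays is in that set, and log2 values near the background limit what dim probe sets can show (17577 stayed above the limit of 7.45). The values as deposited shift the median log2 fold change of all genes by 0.12 in HFHS+NC versus NC and in HFHS 16 versus 8 weeks, 0.23 in NC DSS+ versus NC, 0.30 in HFHS 16 weeks DSS+ versus HFHS 16 weeks, −0.20 in HFHS+NC DSS+ versus HFHS+NC, 0.13 in HFHS 16 weeks DSS+ versus NC DSS+, 0.18 in HFHS+NC versus HFHS 8 weeks, −0.28 in HFHS 8 weeks DSS+ versus NC DSS+ and −0.22 in the DSS effect of HFHS 8 weeks against NC, relative to quantile normalization. In HFHS 8 weeks versus NC this shift was −0.064, and in HFHS 16 weeks versus NC 0.061. Of 122 pairs of arrays with the same number in different groups, over 28 pairs of groups, 31 correlated best with their own number. In 25 pairs of groups the replicates share only a number; in 3, every correlation was over 0.1, and of these only NC DSS+ and HFHS 8 weeks DSS+ are compared (0.110 to 0.339), with 365 genes past the threshold in HFHS 8 weeks DSS+ versus NC DSS+ with the replicate block.

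The following counts of genes past the threshold from limma moved by more than 1.5 times, and the cause was not tested. All 37 arrays in one fit gave 3 for HFHS 16 weeks versus NC, 51 for HFHS 8 weeks versus NC, 8 for HFHS+NC versus NC, 1 for HFHS+NC versus HFHS 16 weeks, 2 for HFHS 16 weeks versus HFHS 8 weeks, 2 for HFHS+NC versus HFHS 8 weeks. Only the arrays of the groups compared gave 5 for HFHS 16 weeks versus NC, 539 for HFHS 8 weeks versus NC, 0 for HFHS+NC versus HFHS 16 weeks, 2238 for NC DSS+ versus NC, 17 for HFHS 8 weeks DSS+ versus HFHS 8 weeks, 3 for HFHS 16 weeks DSS+ versus HFHS 16 weeks, 69 for HFHS+NC DSS+ versus HFHS+NC, 0 for the DSS effect in HFHS 16 weeks against NC, 23 for HFHS+NC versus HFHS 8 weeks, 88 for HFHS 8 weeks DSS+ versus NC DSS+, 1173 for the DSS effect in HFHS 8 weeks against NC. Values as deposited gave 4 for HFHS 16 weeks versus NC, 9 for HFHS 8 weeks versus NC, 0 for HFHS+NC versus NC, 1 for HFHS 16 weeks versus HFHS 8 weeks, 151 for NC DSS+ versus NC, 14 for HFHS 8 weeks DSS+ versus HFHS 8 weeks, 0 for HFHS+NC DSS+ versus HFHS+NC, 0 for the DSS effect in HFHS 16 weeks against NC, 1 for HFHS+NC versus HFHS 8 weeks, 41 for HFHS 8 weeks DSS+ versus NC DSS+, 12 for the DSS effect in HFHS 8 weeks against NC. First residual component as covariate gave 214 for HFHS 16 weeks versus NC, 562 for HFHS 8 weeks versus NC, 146 for HFHS+NC versus NC, 71 for HFHS+NC versus HFHS 16 weeks, 48 for HFHS 16 weeks versus HFHS 8 weeks, 2217 for NC DSS+ versus NC, 1138 for HFHS 8 weeks DSS+ versus HFHS 8 weeks, 277 for HFHS 16 weeks DSS+ versus HFHS 16 weeks, 6 for HFHS+NC DSS+ versus HFHS+NC, 55 for HFHS+NC versus HFHS 8 weeks, 1458 for HFHS 8 weeks DSS+ versus NC DSS+, 1587 for the DSS effect in HFHS 8 weeks against NC. Array set as a block gave 68 for HFHS 16 weeks versus NC, 152 for HFHS+NC versus NC, 25 for HFHS 16 weeks versus HFHS 8 weeks, 932 for HFHS 8 weeks DSS+ versus HFHS 8 weeks, 1344 for the DSS effect in HFHS 8 weeks against NC. Within array set 1 gave 0 for HFHS 16 weeks versus NC, 0 for HFHS 8 weeks versus NC, 0 for HFHS+NC versus NC, 0 for HFHS+NC versus HFHS 16 weeks, 42 for HFHS 16 weeks versus HFHS 8 weeks, 2 for NC DSS+ versus NC, 944 for HFHS 8 weeks DSS+ versus HFHS 8 weeks, 0 for HFHS+NC DSS+ versus HFHS+NC, 6 for HFHS+NC versus HFHS 8 weeks, 4 for HFHS 8 weeks DSS+ versus NC DSS+, 2 for the DSS effect in HFHS 8 weeks against NC. Within array set 2 gave 1 for HFHS 8 weeks versus NC, 7 for HFHS+NC versus HFHS 16 weeks, 0 for HFHS 8 weeks DSS+ versus HFHS 8 weeks, 0 for HFHS+NC DSS+ versus HFHS+NC, 3 for HFHS 16 weeks DSS+ versus NC DSS+, 0 for the DSS effect in HFHS 16 weeks against NC, 3 for HFHS+NC versus HFHS 8 weeks, 1 for HFHS 8 weeks DSS+ versus NC DSS+, 0 for the DSS effect in HFHS 8 weeks against NC. Array medians subtracted gave 90 for HFHS 8 weeks versus NC, 0 for HFHS+NC versus HFHS 16 weeks, 141 for HFHS 8 weeks DSS+ versus HFHS 8 weeks, 0 for the DSS effect in HFHS 16 weeks against NC, 4 for HFHS+NC versus HFHS 8 weeks. Array weights gave 1962 for HFHS 8 weeks versus NC, 273 for HFHS+NC versus NC, 22 for HFHS 16 weeks versus HFHS 8 weeks, 4085 for NC DSS+ versus NC, 1460 for HFHS 8 weeks DSS+ versus HFHS 8 weeks, 813 for HFHS 16 weeks DSS+ versus HFHS 16 weeks, 10 for HFHS+NC DSS+ versus HFHS+NC, 13 for the DSS effect in HFHS 16 weeks against NC, 112 for HFHS+NC versus HFHS 8 weeks, 1418 for HFHS 8 weeks DSS+ versus NC DSS+, 3266 for the DSS effect in HFHS 8 weeks against NC. Replicate block gave 67 for HFHS 8 weeks versus NC, 17 for HFHS+NC versus NC, 0 for HFHS+NC versus HFHS 16 weeks, 1 for the DSS effect in HFHS 16 weeks against NC, 3 for HFHS+NC versus HFHS 8 weeks. Trend and robust gave 3 for HFHS+NC DSS+ versus HFHS+NC, 2 for the DSS effect in HFHS 16 weeks against NC, 6 for HFHS+NC versus HFHS 8 weeks. Only probe sets with a gene symbol gave 0 for HFHS+NC DSS+ versus HFHS+NC, 5 for HFHS+NC versus HFHS 8 weeks.

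Shares of the change also moved or reversed, and the cause was not tested, although genes picked on the group itself are picked at its extremes. The recovery of genes after the switch to NC, 0.487, was −0.0339 with genes from HFHS 8 weeks versus NC, −0.445 with genes from HFHS+NC versus NC, 0.593 with genes chosen on replicates 1 to 3, measured on 4 and 5, 0.848 on values as deposited, 0.378 with the array set as a block, 0.600 within array set 1, 0.349 within array set 2. The return towards NC from the HFHS 8 weeks level, HFHS+NC mice, 0.487, was 0.234 with genes from HFHS 16 weeks versus NC, −0.412 with genes from HFHS+NC versus NC, 0.201 with genes chosen on replicates 1 to 3, measured on 4 and 5, 0.272 on values as deposited, 0.144 within array set 2. The return towards NC from the HFHS 8 weeks level, HFHS 16 weeks mice, 0.484, was −0.315 with genes from HFHS 16 weeks versus NC, 0.122 with genes from HFHS+NC versus NC, 0.253 with genes chosen on replicates 1 to 3, measured on 4 and 5, 0.263 within array set 2. With genes chosen on replicates 1 to 3, both returns from the HFHS 8 weeks level rest on 1 gene. On the values as deposited, the recovery rests on 4 genes.

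These gene lists reversed in the direction of the camera test, given as the median log2 fold change, and the cause was not tested. The sign of the median alone changed for 49 more on the values as deposited, 3 within array set 2 (among them the antimicrobial list in HFHS+NC versus HFHS 8 weeks), 1 within array set 1 and 1 with array weights. On the values as deposited, they were antimicrobial and mucosal defence −0.41 in HFHS 8 weeks DSS+ versus NC DSS+. Within array set 1, they were B cell 0.20 and exocrine pancreas −0.069 in HFHS 16 weeks versus NC, cholesterol synthesis −0.12, tight and adherens junctions 0.0034, B cell −0.069, exocrine pancreas 0.080 in HFHS+NC versus HFHS 16 weeks, exocrine pancreas −0.45 in HFHS 16 weeks versus HFHS 8 weeks, proteasome subunits 0.0034 and fatty acid oxidation −0.14 in NC DSS+ versus NC, adipocyte 0.25 in HFHS 8 weeks DSS+ versus NC DSS+. Within array set 2, they were cholesterol synthesis −0.18 and proliferation 0.0032 in HFHS 16 weeks versus NC, class I MHC antigen processing −0.11, proliferation 0.089, B cell −0.10 in HFHS 8 weeks versus NC, proliferation 0.23 and fibroblast 0.086 in HFHS+NC versus HFHS 16 weeks, heat shock response −0.055, proteasome subunits −0.14, proliferation −0.23 in HFHS 16 weeks versus HFHS 8 weeks, proteasome subunits −0.15, mucus and goblet cell 0.035, proliferation −0.11, macrophage −0.041 in HFHS 8 weeks DSS+ versus HFHS 8 weeks, inflammatory 0.12, proliferation 0.19, neutrophil 0.31 in HFHS 16 weeks DSS+ versus HFHS 16 weeks, proliferation −0.29 in HFHS+NC DSS+ versus HFHS+NC, proliferation 0.045 in the DSS effect in HFHS 16 weeks against NC, colonocyte −0.13 and enteric neuron −0.089 in HFHS 8 weeks DSS+ versus NC DSS+, mucus and goblet cell 0.039 in the DSS effect in HFHS 8 weeks against NC. Over the fits without 1 array, these lists also reversed, by the sign of the median or, for the mucus list, by the direction of the camera test: cholesterol synthesis, from −0.085 (without HFHS 16 weeks replicate 1) to 0.12 (without HFHS 16 weeks replicate 4) in HFHS 16 weeks versus NC; exocrine pancreas, from −0.014 (without HFHS 16 weeks replicate 5) to 0.96 (without HFHS 16 weeks replicate 3) in HFHS 16 weeks versus NC; exocrine pancreas, from −0.86 (without HFHS 16 weeks replicate 3) to 0.10 (without HFHS 16 weeks replicate 5) in HFHS+NC versus HFHS 16 weeks; exocrine pancreas, from −0.39 (without HFHS 16 weeks replicate 5) to 0.72 (without HFHS 8 weeks replicate 2) in HFHS 16 weeks versus HFHS 8 weeks; mucus and goblet cell, from −0.34 (without HFHS 8 weeks DSS+ replicate 5) to −0.088 (without HFHS 8 weeks DSS+ replicate 4) in HFHS 8 weeks DSS+ versus HFHS 8 weeks; exocrine pancreas, from −0.75 (without HFHS 16 weeks DSS+ replicate 2) to 0.40 (without HFHS 16 weeks replicate 5) in HFHS 16 weeks DSS+ versus HFHS 16 weeks; fatty acid oxidation, from −0.12 (without HFHS 16 weeks DSS+ replicate 2) to 0.14 (without NC DSS+ replicate 4) in HFHS 16 weeks DSS+ versus NC DSS+; adipocyte, from −0.16 (without NC DSS+ replicate 1) to 0.17 (without NC DSS+ replicate 4) in HFHS 16 weeks DSS+ versus NC DSS+; exocrine pancreas, from −0.74 (without HFHS 16 weeks DSS+ replicate 2) to 0.43 (without HFHS 16 weeks replicate 5) in the DSS effect in HFHS 16 weeks against NC.

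Without 1 array at a time, the values ranged as follows. They ran from 0 (without HFHS 16 weeks DSS+ replicate 2) to 9 (without HFHS 16 weeks DSS+ replicate 4) for the DSS effect in HFHS 16 weeks against NC; from 294 (without NC DSS+ replicate 2) to 910 (without HFHS 8 weeks DSS+ replicate 3) for the DSS effect in HFHS 8 weeks against NC; from 1 (without HFHS 16 weeks replicate 2) to 194 (without HFHS 16 weeks DSS+ replicate 1) for HFHS 16 weeks DSS+ versus HFHS 16 weeks; from 0 (without HFHS 16 weeks DSS+ replicate 2) to 8 (without HFHS 16 weeks DSS+ replicate 1) for HFHS 16 weeks DSS+ versus NC DSS+; from 0 (without HFHS 16 weeks replicate 2) to 25 (without HFHS 8 weeks replicate 1) for HFHS 16 weeks versus HFHS 8 weeks; from 12 (without NC replicate 3) to 127 (without HFHS 16 weeks replicate 5) for HFHS 16 weeks versus NC; from 35 (without HFHS 8 weeks replicate 4) to 898 (without HFHS 8 weeks DSS+ replicate 3) for HFHS 8 weeks DSS+ versus HFHS 8 weeks; from 79 (without NC DSS+ replicate 2) to 959 (without HFHS 8 weeks DSS+ replicate 3) for HFHS 8 weeks DSS+ versus NC DSS+; from 19 (without NC replicate 4) to 470 (without HFHS 8 weeks replicate 1) for HFHS 8 weeks versus NC; from 1 (without HFHS+NC replicate 1) to 7 (without HFHS+NC DSS+ replicate 1) for HFHS+NC DSS+ versus HFHS+NC; from 0 (without HFHS 16 weeks replicate 2) to 8 (without HFHS 16 weeks replicate 5) for HFHS+NC versus HFHS 16 weeks; from 2 (without HFHS 8 weeks replicate 3) to 18 (without HFHS 8 weeks replicate 1) for HFHS+NC versus HFHS 8 weeks; from 5 (without NC replicate 3) to 201 (without HFHS+NC replicate 4) for HFHS+NC versus NC; from 561 (without NC DSS+ replicate 2) to 1593 (without NC replicate 1) for NC DSS+ versus NC; from 0.379 (without NC replicate 1) to 0.607 (without HFHS 16 weeks replicate 1) for recovery of genes after the switch to NC; from 0.387 (without NC replicate 1) to 0.549 (without HFHS 8 weeks replicate 1) for return towards NC from the HFHS 8 weeks level, HFHS 16 weeks mice; from 0.333 (without NC replicate 1) to 0.590 (without HFHS 8 weeks replicate 5) for return towards NC from the HFHS 8 weeks level, HFHS+NC mice.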

Differences from the paper's values

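Counts and adjusted p are taken to differ where 1 is over 1.5 times the other. That rule is wide for a percentage. By it, the paper's 86% of genes lower on HFHS does not differ from the 71.0% here in HFHS 8 weeks versus NC. Yet the fits without 1 array gave from 56.5% to 73.1%, all under the paper's value. The paper's FDR of 0.029 for Shisa5 in HFHS versus NC compares with an adjusted p of 0.0143 here (limma, HFHS 8 weeks versus NC, the comparison the authors' table points to, while the legend of Figure 5 gives 16 weeks). Of the alternatives set before the data were examined, the replicate as a block gives a value that does not differ (0.0201), and the others differ. The paper gives 0.0002 for Dnajb1 and 0.003 for Chordc1, and here they are 1.25e-05 and 0.000626; again only the replicate as a block gives values that do not differ (0.000281 and 0.00222). For Rb1cc1 the paper gives 0.025, against 0.0704 here, and only the first residual component as a covariate gives a value that does not differ (0.0368). No alternative set before the data were examined gives a value that does not differ for Slamf7 (the paper's 0.046, here 0.00401), Hsph1 (the paper's 0.036, here 0.0101), Hspa5 (the paper's 0.013, here 0.0338) or Ahsa2 (the paper's 0.003, here 0.0220). Leaving out 1 array gives values that do not differ in 4 of 10 fits for Shisa5, 6 for Hsph1, 7 for Chordc1, 1 for Hspa5 and 1 for Rb1cc1, and in 0 for Slamf7, Dnajb1 and Ahsa2.

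The paper reports 426 genes with a variance over 10% of the highest, of which 77 were up-regulated in HFHS versus NC. Here 88 probe sets were over that limit, and among the 426 that varied most 131 were higher after 8 weeks of HFHS. The values as deposited, which the plan made before the data were examined had as the main scale and which were exchanged for the quantile-normalized ones afterwards, gave 364 over the limit and 71 higher among the 426 most varying, which do not differ from the paper's. No other alternative was run for these counts.

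Of the genes the paper shows as changed between HFHS and NC, 14 did not pass here in HFHS 8 weeks versus NC, all in the paper's direction (limma adjusted p): Oaz3 0.0971, Zfp251 0.122, Bcl9 0.0868, Rasef 0.0885, Rb1cc1 0.0704, C1galt1 0.0516, Btbd1 0.0516, Dusp16 0.0505, Ccng1 0.0868, Cdkn1a 0.0657, Nck1 0.101, Jchain 0.118, Sgk1 0.234, Txnrd1 0.0971. Array weights call all 14. The first residual component as a covariate calls all but Zfp251, Jchain and Sgk1, the arrays of the compared groups alone call Oaz3, Rasef, Rb1cc1, C1galt1, Btbd1, Dusp16, Nck1 and Txnrd1, leaving out dim probe sets calls C1galt1, Btbd1 and Dusp16, and all 37 arrays in 1 fit calls Btbd1. The array set as a block, chosen after the values were seen, calls Oaz3 (0.0417) and Dusp16 (0.0308).

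The paper's figure marks 9 genes between HFHS and HFHS+NC that did not pass here in HFHS+NC versus HFHS 8 weeks (limma adjusted p): Jchain 0.732, Slamf7 0.319, Flt3l 0.319, Rgs1 0.425, Bcl9 0.703, Nck1 0.625, Shisa5 0.364, Ccng1 0.634, C1galt1 0.592. No alternative set before the data were examined calls any of them, for HFHS 8 weeks or for HFHS 16 weeks, nor does the array set as a block, chosen after the values were seen.

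Between HFHS+NC and NC the paper's figure marks Frk, Btbd1 and Hspa5, which did not pass here (limma adjusted p = 0.143, 0.259 and 0.176). The first residual component as a covariate calls Frk and Hspa5, and so does the array set as a block, chosen after the values were seen (0.0278 and 0.0209). None of these alternatives, and no fit without 1 array, calls Btbd1.

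The paper gives the unfolded protein response as increased and gluconeogenesis as decreased in HFHS. Here the medians after 8 weeks were −0.029 (camera adjusted p = 0.140) and 0.057 (0.834), neither past the threshold. They are medians of lists fixed beforehand, while the paper describes its own clusters of varying genes.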

Other observations

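In NC-fed mice given DSS, Cited2, a transcriptional regulator, rose from a log2 value of 10.81 ± 0.25 (SD, n = 5) to 12.50 ± 0.23 (SD, n = 4), a log2 fold change of 1.69 (standard error 0.27, adjusted p = 0.000621) from limma. Plet1, an epithelial gene of wound repair, rose by 2.77 (adjusted p = 0.00523), the RNase gene Zc3h12a by 1.70 (adjusted p = 0.00107), Shisa5 by 1.03 (adjusted p = 1.05e-05), the fatty acid synthase gene Fasn by 1.0 (adjusted p = 0.00451) and Srebf2, the master regulator of cholesterol synthesis, by 0.85 (adjusted p = 0.00333). Genes of cholesterol synthesis were higher as a group (median 0.30; 2 of 17 higher, and 4 when adjusted over the list alone; camera adjusted p = 0.00471, and adjusted p = 0.905 with an estimated correlation; 0.103 without NC DSS+ replicate 1). The ion transport regulator Fxyd4 fell by −1.98 (adjusted p = 0.00710), and Cyp2c55 by −3.10 (adjusted p = 0.0156), the latter with an adjusted p of up to 0.0912 without 1 array (NC DSS+ replicate 2); the other genes named passed in all 9 fits that left out 1 array. The count of 1440 was 561 without NC DSS+ replicate 2, 677 without NC DSS+ replicate 3, and 866, 930 and 735 without NC replicates 2, 3 and 4. It was 1913 with the array set as a block, 2 within set 1, and 151 on the values as deposited, of which 3.97% were lower, against 53.1% of the 1440.

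In mice fed HFHS for 8 weeks and given DSS, S100a8, a calprotectin subunit gene, rose from 6.87 ± 0.15 (SD, n = 5) to 10.18 ± 2.15 (SD, n = 5), a log2 fold change of 3.31 (standard error 0.77, adjusted p = 0.0282) from limma, S100a9 by 2.46 (adjusted p = 0.0196), the cytokine gene Il1b by 2.30 (adjusted p = 0.0490) and the protease gene Mmp10 by 1.77 (adjusted p = 0.0387). All 10 measured neutrophil genes rose when adjusted over the list alone (3 over all genes tested; median 1.04, camera adjusted p = 5.66e-11, and adjusted p = 0.293 with an estimated correlation), as did 19 of 33 inflammatory genes (4 over all genes tested; median 0.52, camera adjusted p = 9.09e-12, and adjusted p = 0.293 with an estimated correlation). The junction genes Cdh1, encoding E-cadherin, and F11r fell by −0.56 (adjusted p = 0.0441) and −0.58 (adjusted p = 0.0131). Against NC DSS+, mucus genes were lower as a group, Muc2 and the goblet cell factor Atoh1 by −0.45 (adjusted p = 0.0364) and −1.29 (adjusted p = 0.0136) (8 of 19 lower when adjusted over the list alone; median −0.35, camera adjusted p = 1.58e-06, and adjusted p = 0.504 with an estimated correlation; 0.00460 without HFHS 8 weeks DSS+ replicate 4). Cell type lists moved as well, the colonocyte mean to 11.05 ± 0.67 against 11.43 ± 0.29 in NC DSS+ and the neutrophil mean to 8.81 ± 1.40 against 7.69 ± 0.30 (SD, n = 5 and 4), so the mucus change is not separated from a change in the mix of cells. Within array sets 1 and 2, the neutrophil median was 1.72 and 0.13 and the inflammatory one 0.74 and 0.14. Without 1 array, the adjusted p rose to 0.0969 for S100a8 (HFHS 8 weeks DSS+ replicate 2), 0.0716 for S100a9 (HFHS 8 weeks DSS+ replicate 2), 0.154 for Il1b (HFHS 8 weeks DSS+ replicate 2), 0.120 for Mmp10 (HFHS 8 weeks DSS+ replicate 2), 0.106 for Cdh1 (HFHS 8 weeks replicate 5) and 0.114 for Muc2 (NC DSS+ replicate 4). The count of 428 for HFHS 8 weeks DSS+ versus NC DSS+ (109 higher and 319 lower) was 79, 113 and 248 without NC DSS+ replicates 2, 3 and 4 and 219, 192, 959 and 249 without HFHS 8 weeks DSS+ replicates 1, 2, 3 and 4; it was 373 with the array set as a block, 4 within set 1 and 1 within set 2.

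In mice fed HFHS for 16 weeks, DSS raised genes of class I MHC antigen processing (median 0.43; 9 of 14 higher when adjusted over the list alone, and 1, H2-D1, over all genes tested; camera adjusted p = 1.02e-08, and adjusted p = 0.371 with an estimated correlation) and of B cells (median 0.60; 11 of 12 when adjusted over the list alone, and 1, Spib, over all; camera adjusted p = 2.10e-08, and adjusted p = 0.371 with an estimated correlation), and Nos2, the inducible nitric oxide synthase gene, by 2.32 (adjusted p = 0.0146) from limma. All arrays of HFHS 16 weeks DSS+ are in array set 2, where these medians were 0.34 and 0.66; the count of 36 fell to 1 without HFHS 16 weeks replicate 2, and Nos2 had an adjusted p of 0.0628 without HFHS 16 weeks DSS+ replicate 3. In HFHS+NC mice, antimicrobial genes were higher with DSS (median 0.44, 3 of 19 when adjusted over the list alone, camera adjusted p = 1.42e-05, and adjusted p = 0.0296 with an estimated correlation). This is the 1 list call of 127 that held with an estimated correlation. Smooth muscle genes were lower (median −0.38, 8 of 14 when adjusted over the list alone, camera adjusted p = 3.26e-10, and adjusted p = 0.340 with an estimated correlation). In this comparison 1 probe set passed (limma), and 9 of 100 splits gave as many. Sets 1 and 2 hold 2 and 3 arrays of HFHS+NC but 3 and 1 of HFHS+NC DSS+. Between HFHS 16 weeks DSS+ and NC DSS+, 0 probe sets passed (limma; 1239 at an unadjusted p under 0.05).

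In mice without DSS, clock genes were higher as a group after 8 weeks of HFHS (median 0.25 of 19; 10 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.0153, and adjusted p = 0.219 with an estimated correlation; 0.19 with the array set as a block, 0.16 within set 1 and 0.17 within set 2), while members went both ways: the difference between the arm of Nr1d1, Nr1d2, Dbp, Tef, Hlf, Per3, Ciart and Usp2 and that of Arntl, Npas2, Clock, Cry1 and Nfil3 was −1.32 ± 0.19 in NC, −0.53 ± 0.43 in HFHS 8 weeks, −0.90 ± 0.21 in HFHS 16 weeks and −0.66 ± 0.22 in HFHS+NC (SD, n = 5). Smooth muscle genes were lower after 8 weeks (median −0.095, camera adjusted p = 0.0338, and adjusted p = 0.648 with an estimated correlation; 0.254 without NC replicate 5), and adipocyte genes higher (median 0.17, camera adjusted p = 0.0338, and adjusted p = 0.648 with an estimated correlation; 0.538 without HFHS 8 weeks replicate 1). After 16 weeks, proliferation genes (median 0.24, camera adjusted p = 0.000293; 0.530 with an estimated correlation), endothelial genes (0.18, 0.000724; 0.0891), antioxidant genes (0.11, 0.0291; 0.405), plasma cell genes (0.23, 0.00198; 0.305) and pancreatic genes (0.74, 0.0421; 0.758) were higher as groups, and smooth muscle (−0.21, 9.22e-06; 0.305) and mucus genes (−0.065, 0.0421; 0.448) lower, each as the median, the camera adjusted p and the adjusted p with an estimated correlation. The pancreatic median was 0.74 with and −0.014 without HFHS 16 weeks replicate 5, and the proliferation median was 0.39 within set 1 and 0.0032 within set 2.

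The other lists did not pass after 8 weeks of HFHS, with these median log2 fold changes (limma) and adjusted p from camera: cold-inducible RNA-binding proteins −0.16 (adjusted p = 0.554), fatty acid oxidation −0.0033 (adjusted p = 0.792), fatty acid synthesis 0.088 (adjusted p = 0.207), cholesterol synthesis 0.14 (adjusted p = 0.126), junctions −0.0044 (adjusted p = 0.960), mucus 0.0099 (adjusted p = 0.333), antimicrobial defence 0.035 (adjusted p = 0.834), antioxidant genes 0.025 (adjusted p = 0.576), short-chain fatty acid transport 0.034 (adjusted p = 0.833), proliferation 0.0080 (adjusted p = 0.994), posterior Hox genes 0.043 (adjusted p = 0.567), enteroendocrine 0.056 (adjusted p = 0.993), intestinal stem cell −0.029 (adjusted p = 0.816), macrophage and dendritic cell 0.075 (adjusted p = 0.554), mast cell −0.017 (adjusted p = 0.994), NK and innate lymphoid 0.075 (adjusted p = 0.333), fibroblast −0.0099 (adjusted p = 0.813), endothelial 0.090 (adjusted p = 0.167), enteric neuron and glia 0.096 (adjusted p = 0.0636), exocrine pancreas 0.34 (adjusted p = 0.554), small-intestinal enterocyte 0.021 (adjusted p = 0.833). The erythroid list has 1 measured gene, with a log2 fold change of 0.18.

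The diet comparisons share their NC mice, which alone correlates them. Across genes, the log2 fold changes of HFHS 8 weeks and HFHS 16 weeks against NC correlated at 0.659 (covariance 0.0166), those of HFHS 8 weeks and HFHS+NC at 0.652 (0.0160) and those of HFHS 16 weeks and HFHS+NC at 0.572 (0.0131), where simulated arrays with shared controls and no diet effect gave a median of 0.493, from −0.064 to 0.782 (covariance 0.00584). With the NC mice split between the comparisons the values were 0.400, 0.392 and 0.286. HFHS 8 weeks and HFHS+NC shared 14 genes past the threshold in the same direction, and HFHS 16 weeks and HFHS+NC 7, all 7 lower, where the simulated median was 0 and the highest 1. The simulated arrays held no changed genes, so they do not show how many shared calls the NC mice alone would give.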
